# A Developmental and Molecular View of Formation of Auxin-Induced Nodule-Like Structures in Land Plants

**DOI:** 10.3389/fpls.2016.01692

**Published:** 2016-11-11

**Authors:** Ryan Hiltenbrand, Jacklyn Thomas, Hannah McCarthy, Karl J. Dykema, Ashley Spurr, Hamilton Newhart, Mary E. Winn, Arijit Mukherjee

**Keywords:** nodule-like structures, auxin, rice, *Medicago truncatula*, common symbiotic pathway, RNA sequencing, *Azorhizobium caulinodans*

## Abstract

Several studies have shown that plant hormones play important roles during legume–rhizobia symbiosis. For instance, auxins induce the formation of nodule-like structures (NLSs) on legume roots in the absence of rhizobia. Furthermore, these NLS can be colonized by nitrogen-fixing bacteria, which favor nitrogen fixation compared to regular roots and subsequently increase plant yield. Interestingly, auxin also induces similar NLS in cereal roots. While several genetic studies have identified plant genes controlling NLS formation in legumes, no studies have investigated the genes involved in NLS formation in cereals. In this study, first we established an efficient experimental system to induce NLS in rice roots, using auxin, *2,4-D*, consistently at a high frequency (>90%). We were able to induce NLS at a high frequency in *Medicago truncatula* under similar conditions. NLS were characterized by a broad base, a diffuse meristem, and increased cell differentiation in the vasculature. Interestingly, NLS formation appeared very similar in both rice and *Medicago*, suggesting a similar developmental program. We show that NLS formation in both rice and *Medicago* occurs downstream of the common symbiotic pathway. Furthermore, NLS formation occurs downstream of cytokinin-induced step(s). We performed a comprehensive RNA sequencing experiment to identify genes differentially expressed during NLS formation in rice and identified several promising genes for control of NLS based on their biological and molecular functions. We validated the expression patterns of several genes using reverse transcription polymerase chain reaction and show varied expression patterns of these genes during different stages of NLS formation. Finally, we show that NLS induced on rice roots under these conditions can be colonized by nitrogen-fixing bacteria, *Azorhizobium caulinodans*.

## Introduction

Root nodule formation is the result of two tightly coordinated processes: an organogenic process leading to nodule formation and an infection process mediating bacterial colonization. A complex signal exchange between the host plant and bacteria are required to initiate this symbiosis. The host roots secrete flavonoids, which are recognized by rhizobia. In response, rhizobia secrete lipochitooligosaccharides called Nod factors (NFs), triggering the nodule developmental process (Oldroyd and Downie, 2008; Venkateshwaran et al., 2013). Interestingly, a similar signal exchange is also required for the initiation of arbuscular mycorrhizal (AM) symbiosis (Maillet et al., 2011). Recognition of NFs by LysM receptor kinases at the plasma membrane triggers the signaling pathway leading to bacterial infection and nodule organogenesis. This signal transduction pathway includes a leucine-rich repeat receptor-like kinase (SYMRK/DMI2), cation channels (POLLUX and CASTOR), nucleoporins (NUPs and NENA), a calcium calmodulin-dependent protein kinase (CCaMK/DMI3), and a nuclear-localized coil-coil protein (CYCLOPS/IPD3). Further downstream, the GRAS transcription factors (TFs), NSP1 and NSP2, and the transcriptional regulator NIN are required for initiation of nodule organogenesis (Oldroyd and Downie, 2008; Venkateshwaran et al., 2013). Mutants in *CCaMK* (*DMI3*), *NSP1, NSP2*, and other genes are affected in most responses to NFs and are unable to form nodules (Oldroyd and Downie, 2008; Venkateshwaran et al., 2013). Interestingly, *DMI3, IPD3* and other genes are also required for AM symbiosis, leading to the concept of a shared “common symbiotic pathway (CSP)” between these two symbioses (Oldroyd and Downie, 2008; Venkateshwaran et al., 2013). Furthermore, some of the genes from this pathway are also required for AM symbiosis in rice (Chen et al., 2007, 2008, 2009; Gutjahr et al., 2008). This makes the prospect of engineering nitrogen fixation in cereals promising (Charpentier and Oldroyd, 2010; Rogers and Oldroyd, 2014; Mus et al., 2016).

Several studies have shown that plant hormones play key roles throughout nodule organogenesis in the integration of developmental and environmental signaling cues during nodule development (Ding and Oldroyd, 2009; Mukherjee and Ané, 2011b; Ryu et al., 2012; Bensmihen, 2015). For instance, the interplay of auxin and cytokinin plays a major role in nodule organogenesis (Suzaki et al., 2013). Cytokinins positively regulate nodulation-related expression of *NSP2* and *NIN* genes, and the expression of *PINs* that lead to local auxin accumulation in the primordial dividing cells leading to initiation of nodule organogenesis (Mathesius et al., 2000; Plet et al., 2011; Suzaki et al., 2012; Ng et al., 2015). The cytokinin receptors *LHK1/CRE1* are involved in nodulation, as loss-of-function mutations of these genes are impaired in nodule formation. However, gain-of-function mutants in these genes lead to formation of spontaneous nodules or nodule-like structures (NLS) in absence of bacteria (Murray et al., 2007; Tirichine et al., 2007). These findings uncouple bacterial infection from organogenesis, demonstrating that cortical cell divisions can be activated in plant roots leading to formation of NLS whether or not bacterial invasion occurs (Desbrosses and Stougaard, 2011). Similar to cytokinins, auxins also trigger cortical cell divisions leading to the formation of NLS even in the absence of bacteria. For instance, application of auxin transport inhibitors (ATI) such as naphthylphthlamic acid (NPA) and 2,3,5-triiodobenzoic acid (TIBA) induces NLS formation in roots of *Medicago sativa, Medicago truncatula*, and sweet clover (Hirsch et al., 1989; Wu et al., 1996; Rightmyer and Long, 2011). Structurally, these are comparable to the empty nodules stimulated by non-invasive bacteria such as the *exoA*^-^ mutant of *Sinorhizobium meliloti* at the histological and molecular level (Hirsch et al., 1989). However, NLS can be distinguished from rhizobia-induced nodules by their diffuse meristem and vascular tissue differentiation at the proximal and central part of the structure (Wu et al., 1996; Rightmyer and Long, 2011). NLS can also be distinguished from lateral roots based on their origin and anatomy. Lateral roots have a clearly defined apical meristem and originate from pericycle cells (Desbrosses and Stougaard, 2011). Nevertheless, all these processes result from meristem activity initiated by dedifferentiation of cells next to the vascular system. It is likely there may be a significant overlap in the genetic pathways controlling the formation of these root structures. Surprisingly, genetic analysis of pathways controlling initiation of nodule development and lateral root formation has not identified an obvious overlap (Desbrosses and Stougaard, 2011). Also, very few legume mutants have been identified that directly affect hormonal pathways (Desbrosses and Stougaard, 2011; Mukherjee and Ané, 2011b), possibly due to genetic redundancy. One option to elucidate the genetic mechanism in hormone-dependent nodule organogenesis is to study NLS formation. Interestingly, in many cereals such as rice, wheat, and maize, addition of phytohormones also stimulate NLS formation (Ridge et al., 1993; Kennedy et al., 1997; Christiansen-Weniger, 1998; Narula et al., 2006; Senthilkumar et al., 2009; Saikia et al., 2014). Such structures can be colonized by nitrogen-fixing bacteria like *Azorhizobium caulinodans* and *Azospirillum brasilense*, which favor nitrogen fixation compared to regular roots, and subsequently increase plant yield (Sriskandarajah et al., 1993; Kennedy et al., 1997; Christiansen-Weniger, 1998; Senthilkumar et al., 2009; Saikia et al., 2014). However, our knowledge of NLS formation is still fragmentary. For example, it is still not clear if the NLS formed in cereals are structurally similar to those formed on legume roots or what genes control NLS formation in cereals.

In this study, we established an experimental system in which NLS can be induced at a high frequency in rice and *M. truncatula*. We compared NLS formation in these plants at an anatomical level, and studied the regulation of NLS formation by genes involved in symbiosis in rice and *M. truncatula.* In order to identify genes and pathways involved in this process, we performed transcriptional profiling of NLS formation in rice by RNA-seq. We also investigated the expression profiles of a few select genes at different stages of NLS formation. Finally, we evaluated if NLS induced under these conditions could be colonized by nitrogen-fixing bacteria. This information provides a valuable resource for further exploration and understanding of the detailed molecular mechanisms underlying NLS development.

## Results

### In Response to Auxin, Rice and *M. truncatula* Roots Form Nodule-Like Structures in a Similar Fashion at a High Frequency

We assayed formation of NLSs in rice and *M. truncatula* roots in response to the synthetic auxin, 2,4-Dichlorophenoxyacetic acid (2,4-D). 2,4-D was used in earlier studies to induce NLS in plant roots (Francisco and Akao, 1993; Ridge et al., 1993; Christiansen-Weniger, 1998). NLS formed along primary and lateral roots and were visible as early as 7 days post-treatment (dpt) with 2,4-D in both rice and *M. truncatula*. These structures had a broad base and were spherical at the distal end (**Figures 1A,B**). NLS appeared both independently and in clusters. Scanning electron microscopy (SEM) images showed that NLS did not change considerably in size between 7 and 14 dpt in both rice and *M. truncatula*. They appeared as spherical outgrowths with a smooth epidermis and lacked a clearly defined apical meristem (**Figures 1C,D,F,G**). The diffuse meristem was further confirmed by longitudinal ultra-thin sections (5 μm) of NLS in rice and *M. truncatula* (**Figures 1I,K**). Abundant vascular tissue differentiation was observed at the proximal and central portion of these structures. Lateral roots in rice and *Medicago* were easily distinguished from NLS by their narrow base, clearly defined apical meristem, and pericycle and apical meristem divisions (**Figures 1E,H,J,L**), in agreement with previous studies in sweet clover and *M. truncatula* (Wu et al., 1996; Rightmyer and Long, 2011).

**FIGURE 1:**
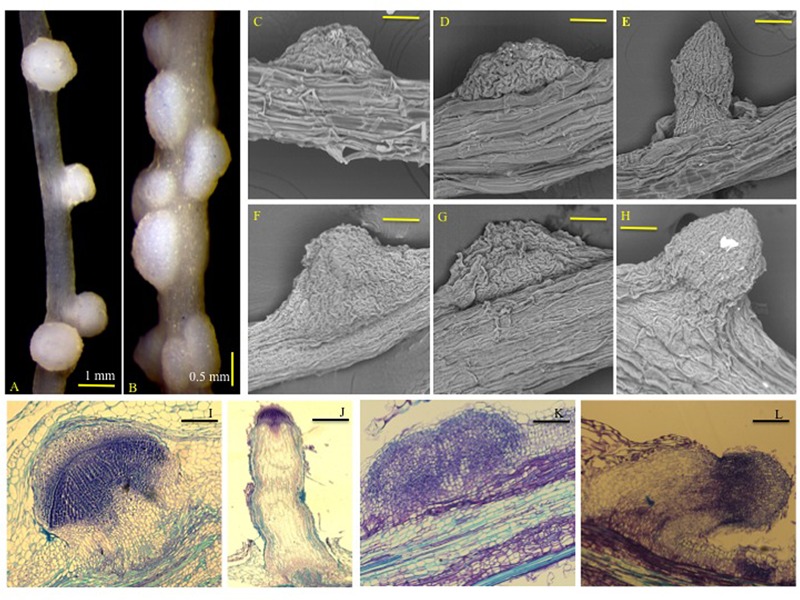
**Nodule-like structures (NLSs) appear to be structurally similar in rice and *Medicago* roots.** Images of **(A)** rice (Nipponbare cv.), and **(B)** *Medicago truncatula* (A17) NLS 14 dpt with 50 μM 2,4-D under controlled conditions. Images in **(A,B)** were taken at 12.5X magnification using a Leica MZ6 stereomicroscope. Images of rice (Nipponbare cv.) NLS at **(C)** 7 dpt and **(D)** 14 dpt captured by SEM. **(F,G)** Represent SEM images of *Medicago* (A17) NLS at 7 and 14 dpt, respectively. **(E,H)** Represent images of emerging lateral roots in rice and *Medicago*, respectively. SEM images were taken at 1400X magnification. Bars equal 80 μm. **(I,J)** Represent longitudinal ultra-thin sections of NLS and lateral root in rice. **(K,L)** Represent longitudinal ultra-thin sections of NLS and lateral root in *Medicago*. The sections are 5–8 μm in thickness.

Next we determined the efficiency of the auxin response by measuring the frequency of NLS formation over time. The frequency of NLS formation in rice was 92% at 7 dpt, and 87% at 14 dpt (**Figure 2A**). Similar to rice, we observed that NLS formed at a high frequency of 90% at 7 dpt and 95% at 14 dpt in *M. truncatula* (**Figure 2C**). Earlier studies using auxin transport inhibitors showed the frequency of NLS formation to be approximately 65% in sweet clover, and 38–83% in *M. truncatula* (Wu et al., 1996; Rightmyer and Long, 2011). Our results clearly indicate that 2,4-D can be successfully utilized to induce NLS formation in both rice and *M. truncatula* at a very high frequency. In addition to calculating frequency, we calculated the average number of NLS formed per plant. In rice, the average number of NLS formed per plant was 17 at 7 dpt and 26 at 14 dpt (**Figure 2B**). In *M. truncatula*, the average number of NLS formed per plant was 28 at 7 dpt and 40 at 14 dpt (**Figure 2D**). In both rice and *M. truncatula*, the average number of NLS formed at 14 dpt was significantly higher (Student’s *t*-test, *P* < 0.005) than at 7 dpt (**Figures 2B,D**). In a previous study with auxin transport inhibitors in *M. truncatula* the average number of NLS ranged between 1 and 8, 21 dpt (Rightmyer and Long, 2011). In past studies, ATIs were applied at a concentration of 50–100 μM to induce NLS in *M. truncatula* (Rightmyer and Long, 2011; Ng et al., 2015). In this study, we applied 2,4-D at a standard concentration of 50 μM for all our experiments. Besides NLS, we assessed other root phenotypes induced by the 2,4-D treatment. Our results show that lateral root formation was reduced in both rice and *M. truncatula* at 7 and 14 dpt (Student’s *t*-test, *P* < 0.005) (**Supplementary Figures S1A–D**). Besides that we did not observe any other phenotypic changes.

**FIGURE 2:**
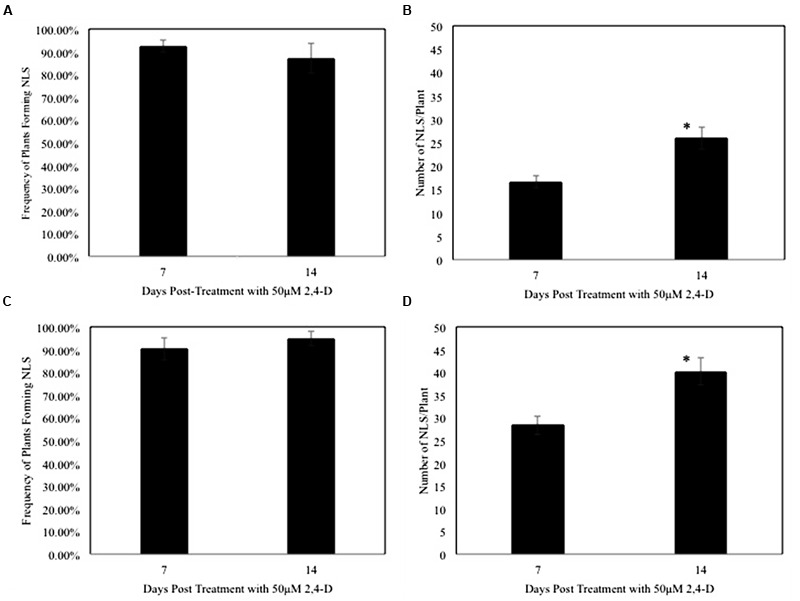
**Nodule-like structure frequency is high and the numbers increase over time in rice and *Medicago*. (A,C)** Show frequency of NLS formed per plant upon treatment with 50 μM 2,4-D at 7 and 14 dpt in rice and *Medicago* respectively. Data represents the average of five experimental replications (*n* = 10–15) ± SE. **(B,D)** Show that the average number of NLS increased significantly between 7 and 14 dpt in rice and *Medicago* roots respectively. Asterisk (^∗^) denotes significant difference between the two time points by *t*-test (*P* < 0.005). Data represents the average of five experimental replications (*n* = 10–15) ± SE.

### NLS Formation in Symbiotic Mutants of Rice and *M. truncatula*

To determine if the CSP plays a role in 2,4-D-induced NLS formation, we compared NLS formation between wild type and symbiotic mutants in rice (*Os-dmi3* and *Os-ipd3*) and *M. truncatula* (*dmi1-1, dmi2-4*, and *dmi3-1)*. The frequency of NLS formation in *Os-dmi3* and *Os-ipd3* mutants was similar to wild type plants (*Oryza sativa* cv. Nipponbare) at both 7 and 14 dpt (**Figure 3A**). Similarly, the frequency of NLS formation in the tested *M. truncatula* CSP mutants (*dmi1-1, dmi2-4*, and *dmi3-1*) did not differ from the frequencies observed in the wild type (A17) plants at 7 and 14 dpt (**Figure 3C**). The average number of NLS formed in rice CSP mutants *Os-dmi3*, and *Os-ipd3* at 7 and 14 dpt was similar to the average number of NLS formed in the wild type line (**Figure 3B**). In *M. truncatula*, while the average number of NLS formed on *dmi1* and *dmi2* were similar to wild type at both 7 and 14 dpt, the average number of NLS formed on *dmi3* roots was significantly higher (one-way ANOVA, *F*_3,213_ = 4.09, α = 0.05, *P* = 0.008; Dunnet’s *Post hoc*, wild type vs. *dmi3 P* = 0.035) than wild type at 14 dpt (**Figure 3D**). In addition, we tested NLS formation in the *Medicago cre1* mutants. These mutants in the MtCRE1 cytokinin receptor are strongly affected in their ability to form nodules in presence of bacteria (Plet et al., 2011). While 2,4-D could induce NLS in *cre1-1* and *cre1-2*, the frequency of NLS formation in these mutants was lower (one-way ANOVA, *F*_2,90_ = 3.4511, α = 0.05, *P* < 0.001) than in wild type plants at 7 dpt (**Supplementary Figure S2A**). The average number of NLS in these mutants was also lower (Student’s *t*-test, *P* < 0.001) than the average number of NLS formed in the wild type plants (**Supplementary Figure S2B**).

**FIGURE 3:**
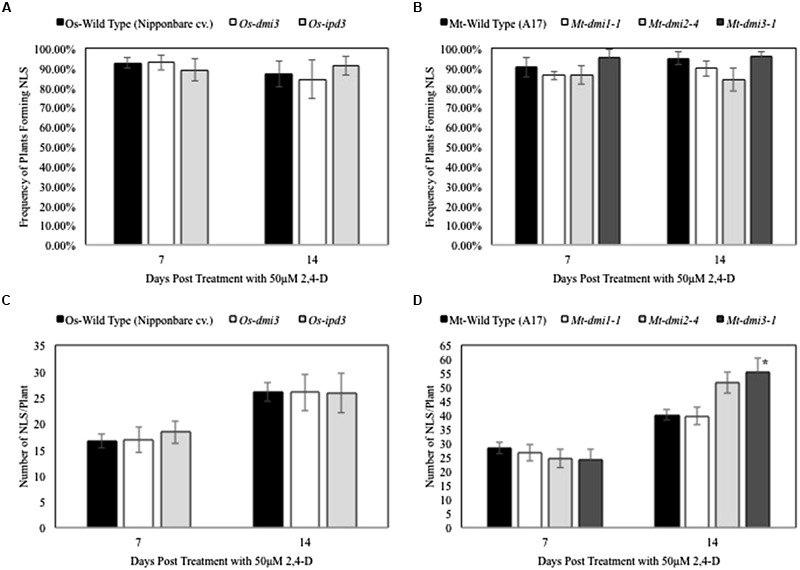
**Nodule-like structure formation in rice and *Medicago* is independent of the Common Symbiotic Pathway. (A,C)** Show that no significant differences were observed in NLS frequency in rice and *Medicago* CSP mutants and wild type plants at 7 and 14 dpt. Data represents average of at least three experimental replications (*n* = 10–15). **(B)** Show that the average number of NLS formed per plant in wild type rice and its symbiotic mutants was similar at both 7 and 14 dpt. Data represents average of at least three experimental replications (*n* = 10–15). **(D)** At 7 dpt, the average number of NLS formed in wildtype *Medicago* and its symbiotic mutants were similar. At 14 dpt, average NLS number in *dmi1* and *dmi2* mutants were similar to wild type, but *dmi3* formed significantly higher number of NLS than wild type. Asterisk denotes significant difference between *dmi3* and the other lines (one-way ANOVA, *F*_3,213_= 4.09, α = 0.05, *P* = 0.008; Dunnet’s *Post hoc*, wild type vs. *dmi3 P* = 0.035). Data represents the average of at least three experimental replications (*n* = 10–15) ± SE.

### A Comprehensive Transcriptome Profile of Rice Roots Reveals Genes Involved in Response to Stimulus, Signaling, Anatomical Structure Development and Morphogenesis during NLS Formation

To investigate the comprehensive gene expression profile of *O. sativa* cv. Nipponbare roots during 2,4-D-induced NLS formation, we analyzed the transcriptomes of rice roots containing NLS 7 dpt with auxin. Our treatment groups were (1) wild type roots + 2,4-D treatment and (2) wild type roots + mock treatment. Three biological replicates were included per treatment group. For treatment group 1, we used RNA samples only from plants that formed NLS. Illumina TruSeq libraries were prepared from these samples and 100 bp paired-end sequencing performed on an Illumina HiSeq2500. 

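Rice seedlings were soaked for 1 h in 50 µM 2,4-D, a synthetic auxin, or in mock solution. Their roots were sequenced at 1, 7 and 14 dpt, with 3 biological replicates per treatment and time and 18 libraries in all. The 7 dpt libraries are the comparison that the paper reports, and the 2,4-D roots taken at 7 and 14 dpt all carried NLS. The libraries were made from messenger RNA with a stranded kit and read in pairs. The authors aligned the reads with Rsubread to the rice genome (MSU, version 7), counted them per transcript with featureCounts and deposited the raw counts. The table holds 66860 transcripts of 56508 loci, and 18620 of these transcripts have no count in any library. At 7 dpt the counts per library ran from 11195978 to 16410418 (median 15390578) for mock roots and from 12249261 to 14560724 (median 12478554) for 2,4-D roots. At 1 dpt they ran from 9416952 to 14649684 (median 13772209) and from 12189984 to 13402004 (median 12663654), and at 14 dpt from 13577674 to 17582306 (median 16139972) and from 12316959 to 18057748 (median 12544539). The average of 50 M that the paper gives is of reads generated, whereas every value given here uses counted reads (median 13489839 per library). At each time the 3 2,4-D libraries were tested against the 3 mock libraries on the raw counts with edgeR's quasi-likelihood test, TMM factors and Benjamini-Hochberg adjustment. The test covered transcripts with at least 10 CPM, the count scaled to the library total, in 2 or more of the libraries compared, and a transcript was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. Levels are given as the mean CPM ± SD over the 3 libraries of a group. For these levels the count was scaled to the total over the tested transcripts times the TMM factor. The lists of gene families were taken from the names in Tables S1 to S5, many of which are the names of the best-matching protein of another species, and the study chose those tables on the same 7 dpt libraries. The strand setting of the counting and the handling of reads that match several places are not given in the sources used here, so the values of isoforms, near-identical paralogs and antisense genes are uncertain. By the labels of the samples, the 7 and 14 dpt libraries were sequenced in 1 batch and the 1 dpt libraries in another, so each comparison of 2,4-D with mock lies within a batch, and 1 and 7 dpt differ in time and in batch.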

On average, 50 million reads were generated per sample with an average mapping rate to the *O. sativa* genome (MSU, version 7) of 94%. There was a high degree of correlation between the different biological replicates for each sample (**Figure 4A**). 

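At 7 dpt the Pearson correlation of log2 CPM between libraries of the same treatment was 0.87 to 0.96 across 13770 transcripts, against 0.63 to 0.813 between mock and 2,4-D libraries. The first principal component held 66.9% of the variance and separated the treatments, with the mock libraries at -85.4, -54.3 and -60.2 and the 2,4-D libraries at 80.5, 84.8 and 34.7. The 2,4-D library nearest to mock was replicate 3. Cellulose synthase A4 (LOC_Os10g32980.1), an enzyme of secondary cell wall synthesis, stood at 9.89, 3.35 and 77.4 CPM in 2,4-D replicates 1, 2 and 3, and at 461, 438 and 178 CPM in the mock replicates. The tonoplast aquaporin TIP2;3 (LOC_Os02g44080.1) stood at 7.91, 18.3 and 159 CPM in the 2,4-D replicates and at 669, 704 and 218 CPM in the mock replicates. A GH3 gene (LOC_Os05g42150.1), a marker of the auxin response, was at 183, 146 and 80.8 CPM with 2,4-D, above the 5.2, 5.68 and 2.29 CPM of the mock libraries.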

Over 15,000 transcripts were investigated in this RNA sequencing analysis. 

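Over the 18 libraries 15149 transcripts reached 10 CPM in at least 2 libraries, and 13770 did so among the 6 libraries of 7 dpt. In 5333 of the latter (38.7%) the 3 2,4-D libraries all lay on one side of the 3 mock libraries, where chance gives 10%. Some genes of Table S1 stayed under this filter and were not tested. An AP2 domain gene (LOC_Os05g49010.1) was at 0.852 ± 0.347 and 8.09 ± 1.62 CPM in mock and 2,4-D roots (SD, n = 3 libraries each). A curculin-like lectin gene (LOC_Os01g72810.1) was at 1.02 ± 0.0349 and 11.1 ± 3.94 CPM in mock and 2,4-D roots, and UDP-glucosyl transferase 74D1 (LOC_Os04g12669.1) at 0.688 ± 0.207 and 6.59 ± 1.33 CPM in mock and 2,4-D roots. Counts were simulated from the 7 dpt libraries with known changes in 200 of the 13770 transcripts. The test called 40.4% of those changed by 1.5 on the log2 scale, 72.5% of those changed by 2 and 87.8% of those changed by 3. Changes of 1.5 were thus often missed in that setting. The share called depends on how many transcripts change, and the real libraries gave more calls than 200, so these shares are not those of the real comparison.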

Differentially expressed genes (DEGs) were identified using a FDR adjusted *P*-value less than 0.05 and a twofold change cutoff (| Log_2_ (FC)|≥ 1) (**Figure 4B**). 

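In NLS-containing roots at 7 dpt, 1528 transcripts were called against mock roots, 693 of them higher and 835 lower, of 13770 tested. Among the largest rises was that of an expansin B2 (LOC_Os04g46630.1), which loosens cell walls, from 39.5 ± 30.7 to 2182 ± 1085 CPM (SD, n = 3, log2 fold change 5.79, standard error 0.765, adjusted p = 0.01 from edgeR). Others were a ribonuclease H-like gene (LOC_Os03g36000.1, log2 fold change 6.62, standard error 0.800, adjusted p = 0.00888) and UDP-glucosyl transferase 85A2 (LOC_Os02g36810.1, log2 fold change 4.83, standard error 0.412, adjusted p = 0.00546). A subtilase protease (LOC_Os02g16940.1) also rose, with 4.78 (standard error 0.624, adjusted p = 0.00982), as did an exo70 subunit of the exocyst (LOC_Os08g13570.1), which tethers vesicles, with 4.82 (standard error 0.997, adjusted p = 0.0303). Among the largest falls were a terpenoid cyclase (LOC_Os04g52210.1, log2 fold change -8.30, standard error 0.848, adjusted p = 0.0075) and an O-methyltransferase (LOC_Os11g12760.1, log2 fold change -7.63, standard error 0.360, adjusted p = 0.00329). A GDSL lipase (LOC_Os01g11730.1) stood at -7.41 (standard error 0.893, adjusted p = 0.00888). A phosphorylase family gene (LOC_Os01g12940.1), another O-methyltransferase (LOC_Os05g43940.1) and UDP-glucosyl transferase 85A3 (LOC_Os04g25370.1) fell too, with -7.39, -6.60 and -6.29 (adjusted p = 0.00356, 0.00329 and 0.00356). A BURP domain gene (LOC_Os06g19800.1) fell from 411 ± 48.2 to 5.10 ± 2.59 CPM. These genes were picked among those whose 3 libraries of each treatment stood apart, so that separation is no support for them. An exact two-sided permutation test of a single gene cannot go below p = 0.1 with 3 libraries against 3. LOC_Os03g36000.1 was under the filter and not tested without 2,4-D replicate 1 or 2, as were LOC_Os04g52210.1 without mock replicate 1 or 2 and LOC_Os08g13570.1 without 2,4-D replicate 1 or 3. The latter lost its call without mock replicate 1 or 2,4-D replicate 2 (adjusted p = 0.0634 to 0.0833). An unadjusted p under 0.05 was reached by 4319 transcripts. The counts of higher and lower transcripts changed to 343 and 434 without mock replicate 1, 596 and 520 without mock replicate 2, 156 and 207 without 2,4-D replicate 1 and 281 and 344 without 2,4-D replicate 2. Leaving out 2,4-D replicate 3 raised them to 791 and 1326. They were 1071 and 1340 with DESeq2, 1089 and 1320 with a filter of 1 CPM, 1104 and 1326 with edgeR's own filter and 1093 and 1295 with none. With the replicate number as a block they fell to 170 and 187. With all 18 libraries in 1 fit they were 915 and 1273, and limma-voom on library sizes alone turned the balance towards higher transcripts, with 746 and 597, at a median log2 fold change of all tested transcripts of 0.0978 against -0.00782 with TMM factors.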

We identified 1991 DEGs, approximately 4% of total rice genes (Supplementary Table S1). 

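Table S1 lists 991 transcripts as higher and 1000 as lower in NLS-containing roots, by the paper's own test. Of its higher transcripts, 924 passed the filter here and 588 were called higher, and of its lower transcripts 964 passed and 673 were called lower. The log2 fold change had the sign of Table S1 in all 1888 of them, with a Pearson correlation of 0.995 across these transcripts, which are not independent replicates and come from the same libraries. Of the transcripts called here, 267 are not in Table S1. Among the groups of genes named in Table S1, 11 of 16 chitinases and thaumatin-like proteins, which act in defence, rose and 2 fell (13 and 2 when adjusted over the list alone). Calcium-binding EF-hand and calmodulin-binding proteins rose in 9 and fell in 1 of 16 cases (12 and 3 when adjusted over the list alone). A chitinase (LOC_Os11g47600.1) rose from 4.83 ± 0.636 to 61.5 ± 11.2 CPM (log2 fold change 3.67, standard error 0.217, adjusted p = 0.00396 from edgeR). On the side of lignin synthesis, 10 of 17 laccases and dirigent proteins fell and 0 rose (14 and 2 when adjusted over the list alone). Phenylalanine ammonia-lyases and lignin enzymes fell in 5 and rose in 1 of 6 cases (5 and 1 when adjusted over the list alone). Cinnamoyl-CoA reductase 1 (LOC_Os09g09270.1), which makes lignin precursors, fell by 5.02 on the log2 scale (standard error 0.380, adjusted p = 0.00419 from edgeR). These lists were drawn by the study from the same libraries and are not independent evidence of their direction. In the order higher and lower, the chitinase and thaumatin counts became 8 and 1 without 2,4-D replicate 1, 11 and 1 without mock replicate 2, and 9 and 1 without mock replicate 3. For EF-hand and calmodulin-binding proteins they became 1 and 0 without 2,4-D replicate 1, 5 and 1 without 2,4-D replicate 2, 11 and 3 without 2,4-D replicate 3, 3 and 1 without mock replicate 1, and 5 and 2 without mock replicate 3. Laccases and dirigent proteins gave 0 and 1 without 2,4-D replicate 1, 0 and 6 without mock replicate 2 or 2,4-D replicate 2, and 0 and 5 without mock replicate 1, and lignin enzymes 0 and 1 without 2,4-D replicate 1, 1 and 1 without 2,4-D replicate 2, 0 and 3 without mock replicate 1, 0 and 2 without mock replicate 2, and 0 and 5 without mock replicate 3. With limma-voom the EF-hand group had 4 higher and the laccase and dirigent group 4 lower.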

Out of this subset, 991 genes were up-regulated in expression and 1000 genes were down-regulated in expression.

**FIGURE 4:**
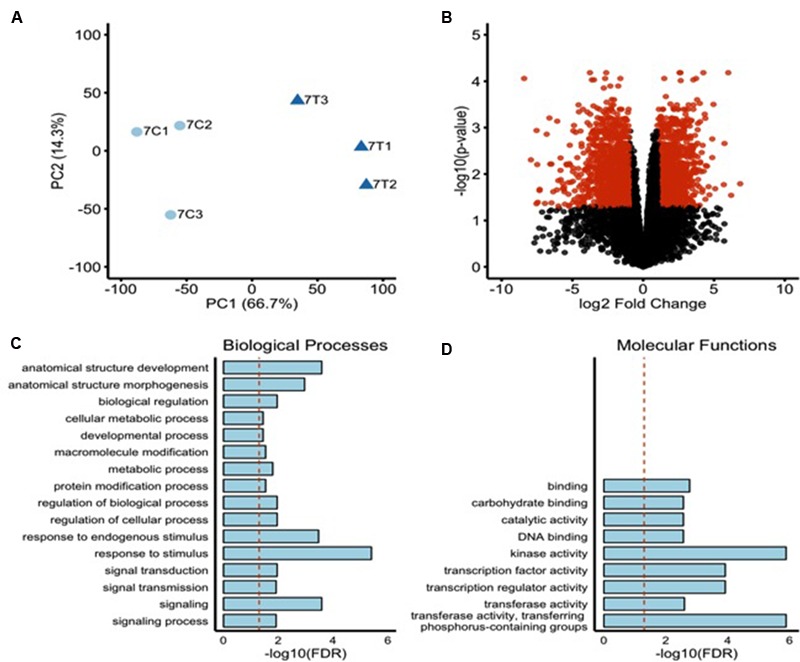
**Transcriptome profile of rice roots during NLS formation. (A)** Principal component analysis indicating a high level of similarity among biological replicates. Control samples = light blue circles, Treated sample = dark blue triangles. **(B)** Volcano plot showing FDR adjusted *P*-values and fold changes for all the genes with at least 10 counts per million in two or more samples. The mean log fold change is plotted vs. the -log10 of the differential expression FDR adjusted *P*-value. Points are colored red if their FDR adjusted *P*-value is <0.05 and their fold change is >2 (| LogFC| > 1). The upregulated DEGs were subjected to singular enrichment analysis (SEA) in agriGO gene ontology database using default parameters. **(C)** Bar chart of significantly enriched biological processes. Y-axis indicates the -log10 of the FDR adjusted *P*-value. Dotted red line indicates a FDR adjusted *P*-value = 0.05. **(D)** Bar chart of significantly enriched molecular functions. Y-axis indicates the -log10 of the FDR adjusted *P*-value. Dotted red line indicates a FDR adjusted *P*-value = 0.05.

To investigate the biological significance of the genes regulated during NLS formation we assessed Gene Ontologies (GO) via singular enrichment analysis (SEA) with agriGO (Du et al., 2010). GO terms group genes by their biological processes, molecular functions, and the cellular location of their gene products. Twenty-five GO terms were significantly enriched among the 991 significantly upregulated genes. These included 16 biological processes (e.g., response to stimulus, signaling, signal transduction, anatomical structure development, anatomical structure morphogenesis) (**Figure 4C**) and nine molecular functions (e.g., kinase activity, transcription regulator activity, TF activity, and DNA binding activity) (**Figure 4D**). Genes involved in secondary metabolic processes, transport, and localization (biological processes) and transporter activity, catalytic activity, and lipid binding (molecular functions) were highly enriched among significantly downregulated genes (data not shown).

### Gene Expression Associated with Rice NLS Formation

For this study, we focused on four gene functional classes that are key components of signal transduction pathways: TFs, receptor kinases, transporters, and hormone-related genes. In the following sections, we report selected DEGs from these gene classes identified in our dataset.

#### Transcription Factors

We identified 170 DEGs belonging to several major TF gene families during auxin-induced NLS formation in rice roots (Supplementary Table S2). 

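Of the transcription factors listed in Table S2, 157 were tested, and 61 rose and 52 fell in 2,4-D roots at 7 dpt (81 and 62 when adjusted over the list alone, which the study drew from these libraries and which is therefore no independent evidence of direction). A bHLH gene (LOC_Os08g37290.1) had the largest rise among the tested ones, from 0.534 ± 0.164 to 15.9 ± 4.72 CPM (SD, n = 3, log2 fold change 4.88, standard error 0.434, adjusted p = 0.00568 from edgeR). The largest fall among them was that of NAC domain containing protein 74 (LOC_Os04g43560.1), from 74.6 ± 30.3 to 2.98 ± 2.21 CPM (log2 fold change -4.63, standard error 0.640, adjusted p = 0.0112 from edgeR). The lateral root primordium protein-related genes, a family of zinc finger regulators, rose in 3 of 4 cases. Without 1 library the counts of higher and lower factors were 22 and 18 without 2,4-D replicate 1, 31 and 24 without 2,4-D replicate 2, 60 and 62 without 2,4-D replicate 3, 43 and 28 without mock replicate 1, 46 and 33 without mock replicate 2, and 55 and 43 without mock replicate 3. With limma-voom they were 40 and 42, so that the balance turned. LOC_Os08g37290.1 was not called with limma-voom. LOC_Os04g43560.1 missed the threshold without 2,4-D replicate 1 (adjusted p = 0.0554) or with limma-voom with or without TMM factors.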

GO analysis indicated TFs involved in biological processes such as biosynthetic process, cellular metabolic process, response to endogenous stimulus, developmental process, multicellular organismal development, anatomical structure development and anatomical structure morphogenesis among others (**Supplementary Figure S3**). These TFs included Auxin response factors, APETALA2/Ethylene Responsive Factors (AP2/ERF), NAC domain containing proteins, basic helix-loop-helix (bHLH), Cysteine-2/Histidine-2 (C2H2) zinc finger, GAI-RGA-SCR (GRAS), lateral organ boundaries (LOB), and MYB-like protein families. 

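AP2/ERF factors, a family of ethylene response and developmental regulators, rose in 7 and fell in 3 of 15 tested members of Table S2 in 2,4-D roots at 7 dpt (9 and 3 when adjusted over the list alone). An AP2-like gene (LOC_Os03g56050.1) rose from 1.45 ± 0.710 to 34.5 ± 16.2 CPM (SD, n = 3, log2 fold change 4.55, standard error 0.568, adjusted p = 0.00904 from edgeR), and an AP2 domain gene (LOC_Os06g44750.1) rose from 15.9 ± 4.70 to 109.9 ± 47.7 CPM. NAC domain factors, many of which act in root development and senescence, rose in 4 and fell in 7 of 16 (8 and 8 when adjusted over the list alone). A NAC74 gene (LOC_Os10g33760.1) fell from 93.5 ± 33.3 to 5.58 ± 3.27 CPM (log2 fold change -4.06, standard error 0.547, adjusted p = 0.0104 from edgeR), and NAC73 (LOC_Os05g48850.1) fell from 47.5 ± 20.9 to 4.28 ± 3.2 CPM. Both lists come from the libraries tested here, so their counts are not independent evidence. Leaving out 1 library gave AP2/ERF counts of 4 and 1 without 2,4-D replicate 1, and 5 and 1 without mock replicate 1 or 2,4-D replicate 2. The NAC counts became 0 and 3 without 2,4-D replicate 1, 0 and 4 without 2,4-D replicate 2, 4 and 4 without mock replicate 1, and 2 and 5 without mock replicate 2. LOC_Os03g56050.1 did not pass with limma-voom with or without TMM factors. LOC_Os06g44750.1 lost its call without 2,4-D replicate 1 (adjusted p = 0.0552). LOC_Os05g48850.1 was not called without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0553 to 0.0882) or with limma-voom with or without TMM factors. With limma-voom the AP2/ERF counts were 4 and 1. NAC genes numbered 2 and 4 with limma-voom, 4 and 4 with limma-voom on library sizes alone, 8 and 8 with DESeq2 and 9 and 8 with all 18 libraries in 1 fit.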

Sixteen up-regulated genes and three down-regulated genes were characterized as AP2/ERF TFs, while nine up-regulated genes and eight down-regulated genes were NAC domain-containing TFs. Three auxin response factor TFs and two IAA-inducible TFs were upregulated in expression and four GRAS TFs were differentially regulated: three up-regulated genes and one down-regulated gene. 

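Of the auxin response factors, which bind auxin-responsive promoters, factor 19 (LOC_Os06g48950.1) rose from 136 ± 37.7 to 392 ± 102 CPM at 7 dpt (SD, n = 3, log2 fold change 1.52, standard error 0.302, adjusted p = 0.0271 from edgeR). Factor 15 (LOC_Os05g48870.1) was at 36.3 ± 8.89 and 72.2 ± 6.13 CPM in mock and 2,4-D roots (log2 fold change 0.99, standard error 0.218, adjusted p = 0.0356, just under the fold threshold). Factor 16 (LOC_Os04g43910.1) was at 65.2 ± 38.8 and 162 ± 46.9 CPM in mock and 2,4-D roots (log2 fold change 1.31, standard error 0.516, adjusted p = 0.146). Both IAA-inducible genes, of the family that represses auxin response factors, rose. IAA8 (LOC_Os05g48590.1) went from 135 ± 6.14 to 369 ± 77.5 CPM (log2 fold change 1.46, standard error 0.192, adjusted p = 0.0098 from edgeR), and IAA31 (LOC_Os06g07040.1) went from 50.1 ± 23 to 200.2 ± 19.1 CPM (log2 fold change 2.00, standard error 0.336, adjusted p = 0.018). Among the tested GRAS factors, regulators of root and nodule development, 2 rose and 1 fell. These amount to 1 of 3, 2 of 2 and 3 of 3 genes, and to 2, 2 and 3 when adjusted over the list alone, in lists that the study drew from these libraries. The higher and lower GRAS counts were 1 and 0 without 2,4-D replicate 1, and 2 and 0 without 2,4-D replicate 2, and 1 and 1 with limma-voom. LOC_Os06g48950.1 missed the threshold without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0581 to 0.089). LOC_Os05g48870.1 passed without 2,4-D replicate 3 (adjusted p = 0.0372) or with limma-voom on library sizes alone, edgeR on library sizes alone, no fold threshold or all 18 libraries in 1 fit. LOC_Os04g43910.1 was called with DESeq2 or all 18 libraries in 1 fit. LOC_Os06g07040.1 did not pass without mock replicate 1 or 2,4-D replicate 1 or 2 (adjusted p = 0.0636 to 0.0765).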

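WRKY factors act mainly in defence and stress responses. Of 10 tested WRKY genes of Table S2, 6 were higher and 2 lower in 2,4-D roots at 7 dpt. When adjusted over the list alone these counts were 8 and 2. A WRKY family gene (LOC_Os05g49620.1) rose from 2.21 ± 0.882 to 18.7 ± 6.71 CPM (SD, n = 3, log2 fold change 3.06, standard error 0.425, adjusted p = 0.0112 from edgeR) and WRKY57 (LOC_Os03g55080.1) from 25.4 ± 11.5 to 105 ± 22.9 CPM, while WRKY24 (LOC_Os01g53260.1) fell from 70.4 ± 26.5 to 20.4 ± 3.73 CPM. MYB factors went mostly the other way, with 12 lower and 4 higher of 22 (15 and 6 when adjusted over the list alone). MYB93 (LOC_Os02g51799.1), whose Arabidopsis namesake acts in lateral root development, fell from 17.7 ± 4.61 to 2.08 ± 0.499 CPM (log2 fold change -3.08, standard error 0.331, adjusted p = 0.00794 from edgeR), and MYB-like 102 (LOC_Os07g37210.1) fell from 13.1 ± 2.23 to 2.19 ± 0.229 CPM. MYB78 (LOC_Os07g48870.1) rose from 14.2 ± 2.82 to 76.1 ± 21.2 CPM. As both lists were taken from the study's own calls on these libraries, their directions are not independent evidence. Without 1 library, higher and lower WRKY genes numbered 1 and 0 without 2,4-D replicate 1, 2 and 0 without 2,4-D replicate 2, and 3 and 2 without mock replicate 1 or 3 or 2,4-D replicate 3. MYB genes numbered 1 and 5 without 2,4-D replicate 1, 2 and 7 without 2,4-D replicate 2, and 2 and 6 without mock replicate 1. LOC_Os05g49620.1 lost its call with limma-voom with or without TMM factors. LOC_Os03g55080.1 was not called without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0676 to 0.103). LOC_Os01g53260.1 missed the threshold without 2,4-D replicate 1 or 2 (adjusted p = 0.0618 to 0.0925).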

WRKY TFs included eight up-regulated genes and two down-regulated genes and six up-regulated genes and 17 down-regulated genes were characterized as MYB TFs. 

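WUSCHEL related homeobox 11 (LOC_Os03g20910.2), of a gene family that maintains stem cells and root meristems, rose at 7 dpt from 2.59 ± 1.82 to 14.2 ± 2.44 CPM (SD, n = 3, log2 fold change 2.47, standard error 0.525, adjusted p = 0.0324 from edgeR). Homeobox protein 21 (LOC_Os03g10210.1) rose from 70.5 ± 14.2 to 416 ± 133 CPM and homeobox protein 40 (LOC_Os07g39320.1) from 11.2 ± 0.717 to 51.4 ± 15.7 CPM, and 8 of 21 homeobox and homeodomain genes were higher and 7 lower. Of 15 bHLH factors, 5 were higher and 6 lower, among them LOC_Os02g51320.1 (log2 fold change 2.24, standard error 0.215, adjusted p = 0.00612 from edgeR) and LOC_Os04g47810.1, which fell from 245 ± 131 to 39.4 ± 14.7 CPM. The 3 lateral organ boundaries genes, which act in the initiation of lateral roots, all rose. Of the 4 tested lateral root primordium protein-related genes 3 were higher too. Among them were LOC_Os05g32070.1 (log2 fold change 2.42, standard error 0.237, adjusted p = 0.00654 from edgeR) and LOC_Os01g72490.1 (log2 fold change 2.09, standard error 0.256, adjusted p = 0.00888). When adjusted over the list alone the homeobox counts were 11 and 9. So adjusted, the bHLH counts were 6 and 7 and the lateral organ boundaries count 3, in lists drawn from these same libraries. Leaving out 1 library gave homeobox counts of 3 and 2 without 2,4-D replicate 1, 5 and 3 without 2,4-D replicate 2, 7 and 2 without mock replicate 1, and 6 and 3 without mock replicate 2. It gave bHLH counts of 3 and 2 without 2,4-D replicate 1, 3 and 3 without 2,4-D replicate 2, and 3 and 5 without mock replicate 1. Lateral organ boundaries genes then numbered 0 without mock replicate 2 or 2,4-D replicate 1 or 2. LOC_Os04g47810.1 did not pass without 2,4-D replicate 1 or 2 (adjusted p = 0.0598 to 0.0801). LOC_Os03g20910.2 lost its call without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0786 to 0.116). With limma-voom 0 lateral organ boundaries genes passed and the homeobox counts turned to 5 and 6, while bHLH genes stood at 6 and 6 with library sizes alone.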

Other genes in this category included basic helix-loop-helix, homeobox-leucine zipper family protein/ lipid-binding START domain containing proteins, WUSCHEL, and Lateral Organ Boundaries TF family members.

#### Protein Kinases

We identified 198 protein kinases in our analyses that were differentially regulated in expression during NLS formation (Supplementary Table S3). 

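Kinases rose more often than they fell: of 185 tested kinase genes of Table S3, 80 were higher and 34 lower in 2,4-D roots at 7 dpt (107 and 58 when adjusted over the list alone, a list which the study drew from these libraries and which is not independent evidence). A serine/threonine receptor-like kinase (LOC_Os07g35280.1) rose from 4.92 ± 1.98 to 68.6 ± 20.4 CPM (SD, n = 3, log2 fold change 3.79, standard error 0.417, adjusted p = 0.00847 from edgeR). Of 4 LysM proteins, whose domain binds chitin-like signals, 3 rose (4 when adjusted over the list alone), among them OsLYK8 (LOC_Os02g09960.1), which went from 12.5 ± 3.57 to 33.4 ± 8.58 CPM. The counts of higher and lower kinases were 24 and 9 without 2,4-D replicate 1, 43 and 17 without 2,4-D replicate 2, 86 and 54 without 2,4-D replicate 3, 50 and 19 without mock replicate 1, 55 and 20 without mock replicate 2, and 73 and 33 without mock replicate 3. Higher LysM proteins numbered 0 without mock replicate 1 or 2,4-D replicate 1, and 1 without mock replicate 3 or 2,4-D replicate 2. LOC_Os02g09960.1 was not called without mock replicate 1 or 3 or 2,4-D replicate 1 or 3 (adjusted p = 0.0529 to 0.114).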

GO analysis indicated that a majority of these kinases are related to protein modification process, protein metabolic process, and signal transduction (**Supplementary Figure S4**). 

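Among the receptor-like kinases of 2,4-D roots at 7 dpt, 6 of 12 cysteine-rich kinases were higher and 1 lower. So were 19 and 6 of 38 leucine-rich repeat kinases and 9 and 2 of 17 lectin kinases. The cysteine-rich kinase LOC_Os05g41370.1 rose from 2.51 ± 0.0660 to 18.6 ± 3.05 CPM (SD, n = 3, log2 fold change 2.89, standard error 0.238, adjusted p = 0.00487 from edgeR), and LOC_Os11g44690.1 of the same family fell from 29.4 ± 2.17 to 4.36 ± 1.5 CPM. The leucine-rich repeat kinases LOC_Os10g22890.1 and LOC_Os02g12440.1 rose from 3.64 ± 1.49 to 29.1 ± 5.07 CPM and from 10.9 ± 2.24 to 43.4 ± 4.66 CPM. An S-locus lectin kinase (LOC_Os01g45520.1) rose from 2.92 ± 0.295 to 19.9 ± 3.10 CPM (log2 fold change 2.77, standard error 0.236, adjusted p = 0.00523 from edgeR). Of 5 wall-associated kinases, which bind pectin at the cell wall, 1 was higher (LOC_Os07g31190.1, from 9.44 ± 0.628 to 66.9 ± 25.9 CPM) and 2 were lower. Adjusted over the list alone the counts were 9 and 2, 21 and 15, 12 and 2, and 2 and 2, in lists the study drew from these libraries, so their direction is not independent evidence. The cysteine-rich kinase counts became 8 and 2 without mock replicate 3. Those of leucine-rich repeat kinases became 5 and 1 without 2,4-D replicate 1, 8 and 2 without 2,4-D replicate 2, 17 and 13 without 2,4-D replicate 3, and 12 and 2 without mock replicate 1 or 2. Lectin kinases numbered 3 and 0 without 2,4-D replicate 1, 6 and 0 without 2,4-D replicate 2, 8 and 0 without mock replicate 1 or 2, and 8 and 1 without mock replicate 3. Wall-associated kinases numbered 1 and 0 without mock replicate 1 or 2,4-D replicate 1, and 1 and 1 without mock replicate 2 or 3 or 2,4-D replicate 2. With DESeq2 the cysteine-rich and leucine-rich repeat kinases stood at 9 and 2 and 21 and 14.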

A large portion included cysteine-rich receptor like kinases (RLK), leucine-rich repeat RLKs, lectin protein kinases, and serine-threonine protein kinases. Among these were two up-regulated *BRI1-associated* receptor kinase genes, one up-regulated and one down-regulated *CLV1-like* LRR genes and one up-regulated gene *CLAVATA3/ESR (CLE)-related* kinase. 

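The kinase genes that the paper calls BRI1-associated, LOC_Os11g31540.1 (named somatic embryogenesis receptor-like kinase 1 in Table S3) and LOC_Os05g34270.1 (named BAK1-interacting receptor-like kinase 1), rose at 7 dpt from 15.9 ± 7.63 to 130.3 ± 66.4 CPM and from 55.1 ± 8.24 to 152 ± 28.5 CPM (SD, n = 3). The CLE-related gene LOC_Os02g21890.1, of the family of CLAVATA3-like peptide signals, rose from 11.9 ± 4.20 to 52.5 ± 23.6 CPM. Of 2 CLAVATA1-like kinases, 1 rose (LOC_Os07g04190.1, from 44.1 ± 16.2 to 127 ± 16.4 CPM) and 0 fell, and LOC_Os06g50340.1 was at 53.9 ± 16.9 and 24.1 ± 9.74 CPM in mock and 2,4-D roots without passing the test (1 higher and 1 lower when adjusted over the list alone, a list drawn from these libraries). The counts of higher and lower CLAVATA1-like genes were 0 and 0 without mock replicate 2 or 2,4-D replicate 1 or 2, and 1 and 1 without 2,4-D replicate 3. LOC_Os11g31540.1 missed the threshold without mock replicate 1, 2 or 3 or 2,4-D replicate 1 (adjusted p = 0.0504 to 0.081) or with all 18 libraries in 1 fit. LOC_Os05g34270.1 did not pass without 2,4-D replicate 1 (adjusted p = 0.0576). LOC_Os02g21890.1 lost its call without mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0555 to 0.0988) or with limma-voom. LOC_Os07g04190.1 was not called without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0689 to 0.0904). LOC_Os06g50340.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.0284) or with DESeq2 or all 18 libraries in 1 fit.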

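CRINKLY4 kinases, which control cell fate in epidermis and root tip, rose in 2 and fell in 1 of 4 cases in 2,4-D roots at 7 dpt. LOC_Os11g44430.1 went from 61.0 ± 36.3 to 249 ± 77.4 CPM (SD, n = 3) and LOC_Os11g44500.1 from 6.94 ± 2.90 to 26.2 ± 6.47 CPM, while LOC_Os11g11490.1 fell from 71.9 ± 17.0 to 21.1 ± 4.84 CPM. STRUBBELIG kinases, which act in tissue morphogenesis, fell in 2 of 4 cases and rose in none: LOC_Os02g04430.1 from 79.1 ± 27.2 to 10.6 ± 1.56 CPM and LOC_Os10g25090.1 from 251 ± 52.7 to 70.3 ± 34.1 CPM. Both tested histidine kinases, the receptors of cytokinin, fell, LOC_Os12g26940.1 from 159 ± 16.9 to 40.5 ± 7.63 CPM and LOC_Os03g50860.1 from 119 ± 28.2 to 42.8 ± 15.2 CPM. When adjusted over the list alone 2 CRINKLY4 genes were higher and 2 lower, 3 STRUBBELIG genes were lower and 2 histidine kinases were lower. The study chose these lists on the same libraries, so that the counts are not independent evidence. The CRINKLY4 counts were 0 and 0 without 2,4-D replicate 1, 0 and 1 without mock replicate 1 or 2,4-D replicate 2, and 0 and 2 without mock replicate 3. Those of STRUBBELIG genes were 1 without mock replicate 1 or 2 or 2,4-D replicate 1 or 2, and 4 without 2,4-D replicate 3. Histidine kinases numbered 1 without mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2. With DESeq2 2 and 2 CRINKLY4 genes were higher and lower, and with all 18 libraries in 1 fit 1 and 2, and 4 STRUBBELIG genes were lower in that fit.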

Two up-regulated genes and two down-regulated genes were characterized as *CRINKLY4* kinase genes, four down-regulated genes were characterized as *STRUBBELIG* kinases, and two down-regulated genes were characterized as histidine kinases. 

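The phytosulfokine receptor LOC_Os07g01710.1, which binds a growth-promoting peptide, rose at 7 dpt from 12.8 ± 4.47 to 56 ± 9.61 CPM (SD, n = 3). Of 3 receptors tested it alone passed (1 also when adjusted over the list alone), and LOC_Os04g57630.1 and LOC_Os06g47760.1 were at 45.8 ± 14.6 and 88.3 ± 16.0 CPM in mock and 2,4-D roots and at 8.21 ± 2.15 and 15.1 ± 1.64 CPM in mock and 2,4-D roots. The abscisic acid receptor LOC_Os05g12260.1 was at 73.7 ± 14.8 and 148 ± 51.3 CPM in mock and 2,4-D roots and did not pass. The AGC kinases LOC_Os03g44020.1 and LOC_Os11g05320.1, of a family that acts on auxin transport, were at 6.63 ± 4.27 and 21.0 ± 3.83 CPM in mock and 2,4-D roots and at 5.89 ± 2.73 and 17.6 ± 5.00 CPM in mock and 2,4-D roots. Of these, 0 of 2 passed in edgeR, although the unadjusted p of both was under 0.05, and 2 passed when adjusted over the list alone, 0 with limma-voom and 2 with DESeq2. Neither list is independent evidence, since the study drew them from these libraries. Higher phytosulfokine receptors numbered 0 without 2,4-D replicate 1, and 2 without mock replicate 1 or 3 or 2,4-D replicate 3. Higher AGC kinases numbered 1 without mock replicate 2. The receptors numbered 3 with limma-voom on library sizes alone and 2 with a filter of 1 CPM, and the AGC kinases 2 with all 18 libraries in 1 fit. LOC_Os05g12260.1 passed without 2,4-D replicate 3 (adjusted p = 0.032) or with all 18 libraries in 1 fit.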

Other receptors include one up-regulated abscisic acid (ABA) receptor genes and four up-regulated phytosulfokine receptor genes, as well as two up-regulated AGC kinases. Other receptor kinases differentially regulated in their expression included calcium-dependent protein kinases, CBL-interacting protein kinases, Kinase-interacting (KIP1-like) proteins, and several cysteine-rich RLKs and serine-threonine RLKs.

#### Transporters

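More transport genes fell than rose in NLS-containing roots: of 185 tested genes of Table S4, 81 were lower and 47 higher at 7 dpt (113 and 60 when adjusted over the list alone, which is no independent evidence because the study drew the list from these libraries). Lipid-transfer proteins, which carry lipids to the cell surface, fell in 13 and rose in 2 of 16 cases (14 and 2 when adjusted over the list alone). One of them, LOC_Os07g18750.1, went from 452 ± 75.6 to 38.0 ± 9.49 CPM (SD, n = 3, log2 fold change -3.57, standard error 0.262, adjusted p = 0.00415 from edgeR). Of 7 plasma membrane and tonoplast aquaporins 2 fell and 0 rose (7 and 0 when adjusted over the list alone). The gamma tonoplast intrinsic protein (LOC_Os03g05290.1) went from 1576 ± 694 to 219 ± 125 CPM. Pleiotropic drug resistance and multidrug resistance-associated transporters were the reverse, with 6 higher and 3 lower of 10 (7 and 3 when adjusted over the list alone). For example, pleiotropic drug resistance 12 (LOC_Os08g29570.1) rose from 38.2 ± 11.0 to 236 ± 25.1 CPM. Leaving out 1 library gave counts of higher and lower transporters of 15 and 22 without 2,4-D replicate 1, 24 and 36 without 2,4-D replicate 2, 31 and 50 without mock replicate 1, and 31 and 70 without mock replicate 3. Lipid-transfer proteins numbered 1 and 3 without 2,4-D replicate 1, 1 and 6 without 2,4-D replicate 2, 1 and 7 without mock replicate 1, and 1 and 8 without mock replicate 2. Aquaporins numbered 0 and 0 without mock replicate 1 or 2,4-D replicate 1 or 2, 0 and 5 without 2,4-D replicate 3, and 0 and 1 without mock replicate 2 or 3. Drug resistance transporters numbered 2 and 0 without 2,4-D replicate 1, 4 and 1 without 2,4-D replicate 2, and 3 and 3 without mock replicate 1. LOC_Os03g05290.1 missed the threshold without mock replicate 1 or 2,4-D replicate 1 or 2 (adjusted p = 0.0504 to 0.0929). With limma-voom 4 aquaporins were lower and with DESeq2 6.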

We identified 191 DEGs involved in transport processes (Supplementary Table S4). 

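The auxin efflux carrier OsPIN8 (LOC_Os01g51780.1) rose from 1.69 ± 0.216 to 30.3 ± 9.53 CPM at 7 dpt and OsPIN5c (LOC_Os09g32770.1) fell from 46.0 ± 6.57 to 6.64 ± 2.45 CPM (SD, n = 3). The auxin influx carrier OsLAX1 (LOC_Os03g14080.1) rose from 5.96 ± 2.85 to 18.7 ± 3.35 CPM, and OsLAX3 (LOC_Os11g06820.1) was at 25.9 ± 10.4 and 3.34 ± 3.25 CPM in mock and 2,4-D roots without passing the test. Over all genes tested this makes 1 efflux carrier higher and 1 lower of 2, and 1 influx carrier higher and 0 lower of 2. When adjusted over the list alone 1 influx carrier was higher and 1 lower. The study drew both lists from these libraries. The influx counts of higher and lower genes were 0 and 0 without mock replicate 2 or 2,4-D replicate 1 or 2, and 0 and 1 without 2,4-D replicate 3. LOC_Os03g14080.1 did not pass without mock replicate 2 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.052 to 0.139). LOC_Os11g06820.1 was called without 2,4-D replicate 3 (adjusted p = 0.009) or with DESeq2, a filter of 1 CPM, edgeR's own filter or all 18 libraries in 1 fit.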

Auxin eﬄux carriers and auxin influx carriers were identified with one up-regulated gene and one down-regulated gene in each class. A calcium-transporting ATPase was up-regulated and a cation eﬄux carrier and a sodium/potassium/calcium exchanger were downregulated. Additionally, two up-regulated genes and four down-regulated genes were characterized as ABC-2 type transporters and five up-regulated genes and 11 down-regulated genes were characterized as peptide transporters other than ABC-transporters. 

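Calcium ATPase 2 (LOC_Os03g10640.1), a pump that removes calcium from the cytosol, rose from 49.4 ± 14.6 to 224 ± 110 CPM at 7 dpt (SD, n = 3, log2 fold change 2.18, standard error 0.427, adjusted p = 0.0267 from edgeR). A cation efflux family gene (LOC_Os01g03914.2) was at 30.8 ± 5.69 and 67.9 ± 31.8 CPM in mock and 2,4-D roots (log2 fold change 1.14, standard error 0.403, adjusted p = 0.116 from edgeR, not passing the test). Calcium exchanger 7 (LOC_Os12g42910.1) was at 8.73 ± 0.452 and 1.99 ± 0.313 CPM in mock and 2,4-D roots, under the filter, and was not tested. These transcripts were matched by their descriptions in Table S4 after their values had been seen, since the text gives no identifiers for them. LOC_Os03g10640.1 lost its call without mock replicate 1 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0642 to 0.0871) or with all 18 libraries in 1 fit. LOC_Os01g03914.2 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.0123) or with DESeq2 or all 18 libraries in 1 fit.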

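All 4 tested ABC-2 type transporters of Table S4, membrane pumps of the ABC family, fell at 7 dpt (4 when adjusted over the list alone), among them LOC_Os01g42900.1 from 25.1 ± 9.89 to 3.12 ± 1.33 CPM and LOC_Os01g61940.1 from 39.7 ± 15.8 to 6.94 ± 2.33 CPM (SD, n = 3). Of 15 peptide transporters 7 fell and 3 rose (10 and 3 when adjusted over the list alone). The peptide transporter LOC_Os12g44110.2 rose from 8.25 ± 1.49 to 148 ± 109 CPM (log2 fold change 4.16, standard error 0.596, adjusted p = 0.0123 from edgeR), and PTR2 (LOC_Os05g27304.1) fell from 51.2 ± 10.6 to 3.32 ± 3.11 CPM (log2 fold change -3.93, standard error 0.686, adjusted p = 0.0197). Neither list is independent evidence of its direction, as the study chose them on these libraries. Lower ABC-2 genes numbered 1 without 2,4-D replicate 1 or 2. Higher and lower peptide transporters numbered 1 and 2 without 2,4-D replicate 1, 2 and 4 without 2,4-D replicate 2, 3 and 11 without 2,4-D replicate 3, and 2 and 3 without mock replicate 1, and 11 were lower with DESeq2. LOC_Os01g42900.1 was not called without 2,4-D replicate 1 or 2 (adjusted p = 0.0501 to 0.0643) or with limma-voom with or without TMM factors. LOC_Os01g61940.1 missed the threshold without 2,4-D replicate 1 or 2 (adjusted p = 0.0556 to 0.0579). LOC_Os05g27304.1 did not pass without mock replicate 1 or 2,4-D replicate 1 (adjusted p = 0.0573 to 0.0819).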

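MATE proteins, which export organic acids and secondary metabolites, rose in 4 and fell in 2 of 11 tested cases in 2,4-D roots at 7 dpt (5 and 4 when adjusted over the list alone). The study drew this list from these libraries, and it is not independent evidence. LOC_Os10g20470.1 rose from 51.2 ± 25.9 to 198 ± 44.5 CPM (SD, n = 3, log2 fold change 1.96, standard error 0.423, adjusted p = 0.0341 from edgeR) and LOC_Os03g64150.1 fell from 166 ± 133 to 29.2 ± 4.86 CPM (log2 fold change -2.51, standard error 0.602, adjusted p = 0.0452). A further member, LOC_Os03g42830.1, was at 31.3 ± 10.4 and 10 ± 5.41 CPM in mock and 2,4-D roots and did not pass. The counts of higher and lower genes were 2 and 0 without 2,4-D replicate 1, 3 and 0 without mock replicate 2 or 2,4-D replicate 2, and 2 and 1 without mock replicate 1. They were 4 and 0 with limma-voom, 5 and 4 with DESeq2, 4 and 0 with no filter and 6 and 4 with all 18 libraries in 1 fit. LOC_Os10g20470.1 lost its call without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0502 to 0.125). LOC_Os03g64150.1 was not called without mock replicate 2 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.0701 to 0.152) or with limma-voom with or without TMM factors or no filter. LOC_Os03g42830.1 passed with DESeq2 or all 18 libraries in 1 fit.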

MATE eﬄux carriers were represented by seven up-regulated genes and four down-regulated genes. We also identified several nodulins belonging to distinct families such as *MtN21, MtN3, Nod26-like intrinsic proteins* (*NIP*), and *Major facilitator superfamily (MFS)*. We identified nine *MtN21* genes, three *MtN3* genes, three *NIP* genes, and seven *MFS* genes. 

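The MtN21 genes, named after nodulins of Medicago and related to amino acid and auxin transporters, all fell at 7 dpt: 8 of 8 tested (8 when adjusted over the list alone). LOC_Os03g05530.1 fell from 416 ± 156 to 31.1 ± 10.1 CPM (SD, n = 3, log2 fold change -3.74, standard error 0.384, adjusted p = 0.00768 from edgeR) and LOC_Os05g41420.1 from 249 ± 17.6 to 71.0 ± 24.7 CPM (log2 fold change -1.81, standard error 0.261, adjusted p = 0.0127). The 3 MtN3 genes, related to the SWEET sugar transporters, fell as well (3 when adjusted over the list alone). Of 3 NOD26-like intrinsic proteins, channels for water and small solutes, 1 rose and 0 fell (1 and 2 when adjusted over the list alone). Of 6 major facilitator genes 1 rose and 4 fell (1 and 5 when adjusted over the list alone). The major facilitator gene LOC_Os02g44730.1 went from 143 ± 26.0 to 14.2 ± 4.07 CPM (log2 fold change -3.33, standard error 0.271, adjusted p = 0.00488 from edgeR). The study chose these lists on the same libraries, so they do not give independent evidence of direction. With 1 library left out, lower MtN21 genes numbered 4 without 2,4-D replicate 1, and 5 without 2,4-D replicate 2, and lower MtN3 genes 1 without mock replicate 1 or 2,4-D replicate 1. Higher and lower NOD26-like genes numbered 0 and 0 without 2,4-D replicate 1, and 1 and 2 without 2,4-D replicate 3. Major facilitator genes numbered 0 and 1 without 2,4-D replicate 1, and 1 and 2 without mock replicate 1 or 2 or 2,4-D replicate 2. Limma-voom called 1 MtN3 and 2 major facilitator genes lower, and 1 MtN21 gene was higher with a filter of 1 CPM. NOD26-like genes numbered 1 and 1 with DESeq2 and 1 and 2 with all 18 libraries in 1 fit.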

Other transporters involved in transporting amino acid, ammonium, nitrate, potassium, copper, phosphate, glutamate, magnesium, sugar, sulfate, zinc, and chloride were also differentially expressed in NLS containing roots.

#### Hormone-Related

Besides those that are mentioned above, we identified several hormone-related genes (Supplementary Table S5). 

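Hormone-related genes of Table S5 were mostly higher in NLS-containing roots, 17 of 29 tested at 7 dpt, with 5 lower (21 and 8 when adjusted over the list alone). A GH3 gene had the largest rise of the class, and an AIR12 gene (LOC_Os08g24790.1), of an auxin-responsive family of membrane cytochromes, the largest fall, from 249 ± 91.3 to 25.5 ± 23.1 CPM (SD, n = 3, log2 fold change -3.28, standard error 0.695, adjusted p = 0.0321 from edgeR). The list comes from the study's calls on these libraries and its direction is not independent evidence. Without 1 library the counts of higher and lower genes were 9 and 0 without 2,4-D replicate 1, 9 and 1 without 2,4-D replicate 2, 12 and 1 without mock replicate 1, and 15 and 1 without mock replicate 2. They were 21 and 8 with DESeq2 and 16 and 9 with all 18 libraries in 1 fit. LOC_Os08g24790.1 missed the threshold without mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0538 to 0.104) or with no filter. From such differences between 2,4-D and mock roots, the paper proposes that selected transcription factors, kinases, transporters and hormone-related genes, whose classes it describes as key components of signal transduction, are likely to be involved in NLS development.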

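GH3 enzymes, which conjugate auxin to amino acids, rose in 4 of 5 tested cases at 7 dpt (5 when adjusted over the list alone), for example LOC_Os01g55940.1 from 59.6 ± 13.6 to 592 ± 179.6 CPM and LOC_Os07g40290.1 from 27.7 ± 5.14 to 282 ± 111 CPM (SD, n = 3). A SAUR-like auxin-responsive gene (LOC_Os10g36703.1), matched by its description in Table S5 after its value had been seen, was at 117 ± 74.6 and 302 ± 85.3 CPM in mock and 2,4-D roots (log2 fold change 1.37, standard error 0.477, adjusted p = 0.111 from edgeR, not passing). Of 4 AIR12 family genes 2 fell (4 when adjusted over the list alone), LOC_Os09g32470.1 from 28.4 ± 16.1 to 4.56 ± 1.63 CPM (log2 fold change -2.64, standard error 0.582, adjusted p = 0.0361 from edgeR). A further pair, LOC_Os03g09850.1 and LOC_Os08g41280.1, were at 30.6 ± 9.82 and 8.83 ± 5.12 CPM in mock and 2,4-D roots and at 128 ± 65.1 and 47.7 ± 17.2 CPM in mock and 2,4-D roots. Both lists were drawn by the study from these libraries and are not independent evidence. The AIR12 count was 0 without mock replicate 1 or 2 or 2,4-D replicate 1 or 2. It was 1 with limma-voom, 4 with DESeq2 and 4 with all 18 libraries in 1 fit. LOC_Os10g36703.1 was called without mock replicate 2 (adjusted p = 0.0282) or with DESeq2. LOC_Os09g32470.1 was under the filter without mock replicate 1 or 2 and did not pass without 2,4-D replicate 1 or 2 (adjusted p = 0.103 to 0.121) or with limma-voom with or without TMM factors. LOC_Os03g09850.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.0246) or with DESeq2 or all 18 libraries in 1 fit. LOC_Os08g41280.1 passed without mock replicate 3 (adjusted p = 0.0421) or with DESeq2 or all 18 libraries in 1 fit.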

There were six up-regulated genes belonging to the auxin-responsive *GH3* family, one up-regulated auxin-responsive *SAUR* gene and four down-regulated *AIR12* genes. 

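Jasmonate ZIM-domain genes, repressors of jasmonate signaling that jasmonate itself induces, rose in all 3 tested cases at 7 dpt (3 when adjusted over the list alone). LOC_Os09g26780.1 rose from 27.8 ± 5.68 to 160.3 ± 12 CPM (SD, n = 3, log2 fold change 2.53, standard error 0.197, adjusted p = 0.00423 from edgeR), LOC_Os03g08320.1 from 65.0 ± 35.5 to 329 ± 72.1 CPM (log2 fold change 2.34, standard error 0.417, adjusted p = 0.0206) and LOC_Os10g25290.1 from 39.8 ± 20.2 to 177 ± 45.7 CPM (log2 fold change 2.15, standard error 0.461, adjusted p = 0.0331). Both Snakin/GASA genes, small cysteine-rich proteins regulated by gibberellin, rose as well, LOC_Os03g41060.1 from 6.31 ± 1.43 to 26.1 ± 2.00 CPM and LOC_Os03g55290.1 from 16.4 ± 4.75 to 63.1 ± 4.64 CPM (2 when adjusted over the list alone). The study chose both lists on these libraries, and they give no independent evidence of direction. The jasmonate ZIM-domain count was 1 without mock replicate 3 or 2,4-D replicate 1 or 2, and 1 with all 18 libraries in 1 fit. LOC_Os03g08320.1 lost its call without mock replicate 1 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0521 to 0.0781) or with all 18 libraries in 1 fit. LOC_Os10g25290.1 was not called without mock replicate 3 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.0579 to 0.111) or with all 18 libraries in 1 fit.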

Two up-regulated genes encoded *Snakin/GASA* genes and three genes involved in jasmonate signaling were identified as up-regulated. Several genes involved in hormone biosynthesis were also differentially expressed. For instance, a *YUCCA* gene involved in auxin biosynthesis was up-regulated and two genes involved in ABA biosynthesis, three genes involved in gibberellin synthesis, and two genes involved in ethylene synthesis were up-regulated in their expression.

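A YUCCA gene (LOC_Os04g03980.1), a flavin monooxygenase of auxin synthesis, was at 91.0 ± 19.3 and 216 ± 98.7 CPM in mock and 2,4-D roots at 7 dpt (SD, n = 3). Nine-cis-epoxycarotenoid dioxygenases, which make the precursor of abscisic acid, rose in 2 of 2 cases, LOC_Os12g42280.1 from 3.70 ± 2.20 to 25.9 ± 8.33 CPM (log2 fold change 2.80, standard error 0.503, adjusted p = 0.021 from edgeR) and LOC_Os03g44380.1 from 8.10 ± 3.95 to 37.4 ± 10.5 CPM (log2 fold change 2.20, standard error 0.417, adjusted p = 0.024). Gibberellin 2-oxidases, which inactivate gibberellins, rose in 2 of 3 cases, LOC_Os05g06670.1 from 5.21 ± 1.77 to 56.3 ± 26.9 CPM (log2 fold change 3.43, standard error 0.472, adjusted p = 0.011) and LOC_Os05g48700.1 from 6.26 ± 3.53 to 44.8 ± 20.0 CPM (log2 fold change 2.83, standard error 0.603, adjusted p = 0.0329). Gibberellin 20 oxidase 2 (LOC_Os03g63970.1), an enzyme of gibberellin synthesis matched by its description in Table S5 after its value had been seen, was at 44.9 ± 15.9 and 8.98 ± 6.27 CPM in mock and 2,4-D roots (log2 fold change -2.32, standard error 0.588, adjusted p = 0.0513, not passing). Both ethylene-forming enzymes rose, LOC_Os09g27820.1 from 3.42 ± 3.2 to 43.2 ± 3.02 CPM and LOC_Os09g27750.1 from 24.3 ± 7.48 to 82.4 ± 16.9 CPM (log2 fold change 1.76, standard error 0.274, adjusted p = 0.0147). When adjusted over the list alone, 2, 3 and 2 of these families rose, and none of the lists is independent evidence because they come from these libraries. With 1 library left out, the dioxygenase count was 0 without mock replicate 1 or 3 or 2,4-D replicate 1 or 2. That of 2-oxidases was 1 without mock replicate 1 or 2 or 2,4-D replicate 1 or 2, and that of ethylene-forming enzymes 0 without 2,4-D replicate 1 or 2, and 1 without mock replicate 1 or 2. LOC_Os04g03980.1 was called without 2,4-D replicate 3 (adjusted p = 0.0123) or with DESeq2 or all 18 libraries in 1 fit. LOC_Os12g42280.1 missed the threshold without mock replicate 1 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0561 to 0.0802) or with limma-voom. LOC_Os03g44380.1 did not pass without mock replicate 1 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0577 to 0.0879) or with all 18 libraries in 1 fit. LOC_Os05g48700.1 lost its call without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0558 to 0.105) or with limma-voom with or without TMM factors. LOC_Os03g63970.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.0225) or with limma-voom with or without TMM factors, DESeq2, a filter of 1 CPM, edgeR's own filter or all 18 libraries in 1 fit. LOC_Os09g27820.1 was not called without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0627 to 0.0825). LOC_Os09g27750.1 missed the threshold without mock replicate 1 or 2,4-D replicate 1 or 2 (adjusted p = 0.0503 to 0.0664).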

### Validation of RNA-Seq Data by RT-PCR

To confirm the validity of the gene expression patterns identified by the RNA-Seq data, the expression of 14 genes were examined by reverse transcription polymerase chain reaction (RT-PCR; **Figure 5**). We selected these genes based on their putative functions (e.g., TFs, protein kinases, transporters and hormone-related). RT-PCR primers were designed based on the Rice Genome Annotation Project database annotations, and their sequences are listed in Supplementary Table S6. Our RT-PCR results show that all the 14 genes examined were expressed at 7 dpt in NLS containing roots. This confirms the expression pattern of these genes identified via the RNAseq experiment.

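In the RNA-seq libraries of 7 dpt, 8 of the 14 genes examined by RT-PCR were called higher with 2,4-D, out of 11 that passed the filter. In all 14 genes every 2,4-D library lay above every mock library, where chance gives 10% of genes separated in either direction. A calcium-dependent protein kinase (LOC_Os08g42750.1), which couples calcium signals to phosphorylation, rose from 2.08 ± 0.986 to 32.0 ± 12.9 CPM (SD, n = 3, log2 fold change 3.92, standard error 0.491, adjusted p = 0.00909 from edgeR). A cysteine-rich receptor-like kinase (LOC_Os02g27310.1) rose from 1.70 ± 0.442 to 14.1 ± 3.22 CPM (log2 fold change 3.05, standard error 0.359, adjusted p = 0.00869 from edgeR). A phytosulfokine precursor (LOC_Os12g05260.1), which gives rise to a growth-promoting peptide, rose from 54.7 ± 4.16 to 413 ± 278 CPM (log2 fold change 2.92, standard error 0.505, adjusted p = 0.0192 from edgeR), and a NAC factor (LOC_Os12g03050.1) rose from 2.78 ± 1.82 to 17.7 ± 4.53 CPM (log2 fold change 2.66, standard error 0.617, adjusted p = 0.041 from edgeR). A WRKY factor (LOC_Os03g21710.1) was at 11.8 ± 11.6 and 65.7 ± 23.1 CPM in mock and 2,4-D roots, and a plastocyanin-like protein (LOC_Os08g37660.1) at 11.1 ± 12.1 and 78.6 ± 33.6 CPM in mock and 2,4-D roots. A dynamin family protein (LOC_Os09g39960.1), of the proteins that pinch off membranes, was at 76.3 ± 32.9 and 185 ± 55.2 CPM in mock and 2,4-D roots, and none of them passed (adjusted p = 0.0797, 0.0817 and 0.0821 from edgeR). Under the filter and not tested were the SHR5 receptor kinase (LOC_Os05g16824.1, 1.68 ± 0.11 and 9.65 ± 4.65 CPM in mock and 2,4-D roots) and a GRAS factor (LOC_Os11g04570.1, 4.00 ± 0.135 and 9.05 ± 0.839 CPM in mock and 2,4-D roots). So was a wall-associated kinase (LOC_Os04g51040.1, 1.38 ± 0.472 and 9.76 ± 4.05 CPM in mock and 2,4-D roots). The study picked these genes from its calls on the same libraries, so that they are not independent evidence, and RNA-seq gives no value for the RT-PCR samples themselves. The count of genes called higher was 5 without 2,4-D replicate 1. LOC_Os08g42750.1 did not pass with limma-voom with or without TMM factors. LOC_Os12g05260.1 lost its call without mock replicate 1, 2 or 3 or 2,4-D replicate 1 (adjusted p = 0.0535 to 0.0714). LOC_Os12g03050.1 was not called without mock replicate 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0564 to 0.136) or with limma-voom with or without TMM factors. LOC_Os03g21710.1 passed without mock replicate 2 (adjusted p = 0.0228) or with limma-voom with or without TMM factors or DESeq2. LOC_Os08g37660.1 was called without mock replicate 2 (adjusted p = 0.0235) or with DESeq2. LOC_Os09g39960.1 reached the threshold with DESeq2 or all 18 libraries in 1 fit.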

**FIGURE 5:**
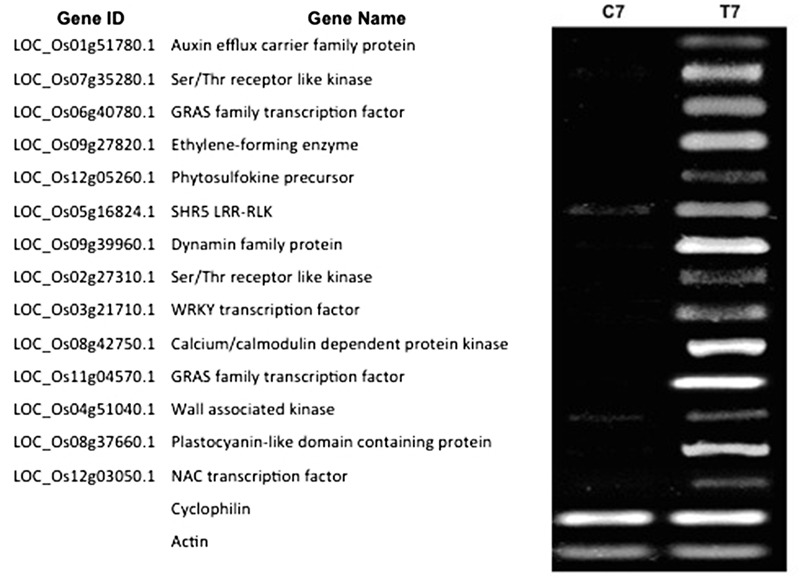
**Reverse transcription polymerase chain reaction (RT-PCR) validation of DEGs identified by RNA-Seq.** Expression pattern of 14 DEGs was validated by RT-PCR. For the RT-PCR experiments C7 and T7 represent cDNA templates synthesized from RNA samples at 7 dpt from control and treatment samples respectively. RT-PCR was performed with intron-spanning primers of the different genes in at least three biological replicates for all the samples. *Cyclophilin* and *Actin* were used as internal reference genes.

### Gene Expression Patterns Vary during Different Stages of NLS Formation

We hypothesized that the DEGs at 7 dpt might exhibit differential expression patterns at early and/or later stages of NLS formation. Therefore, we investigated the expression pattern of the confirmed DEGs at two time points: 1 and 14 dpt. Our results show that five genes (Auxin eﬄux carrier family protein, Ser/Thr receptor like kinase, GRAS family TF, Ethylene-forming enzyme, and Phytosulfokine precursor) from this list were expressed at both 1 and 14 dpt (**Figure 6**). Interestingly, four genes (SHR5 Leucine-rich repeat transmembrane protein kinase, Dynamin family, Ser/Thr receptor like kinase, WRKY TF) were expressed at 1 dpt but not at 14 dpt (**Figure 6**). Similarly, we identified two genes (Calcium-dependent protein kinase and a GRAS family TF) that are expressed at 14 dpt but not at 1 dpt (**Figure 6**). Finally, we identified another group of genes (wall associated kinase, Plastocyanin-like domain containing protein, and NAC TF) that are not expressed at either 1 or 14 dpt but only at 7 dpt (**Figure 6**). Collectively, these results indicate that the plant utilizes different sets of genes at different stages of NLS formation.

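RNA-seq libraries of the same treatments at 1 and 14 dpt, which the paper does not report, were tested for the 14 genes examined by RT-PCR, and 8 of 9 tested genes were higher with 2,4-D at 1 dpt and 4 of 13 at 14 dpt. OsPIN8 (LOC_Os01g51780.1) had a log2 fold change of 6.84 at 1 dpt (standard error 0.409, adjusted p = 0.00196) and 3.50 at 14 dpt (standard error 0.651, adjusted p = 0.0309) from edgeR. The GRAS factor LOC_Os06g40780.1 stood at 4.13 at 1 dpt (standard error 0.343, adjusted p = 0.00261) and 4.33 at 14 dpt (standard error 0.33, adjusted p = 0.0107). The serine/threonine receptor-like kinase LOC_Os07g35280.1 was at 2.65 at 1 dpt (standard error 0.286, adjusted p = 0.00373) and 2.45 at 14 dpt (standard error 0.419, adjusted p = 0.0255). The phytosulfokine precursor LOC_Os12g05260.1 rose at both times, with 1.46 at 1 dpt (standard error 0.202, adjusted p = 0.00703) and 1.93 at 14 dpt (standard error 0.425, adjusted p = 0.0445). The ethylene-forming enzyme LOC_Os09g27820.1, of the last step of ethylene synthesis, rose by 3.74 on the log2 scale at 1 dpt (adjusted p = 0.00443 from edgeR). At 14 dpt it stood at 1.74 (adjusted p = 0.052, not passing). Of the genes for which the paper saw RT-PCR products at 1 but not at 14 dpt, the dynamin family gene LOC_Os09g39960.1 stood at 1.40 and 0.49 at 1 and 14 dpt, the WRKY factor LOC_Os03g21710.1 at 3.48 and 0.38, and the receptor-like kinase LOC_Os02g27310.1 at 2.77 and 0.38. Of these, the dynamin and WRKY genes passed at 1 dpt (adjusted p = 0.0403 and 0.0388 from edgeR). These fold changes compare 2,4-D with mock roots, whereas the paper reports genes as expressed or not expressed. At 14 dpt 13 of the 14 genes, all but SHR5, reached 10 CPM in 2 or more of the 6 libraries. The dynamin, WRKY and receptor-like kinase genes thus had transcripts at 14 dpt in these libraries. SHR5 (LOC_Os05g16824.1) was under the filter at both times, with 2.43 ± 0.127 and 11.1 ± 5.15 CPM in mock and 2,4-D roots at 1 dpt and 4.22 ± 2.11 and 6.94 ± 1.78 CPM in mock and 2,4-D roots at 14 dpt. Of the genes with products at 14 but not at 1 dpt, the calcium-dependent protein kinase LOC_Os08g42750.1 was at 2.24 ± 0.884 and 1.68 ± 0.199 CPM in mock and 2,4-D roots at 1 dpt, under the filter, and had a log2 fold change of 3.61 at 14 dpt (standard error 1.20, adjusted p = 0.111). The GRAS factor LOC_Os11g04570.1 was at 5.35 ± 1.17 and 6.18 ± 1.41 CPM in mock and 2,4-D roots at 1 dpt, also under the filter, and stood at 1.49 at 14 dpt (standard error 0.361, adjusted p = 0.0537). Of the genes with products at neither of these times, the wall-associated kinase LOC_Os04g51040.1 and the NAC factor LOC_Os12g03050.1 were under the filter at 1 dpt. In mock and 2,4-D roots the kinase was then at 2.93 ± 2.02 and 11.1 ± 4.42 CPM and the NAC factor at 2.68 ± 0.672 and 8.23 ± 1.10 CPM. At 14 dpt they stood at -0.54 (adjusted p = 0.76) and 1.29 (adjusted p = 0.279). The third, the plastocyanin-like gene LOC_Os08g37660.1, rose by 3.4 on the log2 scale at 1 dpt (adjusted p = 0.00261 from edgeR) and stood at -1.0 at 14 dpt (adjusted p = 0.677), where mock replicate 2 alone held 228 CPM. The 2,4-D effect at 14 dpt minus that at 7 dpt was -3.39 for the kinase, -1.41 for the NAC factor and -3.90 for the plastocyanin-like gene (unadjusted p = 0.0116, 0.128 and 0.025 from edgeR). The effect at 1 dpt minus that at 7 dpt was -0.88, -1.05 and 0.58 (unadjusted p = 0.459, 0.256 and 0.713). No test of a difference in the 2,4-D effect between times passed for any of these genes, with adjusted p = 0.122 to 0.982 between 1 and 7 dpt and 0.827 to 0.962 between 14 and 7 dpt from edgeR. At 14 dpt the count of genes called higher was 0 without mock replicate 1 or 2,4-D replicate 1, 1 without mock replicate 3 or 2,4-D replicate 2, 2 without 2,4-D replicate 3, 2 with limma-voom, and 7 with DESeq2 or with all 18 libraries in 1 fit. LOC_Os09g39960.1 did not pass at 1 dpt without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0754 to 0.133). LOC_Os03g21710.1 was not called at 1 dpt without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.105 to 0.133) or with limma-voom with or without TMM factors or no filter. LOC_Os08g37660.1 did not pass at 1 dpt with all 18 libraries in 1 fit. At 14 dpt LOC_Os11g04570.1 was called without mock replicate 2 (adjusted p = 0.0377) or with DESeq2, library sizes alone in edgeR, a filter of 1 CPM, edgeR's own filter, no filter or all 18 libraries in 1 fit. There LOC_Os08g42750.1 passed without mock replicate 2 (adjusted p = 0.0203) or with DESeq2 or all 18 libraries in 1 fit, and LOC_Os09g27820.1 with DESeq2, library sizes alone in limma-voom or edgeR, no filter or all 18 libraries in 1 fit. LOC_Os02g27310.1 was called at 1 dpt without mock replicate 3 (adjusted p = 0.00279) or with limma-voom with or without TMM factors, DESeq2, a filter of 1 CPM, edgeR's own filter or all 18 libraries in 1 fit. LOC_Os01g51780.1 was not called at 14 dpt without mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0501 to 0.112) or with limma-voom with or without TMM factors. LOC_Os06g40780.1 did not pass at 14 dpt without mock replicate 1 or 2,4-D replicate 1 (adjusted p = 0.0503 to 0.051). LOC_Os07g35280.1 was not called at 14 dpt without mock replicate 1 or 3 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.0513 to 0.109). LOC_Os12g05260.1 did not pass at 14 dpt without mock replicate 1 or 3 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.0572 to 0.169) or with limma-voom or no filter.

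**Figure D1:**
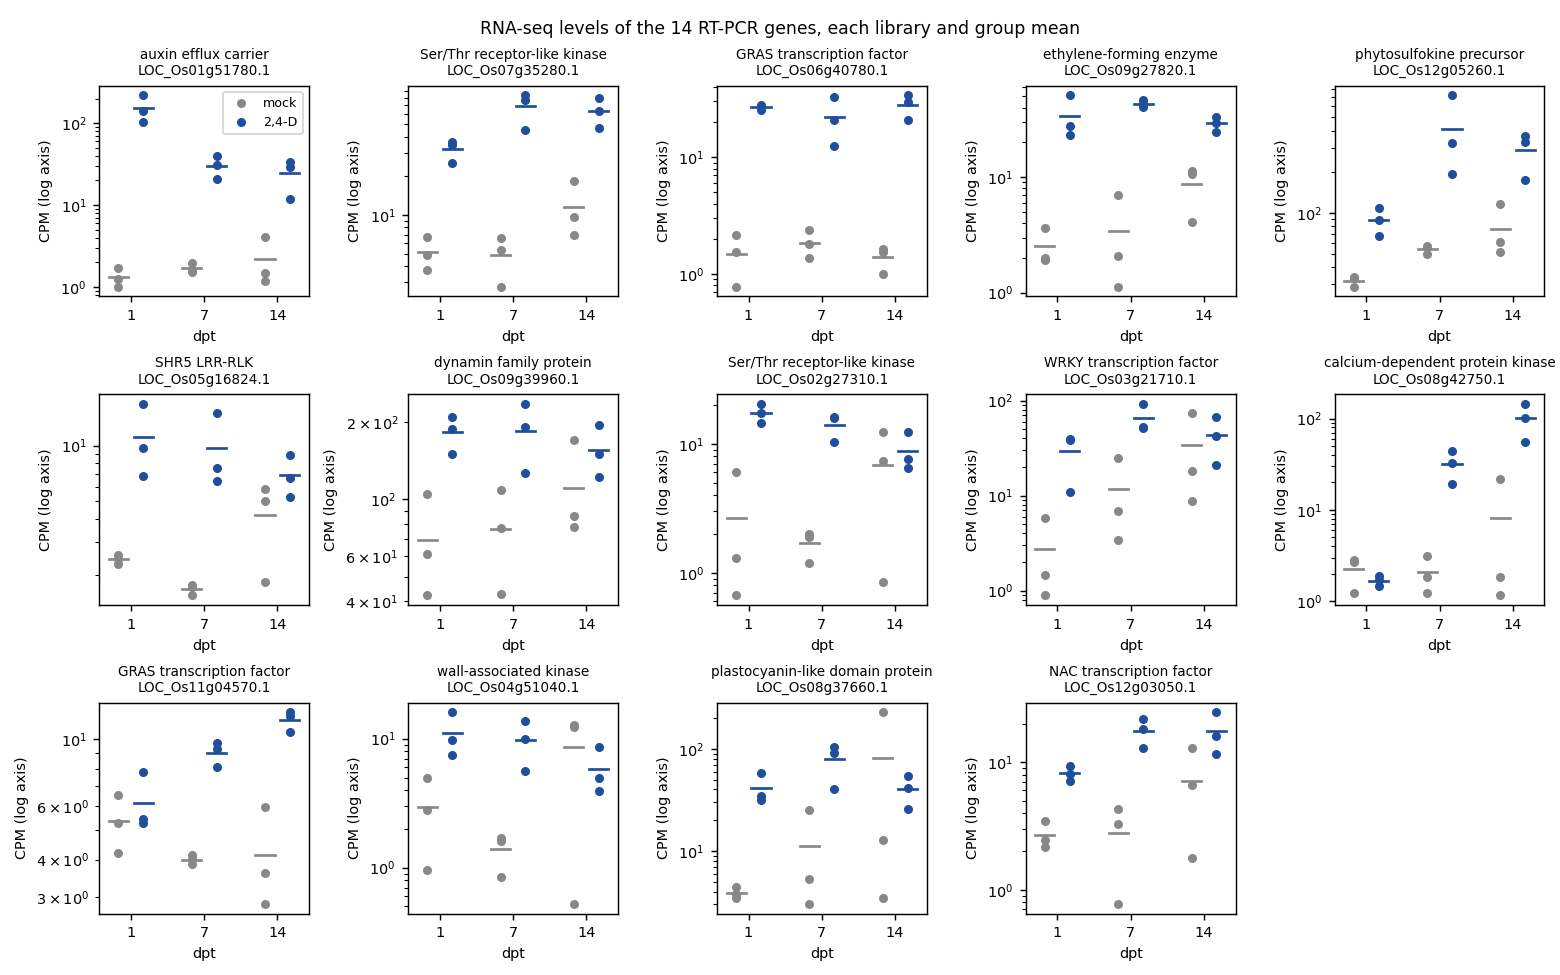
CPM on a log axis (vertical) against dpt (horizontal) for the 14 genes examined by RT-PCR, with mock libraries in gray, 2,4-D libraries in blue and bars at the means of 3 libraries. At 7 dpt the 2,4-D points lie above the mock points in all 14 panels, against 12 at 1 dpt and 7 at 14 dpt.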

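At 1 dpt 1874 transcripts were called with 2,4-D, 707 higher and 1167 lower of 13477 tested, and at 14 dpt 1141, 427 higher and 714 lower of 13642. The GH3 gene LOC_Os05g42150.1, which conjugates auxin, rose by 5.57 on the log2 scale at 1 dpt (standard error 0.202, adjusted p = 0.00113 from edgeR) and by 5.77 at 14 dpt (standard error 0.378, adjusted p = 0.0102). The ribonuclease H-like gene LOC_Os03g36000.1 rose by 6.60 at 14 dpt, and the GDSL lipase gene LOC_Os01g11730.1 fell, with -7.37 at 1 dpt and -7.20 at 14 dpt. At 14 dpt the call of LOC_Os03g36000.1 was lost without mock replicate 1 or 3 or 2,4-D replicate 1 or 3 (adjusted p = 0.0508 to 0.0823) and that of LOC_Os01g11730.1 without mock replicate 1 or 3 or 2,4-D replicate 1 (adjusted p = 0.0529 to 0.0837), and both with limma-voom with or without TMM factors. Higher and lower transcription factors numbered 40 and 31 of 139 at 1 dpt and 36 and 35 of 151 at 14 dpt. Kinases numbered 51 and 29 of 173 and 36 and 29 of 181. Transporters numbered 23 and 63 of 169 and 20 and 63 of 177. Hormone-related genes numbered 15 and 7 of 28 and 6 and 2 of 28. When adjusted over the list alone these were 41 and 31, 71 and 32, 27 and 77, and 15 and 7 at 1 dpt. At 14 dpt they were 54 and 43, 50 and 46, 25 and 91, and 13 and 5, in lists the study chose on the 7 dpt libraries. Calls were shared between 1 and 7 dpt by 270 higher and 400 lower transcripts, where independent lists would share 27.3 and 63.3. Between 7 and 14 dpt they were shared by 231 and 355, where they would share 19.8 and 38.4. The pair of 1 and 14 dpt had 120 and 408 in common, where 14.9 and 51.7 would be, 6 called in opposite directions, and the lowest correlation of log2 fold changes (Pearson r 0.591). With limma-voom these shared calls fell to 119 and 180 between 7 and 14 dpt and 76 and 208 between 1 and 14 dpt, and with the replicate block to 47 and 49, 6 and 0 and 2 and 0 for the pairs in the order given. Of 12378 transcripts tested at all times, 97 were higher and 224 lower at each of them. Of the tested transcripts that Table S1 lists as higher, 731 of 789 had a positive log2 fold change at 1 dpt and 866 of 919 at 14 dpt, and of those it lists as lower, 896 of 931 and 878 of 880 had a negative one. Of those listed as higher, 367 of 789 were called higher at 1 dpt and 312 of 919 at 14 dpt. Of those listed as lower, 551 of 931 and 500 of 880 were called lower. The 918 of 1 dpt together became 568 without mock replicate 1, 609 without mock replicate 2 and 351 with the replicate block. The 812 of 14 dpt together became 20 without mock replicate 1, 109 without mock replicate 3, 9 without 2,4-D replicate 1, 283 without 2,4-D replicate 3, 452 with limma-voom and 6 with the replicate block. A further 5 were called in the opposite direction, all at 1 dpt among those listed as higher. As sets they also moved in these directions against all other transcripts in limma's camera test with an estimated correlation (adjusted p = 0.00145 and 0.00312 at 1 dpt and 0.00643 and 0.0162 at 14 dpt). With the replicate block the set listed as lower did not pass at 14 dpt. Whether the fit behind Table S1 also used the 1 and 14 dpt libraries is not known, so these sets may not be independent of them.
Tested directly, the 2,4-D effect differed between 1 and 7 dpt in 11 of 15149 transcripts, among them the MtN21 gene LOC_Os07g34110.1, which had a log2 fold change of 0.09 at 1 and -2.65 at 7 dpt. It differed between 14 and 7 dpt in 0 by edgeR. At an unadjusted p under 0.05 there were 1754 and 853 such transcripts. Limma-voom called 0 and 0, and DESeq2 called 167 and 173 higher and lower for 1 against 7 dpt and 2 and 2 for 14 against 7 dpt. The replicate block and the fit of only the 12 libraries of both times each called 0 for 1 against 7 dpt. Between 1 and 7 dpt the counts of higher and lower differences were 40 and 52 without mock replicate 3 of 1 dpt, 15 and 25 without 2,4-D replicate 3 of 7 dpt, 6 and 6 without 2,4-D replicate 3 of 1 dpt, and 0 without any other single library. Between 14 and 7 dpt they were 0 and 4 without mock replicate 3 of 14 dpt. Higher and lower calls at 1 dpt became 372 and 571 without mock replicate 1, 412 and 625 without mock replicate 2, 1207 and 1398 without mock replicate 3, 429 and 715 without 2,4-D replicate 1 and 405 and 660 without 2,4-D replicate 2. They were 1195 and 1961 with a filter of 1 CPM, 1182 and 1928 with edgeR's own filter, 1333 and 2111 with none and 217 and 321 with the replicate block. At 14 dpt they became 11 and 14 without mock replicate 1, 51 and 83 without mock replicate 3, 5 and 9 without 2,4-D replicate 1, 131 and 196 without 2,4-D replicate 3. With DESeq2 they were 760 and 1251, with all 18 libraries in 1 fit 795 and 1397, with a filter of 1 CPM 652 and 1096, with edgeR's own filter 657 and 1151 and with none 817 and 1289. They were 6 and 0 with the replicate block, and whether libraries of the same replicate number form pairs is not known. With limma-voom they were 200 and 368, and with limma-voom on library sizes alone 265 and 281. The median log2 fold change of all tested transcripts was 0.124 on library sizes alone, against 0.0192 with TMM factors. Called transcription factors, kinases, transporters and hormone-related genes numbered 49, 51, 62 and 18 without 2,4-D replicate 1, 50, 52, 60 and 17 without 2,4-D replicate 2, 43, 47, 55 and 17 without mock replicate 1, and 45, 53, 61 and 17 without mock replicate 2 at 1 dpt. In the same order they numbered 0, 0, 2 and 1 without 2,4-D replicate 1, 32, 21, 27 and 5 without 2,4-D replicate 3, 4, 1, 1 and 1 without mock replicate 1, and 13, 3, 13 and 4 without mock replicate 3 at 14 dpt. From the RT-PCR products of single genes at 1 and 14 dpt, the paper concludes that different sets of genes are used at different stages of NLS formation.

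**Figure D2:**
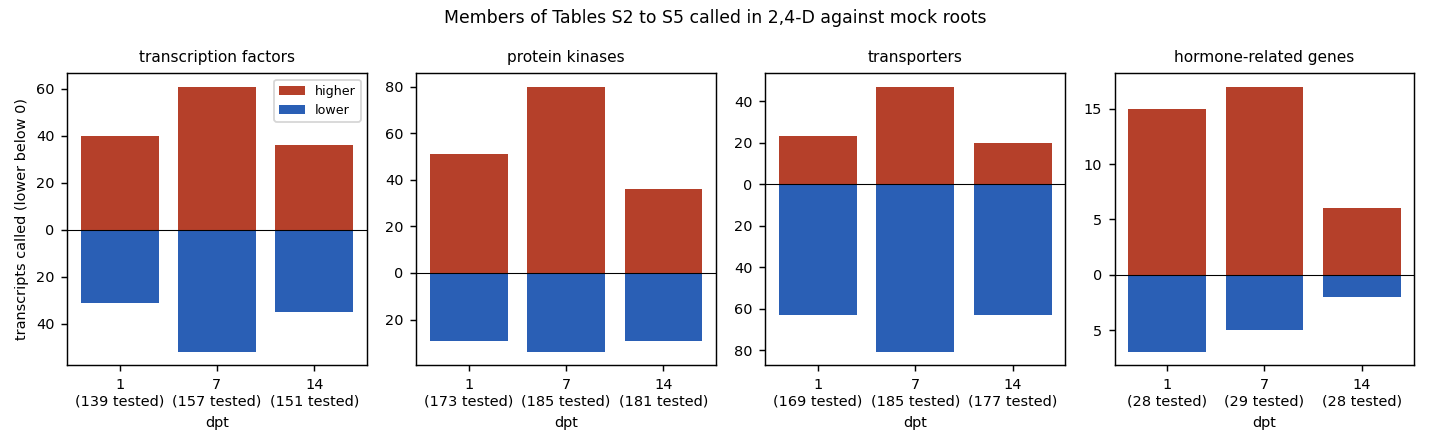
Numbers of genes called higher (bars above 0) and lower (bars below 0) with 2,4-D at 1, 7 and 14 dpt among the transcription factors, kinases, transporters and hormone-related genes of Tables S2 to S5, with the number tested given for each bar. Transporters have more lower than higher calls at each time, 63 against 23 at 1 dpt and 63 against 20 at 14 dpt. Table S4 itself lists 121 of them as lower and 70 as higher. All called transcripts lean the same way, with 1167 lower and 707 higher at 1 dpt and 714 and 427 at 14 dpt.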

**FIGURE 6:**
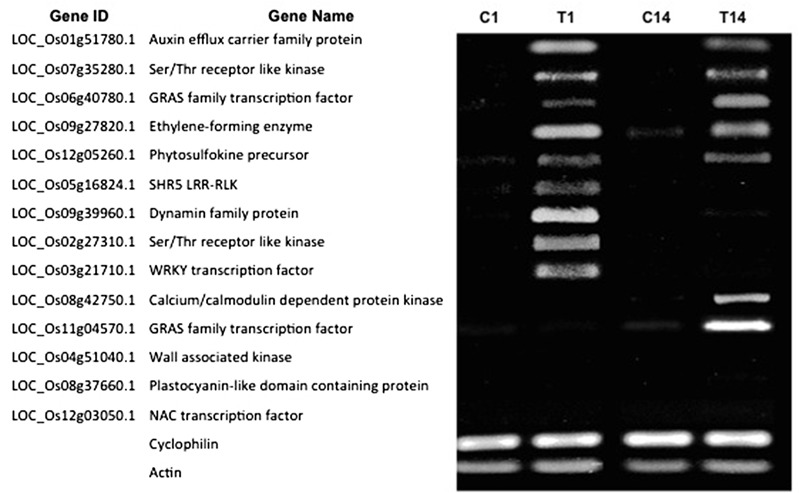
**Gene expression patterns vary during different stages of NLS formation.** Expression pattern of 14 DEGs at 1 and 14 dpt were checked by RT-PCR. For the RT-PCR experiments, C1 and T1, C14 and T14 represent cDNA templates synthesized from control and treatment RNA samples at 1 and 14 dpt respectively. RT-PCR was performed in at least three biological replicates for all the samples. *Cyclophilin* and *Actin* were used as internal reference genes.

### Nitrogen-Fixing Bacteria Can Colonize NLS on Rice Roots

We wanted to determine if nitrogen-fixing bacteria could colonize NLS induced under our conditions. We selected *A. caulinodans* ORS571 (pXLGD4), carrying the *lacZ* reporter gene, for these studies (Gopalaswamy et al., 2000). Using plate count assays, we were able to recover *A. caulinodans* from surface sterilized rice roots containing NLS at 14 dpi (days post-inoculation). The number of colonies recovered from the surface sterilized roots was significantly lower (Student’s *t*-test, *P* < 0.001) than the non-surface sterilized roots (**Figure 7A**). Efficiency of surface sterilization was confirmed by lack of bacterial growth from last wash. These experiments suggested that bacteria could penetrate the NLS containing roots. Next we used histochemical staining with X-gal to determine if the bacteria were able to colonize NLS. Staining was performed on surface sterilized roots at 14 dpi. Following X-gal staining, a blue coloration indicating *lacZ* expression was observed throughout the NLS. This pattern was observed for all NLS in the roots indicating that NLS induced under our experimental conditions can be colonized by *A. caulinodans*. Besides NLS, the bacteria could colonize lateral roots as well (**Figures 7B,C**).

**FIGURE 7:**
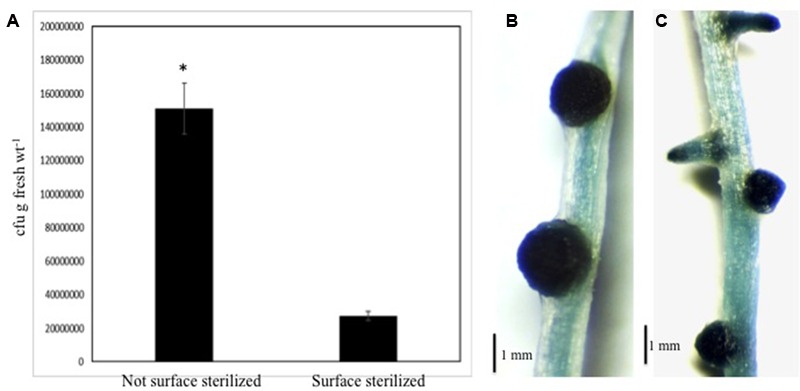
***Azorhizobium caulinodans* can colonize rice NLS. (A)** Comparison of total bacterial colony-forming units (cfu) determined by serial dilution and plate counts of bacteria between non-surface sterilized and surface sterilized (i.e., interior) roots of rice seedlings inoculated with *Azorhizobium caulinodans* ORS571 following treatment with 2,4-D. The data are the mean ± SE of five experiments. Each experiment had at least three plants. Asterisk (^∗^) denotes significant difference between the two conditions by *t*-test (*P* < 0.001). **(B,C)** Show localization of bacteria inside rice NLS and lateral roots by histochemical staining with X-Gal. The staining was performed following surface sterilization of these roots.

## Discussion

In this study, we established an efficient experimental system where NLS can be induced at a significantly higher frequency than previously reported in rice roots and the frequency of NLS formed does not change over time. We induced NLS formation in another land plant, the model legume, *M. truncatula*, under these same conditions. While earlier studies showed that auxin transport inhibitors (ATI) could induce NLS formation in legumes in general, we show that 2,4-D, a synthetic auxin, can also induce NLS formation specifically in *M. truncatula*. In fact 2,4-D induces NLS in *Medicago* roots at a high frequency similar to rice. The distribution, appearance, and when they start to appear are also similar in rice and *Medicago* and the number of NLS increased over time in both rice and *Medicago*. This suggests that the auxin perception and transport leading to NLS organogenesis is not a species-specific plant reaction and is likely conserved across land plants. To the best of our knowledge, previous studies investigating auxin-induced NLS in rice and other non-legumes were performed under non-controlled conditions in liquid medium (Francisco and Akao, 1993; Ridge et al., 1993; Sriskandarajah et al., 1993; El-Shahed and Abdel-Wahab, 2006; Narula et al., 2006). We adapted the experimental conditions used in a prior study in *M. truncatula* where NLS were induced under controlled aerobic conditions (Rightmyer and Long, 2011). To our knowledge, this is the first study that investigates NLS formation in a legume and a non-legume under identical experimental conditions. Based on these results, it seems this experimental system can be utilized to study NLS formation across land plants with similar sized root systems. Therefore, we propose the use of this efficient experimental system for future studies on NLS.

Like lateral roots, legume root nodules are also inducible lateral organs and these structures share several similarities and differences in their development (Desbrosses and Stougaard, 2011). Root nodules mainly originate from cortex cells although pericycle cells and the endodermis are also activated. Lateral root formation also starts with divisions in the pericycle, endodermis, and cortex cells, which is similar to nodule primordium initiation. However, at later stages in nodule primordia the frequency of divisions is highest in cortical layers, whereas in lateral root primordia mitotic activity is higher in pericycle. Also, root nodules have a peripheral vasculature while lateral roots have a central one (Desbrosses and Stougaard, 2011; Xiao et al., 2014). Since, NLS are also induced structures it is likely that there will be an overlap in the development of NLS with lateral roots and root nodules. Our results showed that lateral roots were easily distinguished from NLS by their narrow base, clearly defined apical meristem, and pericycle and apical meristem divisions. NLS were characterized by their broad base, spherical shape, diffuse meristem, and high cell differentiation in the vascular bundle. Within each NLS a single central vascular bundle is formed that is connected to the vascular system of the main root, which is similar to lateral roots. Although NLS originate from cortical cells similar to root nodules, they can be clearly distinguished by their diffuse meristem and cortical cell differentiation pattern. Nevertheless, NLS share some key features with both root nodules and lateral roots. Our results confirm past reports on NLS anatomy in sweet clover, *M. truncatula* and rice (Wu et al., 1996; Christiansen-Weniger, 1998; Rightmyer and Long, 2011). Also, the emergence of NLS through root cortex and epidermis make them comparable to nodules observed in the semiaquatic legume, *Sesbania rostrata* (Mathesius, 2008; Capoen et al., 2010). It is interesting to note that lateral root formation was reduced during NLS formation in both rice and *M. truncatula*. This suggests that NLS initiation might compete with lateral root emergence. Since this pattern is observed in both rice and *M. truncatula*, it is likely that this regulation of root architecture is conserved across land plants. However, further studies are required to determine what decides whether lateral roots or NLS will be initiated. Although, monocot and dicot roots differ in root architecture (Hochholdinger et al., 2004), we did not observe any significant differences in NLS development in rice and *Medicago*. While further studies are required to offer more insights into their similarities and differences, our results strongly suggest that NLS formation follows a common developmental program in land plants. It is therefore, likely that there will be a conservation of the genetic pathway leading to NLS formation across land plants.

In order to understand the genetic regulation of NLS in rice and *Medicago*, we studied NLS formation in plant mutants affected in the CSP. Our results show that the symbiotic mutants in rice (*dmi3* and *ipd3*) and *Medicago* (*dmi1, dmi2*, and *dmi3*) retain the ability to form NLS in response to the auxin treatment. This suggests that the action of auxin leading to cell divisions and morphogenesis occurs downstream of these early symbiotic signaling genes including CCaMK. These results are consistent with a prior study in *Medicago* where it was shown that ATI-induced NLS also do not require CCaMK (Rightmyer and Long, 2011). In addition, we show that this mechanism is conserved in rice further supporting the concept of a shared developmental program in land plants.

Spontaneous nodule formation is also mediated by a gain-of-function mutation of *LHK1/CRE1*, which encodes a putative cytokinin receptor (Tirichine et al., 2007). The formation of NLS in nodulation defective mutants (e.g., *nsp2* and *nin*) acting downstream of *CRE1* suggest that the auxin transport control of nodule organogenesis acts downstream of cytokinin signaling (Rightmyer and Long, 2011). In addition, application of cytokinins induces auxin responses during NLS formation in white clover (Mathesius et al., 2000) and auxin responses are also detected during NLS formation in *Lotus japonicus snf2* mutant (Suzaki et al., 2012). Here, we show that NLS formation can be induced in roots of *cre1-1* and *cre1-2* mutants by 2,4-D application. This supports findings from a previous study in *Medicago* where ATI could induce NLS in *cre1-1* mutants (Ng et al., 2015). Collectively, these results are consistent with a model in which NLS formation occurs downstream of cytokinin-induced step(s) (Rightmyer and Long, 2011; Ng et al., 2015). Whether this model is conserved in non-legumes will need further investigations.

In recent years, RNA-seq has been used as a powerful and cost-efficient tool to profile transcriptomic changes. Our genome-wide RNA-seq analysis of rice roots identified 100s of up-regulated and down-regulated genes in NLS containing roots compared to mock treated roots. Our results suggest that a vast array of genes encoding TFs, protein kinases and transporters are mediating the plant’s response to auxin and its transport leading to NLS organogenesis. It is expected that the genetic pathway controlling NLS will share some common elements with the pathways leading to lateral root development and root nodule organogenesis. In our dataset we identified several promising candidate genes that have been implicated in root development. In the following sections we discuss selected genes, which are likely to be involved in NLS development.

Transcription factors will play key roles in triggering the NLS developmental program that will involve many other genes. TFs related to response to endogenous stimulus, developmental process, anatomical structure development and anatomical structure morphogenesis were enriched in our dataset. The APETALA2/Ethylene Responsive Factors (AP2/ERF) is a large family of TFs that play a vital role on plant growth and enables plants to respond to environmental stimuli. We identified numerous DEGs (e.g., LOC_Os05g29810.1, LOC_Os09g39850.1, LOC_Os03g64260.1, LOC_Os11g19060.1, LOC_Os02g40070.1 etc.) belonging to this family majority of which were upregulated in their expression. 

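Of the AP2/ERF genes named here, LOC_Os05g29810.1 and LOC_Os11g19060.1 were higher at 7 dpt, with log2 fold changes of 3.58 (standard error 0.529, adjusted p = 0.0131) and 3.30 (standard error 0.437, adjusted p = 0.01) from edgeR (3 libraries per group). The gene LOC_Os09g39850.1 stood at 2.42 (standard error 0.695, adjusted p = 0.0702) and did not pass, and LOC_Os03g64260.1 was under the filter, at 1.92 ± 1.53 and 10.1 ± 1.42 CPM in mock and 2,4-D roots (SD, n = 3). LOC_Os05g29810.1 lost its call with limma-voom with or without TMM factors. LOC_Os09g39850.1 reached the threshold without mock replicate 2 (adjusted p = 0.02) or with DESeq2 or all 18 libraries in 1 fit.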

Interestingly, we identified a *PLETHORA2* gene (LOC_Os02g40070.1) encoding AP2 class TFs, which is essential for quiescent center (QC) specification and stem cell niche in the root meristem (Aida et al., 2004; Benjamins and Scheres, 2008). 

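The PLETHORA2 gene LOC_Os02g40070.1, an AP2 factor of the root stem cell niche, rose from 23.8 ± 8.06 to 159 ± 30.1 CPM at 7 dpt (SD, n = 3, log2 fold change 2.74, standard error 0.318, adjusted p = 0.00869 from edgeR). At 14 dpt its log2 fold change was 3.43 (standard error 0.435, adjusted p = 0.0173), and at 1 dpt it was 0.75 (standard error 0.312, adjusted p = 0.158), which did not pass. LOC_Os02g40070.1 was not called at 14 dpt without mock replicate 1 or 3 or 2,4-D replicate 1 (adjusted p = 0.052 to 0.0685).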

The *PLT* genes are transcribed in response to auxin accumulation and are dependent on auxin response TFs. *PLT* genes are also necessary for the expression of *PIN* genes to mediate auxin distribution suggesting a possible role in NLS formation (Aida et al., 2004; Benjamins and Scheres, 2008). Another category well-represented in our dataset was the NAC TFs (e.g., LOC_Os07g37920.1, LOC_Os01g60020.1, LOC_Os02g15340.1, LOC_Os11g03370.1, etc.). These TFs have been implicated in root development and auxin signaling (Nuruzzaman et al., 2013). 

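The NAC genes LOC_Os01g60020.1, LOC_Os02g15340.1 and LOC_Os11g03370.1 rose at 7 dpt, with log2 fold changes of 3.01 (standard error 0.499, adjusted p = 0.0173), 3.16 (standard error 0.559, adjusted p = 0.0203) and 2.61 (standard error 0.479, adjusted p = 0.0223) from edgeR (3 libraries per group). The NAC gene LOC_Os07g37920.1 was under the filter, at 0.0899 ± 0.0781 and 8.94 ± 4.65 CPM in mock and 2,4-D roots (SD, n = 3), and was not tested. LOC_Os01g60020.1 missed the threshold without 2,4-D replicate 1 or 2 (adjusted p = 0.0544 to 0.0623). LOC_Os02g15340.1 did not pass without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0554 to 0.0637). LOC_Os11g03370.1 lost its call without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0544 to 0.0882) or with limma-voom.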

In *Arabidopsis, NAC1* has been shown to mediate auxin signaling to promote lateral root development (Xie et al., 2000). Interestingly, NAC TFs have only been identified in plants with approximately 150 genes in rice (Nuruzzaman et al., 2013). Whether these are required for NLS development will require further studies. The next important class of TFs in our dataset was the GRAS family TFs. We identified four GRAS family TFs (e.g., LOC_Os06g40780.1, LOC_Os03g51330.1, LOC_Os11g04570.1, LOC_Os07g40020.1) that were differentially expressed in NLS containing roots. 

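The GRAS genes LOC_Os06g40780.1 and LOC_Os03g51330.1 rose at 7 dpt, with log2 fold changes of 3.56 (standard error 0.454, adjusted p = 0.00957) and 1.56 (standard error 0.244, adjusted p = 0.0144), and LOC_Os07g40020.1 fell, with -1.59 (standard error 0.251, adjusted p = 0.0151) from edgeR (3 libraries per group). Their levels went from 1.85 ± 0.517 to 22.0 ± 10.1 CPM, from 6.26 ± 1.28 to 18.5 ± 2.47 CPM and from 57.8 ± 10.5 to 19.2 ± 4.66 CPM (SD), and LOC_Os11g04570.1, which did not reach the filter, was not tested. LOC_Os06g40780.1 was not called with limma-voom with or without TMM factors. LOC_Os03g51330.1 missed the threshold without 2,4-D replicate 1 (adjusted p = 0.0647). LOC_Os07g40020.1 did not pass without 2,4-D replicate 1 or 2 (adjusted p = 0.052 to 0.0554).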

GRAS proteins are an ancient family of plant-specific TFs that play diverse roles including shoot and root development (Hirsch and Oldroyd, 2009). More importantly GRAS family TFs, NSP1 and NSP2, are required for nodule organogenesis (Kalo et al., 2005; Smit et al., 2005; Heckmann et al., 2006). It is therefore tempting to speculate the involvement of GRAS proteins in NLS development. 

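The lateral organ boundaries domain genes LOC_Os02g57490.1, LOC_Os08g44940.1 and LOC_Os10g07510.1 rose at 7 dpt from 3.13 ± 1.80 to 29.9 ± 12.7 CPM, from 4.63 ± 2.75 to 36.7 ± 14.7 CPM and from 2.78 ± 0.703 to 11.3 ± 2.70 CPM (SD, n = 3). Their log2 fold changes were 3.24 (standard error 0.578, adjusted p = 0.0206), 2.97 (standard error 0.559, adjusted p = 0.0238) and 2.02 (standard error 0.351, adjusted p = 0.019) from edgeR. LOC_Os02g57490.1 lost its call without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0548 to 0.0701) or with limma-voom with or without TMM factors. LOC_Os08g44940.1 was not called without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0604 to 0.0778) or with limma-voom. LOC_Os10g07510.1 missed the threshold without mock replicate 2 (adjusted p = 0.0532) or with limma-voom, and was under the filter and not tested without 2,4-D replicate 1 or 2.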

Interestingly, we identified several *Lateral Organ Boundaries Domain family* (e.g., LOC_Os02g57490.1, LOC_Os08g44940.1, LOC_Os10g07510.1, etc.) genes whose expressions were increased during NLS formation. *LBD* genes are critical for root development in both dicots and monocots and are directly involved in auxin signal cascades regulating root development (Liu et al., 2005; Okushima et al., 2007; Lee et al., 2009). One recent study showed that *AUX1* and *LAX3* auxin influx carriers are required for auxin signaling that activates *LBD16* and *LBD18* to control lateral root development in *Arabidopsis* (Lee et al., 2015). Future studies will focus on functionally characterizing these promising candidates and identifying their target genes.

The phytohormones auxin, cytokinin, brassinosteroids, and ABA play key roles in regulating plant growth in response to internal and external stimuli (Vanstraelen and Benkova, 2012). For instance, the interaction between auxin and cytokinin is especially significant to control the formation and maintenance of meristems (Su et al., 2011). This interplay between auxin and cytokinin is also important for lateral root and nodule formation (Mathesius, 2008; Ding and Oldroyd, 2009; Desbrosses and Stougaard, 2011; Mukherjee and Ané, 2011b; Ryu et al., 2012; Bensmihen, 2015). Altering the auxin to cytokinin balance specifies whether root cells divide in the pericycle or in the cortex (Mathesius, 2008). We identified two histidine kinase receptors (LOC_Os03g50860.1 and LOC_Os12g26940.1) that were both down-regulated in expression during NLS formation. 

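The cytokinin receptor genes LOC_Os03g50860.1 and LOC_Os12g26940.1 fell at 7 dpt by 1.47 and 1.98 on the log2 scale (standard errors 0.304 and 0.185, adjusted p = 0.0302 and 0.00608 from edgeR, 3 libraries per group). LOC_Os03g50860.1 did not pass without mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0516 to 0.115).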

Constitutive activity of the cytokinin receptor has already been reported to be sufficient to initiate NLS in the absence of rhizobia (Gonzalez-Rizzo et al., 2006; Murray et al., 2007; Tirichine et al., 2007). It needs to be seen whether a crosstalk between cytokinin and auxin is involved in auxin-induced NLS development. Brassinosteroids (BRs) also interact with auxin in regulating plant development. For example, both BRs and auxin pathways synergistically regulate the expression of several auxin-responsive genes and regulate root development (Mussig et al., 2003; Mouchel et al., 2006; Clouse, 2011). The RLK coreceptor BRI-Associated Kinase-1 (BAK1) partners with multiple ligand-binding RLKs and is involved in Brassinosteroids (BRs)-mediated plant growth and development via auxin regulation (Clouse, 2011; Kim et al., 2013). 

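The receptor-like kinase genes LOC_Os11g31540.1 and LOC_Os05g34270.1, which Table S3 names somatic embryogenesis receptor-like kinase 1 and BAK1-interacting receptor-like kinase 1, rose at 7 dpt, with log2 fold changes of 3.04 (standard error 0.570, adjusted p = 0.0234) and 1.47 (standard error 0.200, adjusted p = 0.0105) from edgeR (3 libraries per group). LOC_Os11g31540.1 lost its call without mock replicate 1, 2 or 3 or 2,4-D replicate 1 (adjusted p = 0.0504 to 0.081) or with all 18 libraries in 1 fit. LOC_Os05g34270.1 was not called without 2,4-D replicate 1 (adjusted p = 0.0576).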

We identified *BRI1-associated receptor kinase 1* (LOC_Os11g31540.1 and LOC_Os05g34270.1) genes, which are upregulated in their expression in NLS containing roots and are excellent candidate genes. Another class of peptide hormones, phytosulfokines, has been suggested to play a role in root development (Kutschmar et al., 2009; Yamada and Sawa, 2013). We identified several phytosulfokine receptors (LOC_Os02g05970.1, LOC_Os06g47760.1, LOC_Os04g57630.1, and LOC_Os07g01710.1) to be differentially expressed during NLS formation. 

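The phytosulfokine receptor LOC_Os07g01710.1 rose at 7 dpt, with a log2 fold change of 2.13 (standard error 0.316, adjusted p = 0.0132) from edgeR (3 libraries per group). The receptors LOC_Os04g57630.1 and LOC_Os06g47760.1 stood at 0.95 (standard error 0.272, adjusted p = 0.0702) and 0.88 (standard error 0.257, adjusted p = 0.0708) and did not pass, and LOC_Os02g05970.1 was under the filter, at 2.32 ± 0.739 and 7.05 ± 2.02 CPM in mock and 2,4-D roots (SD, n = 3). LOC_Os07g01710.1 missed the threshold without 2,4-D replicate 1 (adjusted p = 0.0541). LOC_Os04g57630.1 passed without mock replicate 1 or 2,4-D replicate 3 (adjusted p = 0.0486 to 0.0499) or with limma-voom on library sizes alone or edgeR on library sizes alone. LOC_Os06g47760.1 was called without mock replicate 3 (adjusted p = 0.0425) or with limma-voom on library sizes alone.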

PSK receptor proteins share great structural similarity to BRI1 and in fact require BR to regulate growth (Ladwig et al., 2015). It will be interesting to determine if these genes are functionally involved in NLS formation. Although, the roles of ABA and auxin in plant growth are distinct, sensitivity to ABA correlates with sensitivity to auxin (Vanstraelen and Benkova, 2012; Thole et al., 2014). 

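The abscisic acid receptor LOC_Os05g12260.1 had a log2 fold change of 1.00 (standard error 0.302, adjusted p = 0.0786) from edgeR at 7 dpt (3 libraries per group), which did not pass the test. LOC_Os05g12260.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.032) or with all 18 libraries in 1 fit.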

We identified an ABA receptor (LOC_Os05g12260.1) to be upregulated in its expression during NLS formation. It is possible that a crosstalk between ABA and auxin mediates NLS development.

Plants have developed intricate signaling systems that employ secreted peptides and membrane bound receptor kinases for short- and long-range communication (Stahl and Simon, 2012; Yamada and Sawa, 2013). Peptides belonging to the CLV3/EMBRYO SURROUNDING REGION (CLE) family act as signals in several of these pathways including root development and nodule formation (Stahl and Simon, 2012; Yamada and Sawa, 2013). In rice, FON2, closely related to CLV3, regulates meristem size and requires FON1, an ortholog of CLV1 (Suzaki et al., 2006). Importantly, the CLV1 ortholog (SUNN) in legumes plays a key role in regulating nodule numbers (Schnabel et al., 2005). In addition, two CLE genes of *M. truncatula, MtCLE12* and *MtCLE13*, have been shown to play a role in controlling nodule number (Mortier et al., 2012). We identified FON2 SPARE1 (FOS1; LOC_Os02g21890.1) and CLV1-like LRR (LOC_Os07g04190.1, LOC_Os06g50340.1), which are differentially expressed during NLS formation. In addition, we identified *CRINKLY4* (LOC_Os11g44430.1, LOC_Os11g44500.1, LOC_Os04g35890.1, LOC_Os11g11490.1) in our list of DEGs. 

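The peptide gene FOS1 (LOC_Os02g21890.1) and the CLV1-like kinase LOC_Os07g04190.1 rose at 7 dpt, with log2 fold changes of 2.14 (standard error 0.446, adjusted p = 0.0306) and 1.52 (standard error 0.308, adjusted p = 0.0286) from edgeR (3 libraries per group). The CLV1-like kinase LOC_Os06g50340.1 stood at -1.16 (standard error 0.364, adjusted p = 0.0876), which did not pass, and it fell at 14 dpt, with -1.50 (standard error 0.247, adjusted p = 0.0239). LOC_Os02g21890.1 did not pass without mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0555 to 0.0988) or with limma-voom. LOC_Os07g04190.1 lost its call without mock replicate 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0689 to 0.0904). LOC_Os06g50340.1 passed without 2,4-D replicate 3 (adjusted p = 0.0284) or with DESeq2 or all 18 libraries in 1 fit. LOC_Os06g50340.1 was not called at 14 dpt without mock replicate 1 or 3 or 2,4-D replicate 1 or 3 (adjusted p = 0.0646 to 0.0944).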

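The CRINKLY4 genes LOC_Os11g44430.1 and LOC_Os11g44500.1 rose at 7 dpt, with log2 fold changes of 2.03 (standard error 0.466, adjusted p = 0.0403) and 1.91 (standard error 0.367, adjusted p = 0.025), and LOC_Os11g11490.1 fell, with -1.77 (standard error 0.260, adjusted p = 0.013) from edgeR (3 libraries per group). The CRINKLY4 gene LOC_Os04g35890.1 stood at -1.59 (standard error 0.463, adjusted p = 0.072) and did not pass. LOC_Os11g44430.1 missed the threshold without mock replicate 1 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0901 to 0.128) or with no filter or all 18 libraries in 1 fit. LOC_Os11g44500.1 did not pass without mock replicate 1 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0583 to 0.0951). LOC_Os04g35890.1 was called without mock replicate 3 (adjusted p = 0.0198) or with DESeq2 or all 18 libraries in 1 fit. LOC_Os11g11490.1 lost its call without 2,4-D replicate 1 (adjusted p = 0.0572).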

Studies on root development and the distal root meristem have revealed a role for CRINKLY4 (ACR4) (De Smet et al., 2008; Stahl and Simon, 2012). It will require further investigation to determine if the peptides and their receptors are involved in NLS development. Several RLKs are known to be important for the control of organ size and shape. Well-characterized examples include the brassinosteroid hormone receptor (BRI1), stem cell regulator CLV1, and CRINKLY4, which are involved in epidermal differentiation and formative cell division control in the root pericycle. *STRUBBELIG* (*SUB*) is another LRR-RLK gene with a role in tissue morphogenesis of several plant organs (Chevalier et al., 2005; Vaddepalli et al., 2011). 

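The SUB genes LOC_Os02g04430.1 and LOC_Os10g25090.1 fell at 7 dpt, with log2 fold changes of -2.90 (standard error 0.300, adjusted p = 0.0078) and -1.84 (standard error 0.371, adjusted p = 0.0285) from edgeR (3 libraries per group). The SUB genes LOC_Os05g25540.1 and LOC_Os06g42800.1 stood at -2.71 (standard error 0.790, adjusted p = 0.0725) and -1.23 (standard error 0.509, adjusted p = 0.162) and did not pass. LOC_Os05g25540.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.00479) or with limma-voom with or without TMM factors, DESeq2 or all 18 libraries in 1 fit. LOC_Os10g25090.1 was not called without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0709 to 0.107). LOC_Os06g42800.1 passed without 2,4-D replicate 3 (adjusted p = 0.0209) or with all 18 libraries in 1 fit.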

In our analysis, we identified several *SUB* (e.g., LOC_Os05g25540.1, LOC_Os02g04430.1, LOC_Os10g25090.1, LOC_Os06g42800.1) genes and all of these RLKs are downregulated in their expression. Whether reduction of *SUB* transcript levels correlate with NLS size and shape needs further investigation. Plant AGC kinases are an exciting group of kinases that have been shown to perform plant-specific functions. Interestingly, some of these have been shown to be involved in modulation of auxin responses and the regulation of auxin transport (Robert and Offringa, 2008). Studies in *Arabidopsis* have shown that the *PIN* auxin eﬄux carriers are one of the main targets of these kinases (Robert and Offringa, 2008). AGC kinase also acts on an auxin transporter of the *ABCB* family, besides phosphorylating *PIN* auxin eﬄux carriers (Rademacher and Offringa, 2012). Furthermore, an *IRE-like AGC* kinase gene, *MtIRE*, has been shown to play a role during legume–rhizobia symbiosis (Pislariu and Dickstein, 2007). We identified two AGC kinases (LOC_Os03g44020.1 and LOC_Os11g05320.1) that are up-regulated in expression in NLS containing roots. 

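The AGC kinase genes LOC_Os03g44020.1 and LOC_Os11g05320.1 had log2 fold changes of 1.66 (standard error 0.465, adjusted p = 0.0666) and 1.57 (standard error 0.443, adjusted p = 0.0674) from edgeR at 7 dpt (3 libraries per group), and neither passed the test. At 14 dpt both rose, with 2.06 (standard error 0.276, adjusted p = 0.0176) and 1.95 (standard error 0.316, adjusted p = 0.0237). LOC_Os03g44020.1 was called without mock replicate 2 (adjusted p = 0.0208) or with limma-voom on library sizes alone, DESeq2 or all 18 libraries in 1 fit. LOC_Os11g05320.1 reached the threshold with DESeq2 or all 18 libraries in 1 fit. LOC_Os03g44020.1 did not pass at 14 dpt without mock replicate 1 or 3 or 2,4-D replicate 1 (adjusted p = 0.0529 to 0.0749). LOC_Os11g05320.1 was not called at 14 dpt without mock replicate 1 or 3 or 2,4-D replicate 1 (adjusted p = 0.0704 to 0.103) or with limma-voom with or without TMM factors.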

Additional investigations are required to prove if these genes are directly involved in NLS formation.

We identified 191 transporters in our list of DEGs. Several peptide transporters including the ABC-2 type transporters (e.g., LOC_Os04g11820.1, LOC_Os08g30780.1, LOC_Os05g02890.1, etc.) whose expression was differentially regulated were identified. 

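The transporter genes LOC_Os04g11820.1 and LOC_Os08g30780.1 rose at 7 dpt, with log2 fold changes of 1.64 (standard error 0.260, adjusted p = 0.0153) and 1.55 (standard error 0.325, adjusted p = 0.0312), and LOC_Os05g02890.1 fell, with -2.71 (standard error 0.177, adjusted p = 0.00396) from edgeR (3 libraries per group). Their levels went from 34.7 ± 9.52 to 108 ± 20.0 CPM, from 11.7 ± 4.03 to 34.2 ± 8.89 CPM and from 91.0 ± 7.89 to 14.0 ± 2.08 CPM (SD). LOC_Os04g11820.1 missed the threshold without 2,4-D replicate 1 (adjusted p = 0.0678). LOC_Os08g30780.1 did not pass without mock replicate 2 or 3 or 2,4-D replicate 1 or 2 (adjusted p = 0.0727 to 0.103).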

In plants, these proteins have been shown to be involved in multiple processes including transport of auxin (Geiser and Murphy, 2005). Since auxin transport is an integral part of the NLS organogenesis process, these are promising candidates. Other genes involved in auxin transport, eﬄux and influx, were also differentially regulated in expression. While the auxin eﬄux carrier *OsPIN8* (LOC_Os01g51780.1) was upregulated in its expression, the auxin eﬄux carrier *OsPIN5c* (LOC_Os09g32770.1) was downregulated in expression. Similarly, auxin influx carrier *OsLAX1* (LOC_Os03g14080.1) was upregulated in its expression and the auxin influx carrier *OsLAX3* (LOC_Os11g06820.1) was downregulated in expression. 

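OsPIN8 (LOC_Os01g51780.1) had a log2 fold change of 4.15 (standard error 0.321, adjusted p = 0.00423) and OsPIN5c (LOC_Os09g32770.1) one of -2.79 (standard error 0.328, adjusted p = 0.00869) from edgeR at 7 dpt, and all 3 2,4-D libraries lay above the mock libraries for OsPIN8 and below them for OsPIN5c.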

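OsLAX1 (LOC_Os03g14080.1) rose at 7 dpt, with a log2 fold change of 1.64 (standard error 0.399, adjusted p = 0.0467) from edgeR (3 libraries per group). OsLAX3 (LOC_Os11g06820.1) stood at -2.94 (standard error 0.75, adjusted p = 0.0519) and did not pass. LOC_Os03g14080.1 lost its call without mock replicate 2 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.052 to 0.139). LOC_Os11g06820.1 passed without 2,4-D replicate 3 (adjusted p = 0.009) or with DESeq2, a filter of 1 CPM, edgeR's own filter or all 18 libraries in 1 fit.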

Several genetic and biochemical evidence have shown that these eﬄux and influx carriers mediate auxin-related developmental programs in different plant organs and tissues and influence root development (Swarup and Peret, 2012; Adamowski and Friml, 2015). These auxin transporters also play a role in root nodule formation (Huo et al., 2006). In addition, synthetic auxins like 2,4-D and napthalene1-acetic acid (NAA) are transported specifically by either auxin influx or eﬄux carriers (Peer et al., 2011; Hosek et al., 2012). Since, we used 2,4-D to induce NLS in rice roots, the identification of these auxin transporters is not unexpected. Therefore, it will not be surprising for these genes to play a role in 2,4-D-induced NLS formation. However, since ATIs (e.g., NPA and TIBA) are known inhibitors of auxin eﬄux carriers, the role of these auxin transporters might be different in ATI-induced NLS (Peer et al., 2011; Hosek et al., 2012). 

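The MATE genes LOC_Os10g20450.1, LOC_Os07g31884.1 and LOC_Os04g30490.1 rose at 7 dpt, with log2 fold changes of 3.23 (standard error 0.379, adjusted p = 0.00869), 1.76 (standard error 0.181, adjusted p = 0.0075) and 1.36 (standard error 0.261, adjusted p = 0.0249) from edgeR (3 libraries per group). The MATE gene LOC_Os08g43654.1 fell, with -4.88 (standard error 0.974, adjusted p = 0.0275). LOC_Os04g30490.1 was not called without mock replicate 1 or 2,4-D replicate 1 (adjusted p = 0.0734 to 0.087). LOC_Os08g43654.1 missed the threshold without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.0615 to 0.0791) or with limma-voom or no filter.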

Our dataset revealed differential expression of several *MATE* eﬄux family genes (e.g., LOC_Os10g20450.1, LOC_Os07g31884.1, LOC_Os04g30490.1, LOC_Os08g43654.1, etc.). This recently characterized transporter family has been implicated in plant growth and development. We also observed differential expression of several nodulin-like genes corresponding to distinct families: *MtN21* (e.g., LOC_Os12g33300.1, LOC_Os02g52930.1, LOC_Os06g01660.1, etc.), *MtN3* (LOC_Os01g36070.1, LOC_Os01g50460.1, and LOC_Os01g12130.1), *NOD-26-like intrinsic proteins* (LOC_Os02g13870.1, LOC_Os02g51110.1, and LOC_Os06g12310.1), and *Major Facilitator Superfamily* (e.g., LOC_Os03g11900.1, LOC_Os04g42130.1, LOC_Os07g03910.1, etc.). 

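The MtN21 genes LOC_Os02g52930.1 and LOC_Os06g01660.1 fell at 7 dpt, with log2 fold changes of -2.16 (standard error 0.320, adjusted p = 0.0131) and -3.14 (standard error 0.304, adjusted p = 0.00674) from edgeR (3 libraries per group). The MtN21 gene LOC_Os12g33300.1 was under the filter, at 0.709 ± 0.135 and 5.56 ± 1.5 CPM in mock and 2,4-D roots (SD, n = 3). The MtN3 genes LOC_Os01g36070.1, LOC_Os01g50460.1 and LOC_Os01g12130.1 fell, with -1.70 (standard error 0.177, adjusted p = 0.00768), -2.13 (standard error 0.459, adjusted p = 0.0336) and -4.33 (standard error 0.886, adjusted p = 0.0294). Among the NOD26-like genes LOC_Os02g13870.1 rose, with 1.99 (standard error 0.332, adjusted p = 0.0178). LOC_Os02g51110.1 and LOC_Os06g12310.1, stood at -1.95 (standard error 0.528, adjusted p = 0.0605) and -3.84 (standard error 1.28, adjusted p = 0.0997) without passing. The major facilitator gene LOC_Os03g11900.1 rose, with 2.49 (standard error 0.390, adjusted p = 0.0149). LOC_Os07g03910.1 of the same family stood at -1.65 (standard error 0.446, adjusted p = 0.0605) without passing, and LOC_Os04g42130.1 was under the filter, at 10.1 ± 3.88 and 4.53 ± 0.406 CPM in mock and 2,4-D roots. LOC_Os02g52930.1 did not pass without 2,4-D replicate 1 or 2 (adjusted p = 0.0539 to 0.0563). LOC_Os01g50460.1 lost its call without mock replicate 1 or 2 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.0503 to 0.111) or with limma-voom with or without TMM factors. LOC_Os01g12130.1 was not called without mock replicate 1 or 3 or 2,4-D replicate 1 (adjusted p = 0.0596 to 0.12) or with limma-voom with or without TMM factors or no filter. LOC_Os02g13870.1 missed the threshold without 2,4-D replicate 1 (adjusted p = 0.0602). LOC_Os02g51110.1 was called without 2,4-D replicate 3 (adjusted p = 0.0149) or with DESeq2 or all 18 libraries in 1 fit. LOC_Os06g12310.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.00844) or with all 18 libraries in 1 fit. LOC_Os03g11900.1 did not pass without 2,4-D replicate 1 (adjusted p = 0.0554). LOC_Os07g03910.1 passed without 2,4-D replicate 3 (adjusted p = 0.0154) or with DESeq2, edgeR's own filter, no filter or all 18 libraries in 1 fit.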

Nodulin-encoding genes were first defined as legume genes that are specifically expressed during legume–rhizobia symbioses (Oldroyd and Downie, 2008; Mukherjee and Ané, 2011b). Interestingly, homologs of nodulin genes have been identified in several non-legumes suggesting a possible role of these genes in plant physiology (Denance et al., 2014). Some of these genes have been shown to be involved in transporting several solutes such as nutrients, amino acids, and hormones throughout plant development (Denance et al., 2014). Future studies will shed light on how these nodulins in non-legumes are involved in plant development and other processes.

We identified several hormone-related genes many of which are related to auxin response or hormone biosynthesis. For instance, several DEGs belonging to the auxin responsive *GH3* gene family (e.g., LOC_Os05g42150.1, LOC_Os01g55940.1, LOC_Os07g40290.1, LOC_Os11g32520.1, LOC_Os11g32510.1) were upregulated in their expression. 

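The GH3 genes LOC_Os05g42150.1, LOC_Os01g55940.1, LOC_Os07g40290.1 and LOC_Os11g32520.1 rose at 7 dpt, with log2 fold changes of 4.94 (standard error 0.492, adjusted p = 0.00744), 3.31 (standard error 0.309, adjusted p = 0.0061), 3.35 (standard error 0.372, adjusted p = 0.00865) and 2.25 (standard error 0.429, adjusted p = 0.0245) from edgeR (3 libraries per group). The GH3 gene LOC_Os11g32510.1 stood at 1.80 (standard error 0.466, adjusted p = 0.054) and did not pass. LOC_Os11g32520.1 lost its call without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 (adjusted p = 0.06 to 0.0755) or with limma-voom. LOC_Os11g32510.1 was called without mock replicate 1 or 2,4-D replicate 3 (adjusted p = 0.0317 to 0.0465) or with DESeq2, edgeR on library sizes alone, no filter, isoforms summed or all 18 libraries in 1 fit.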

The rice *GH3* gene family includes 13 paralogs, four belonging to group I (*GH3-3, -5, -6*, and *-12*) and nine belonging to group II (*GH3-1, -2, -4, -7, -8, -9, -10, -11*, and *-13*) (Fu et al., 2011). Interestingly, we detected *GH3* genes belonging to only group II in this study. Several *Arabidopsis* and rice *GH3* group II paralogs have been identified to have influence on root development (Fu et al., 2011). Therefore, these genes are also excellent candidates. 

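The YUCCA gene LOC_Os04g03980.1 had a log2 fold change of 1.25 (standard error 0.393, adjusted p = 0.0876) from edgeR at 7 dpt (3 libraries per group), which did not pass. It fell at 1 dpt, with -1.39 (standard error 0.347, adjusted p = 0.0411), and rose at 14 dpt, with 1.73 (standard error 0.257, adjusted p = 0.0197). The tests of a difference in its effect gave adjusted p = 0.065 between 1 and 7 dpt and 0.886 between 14 and 7 dpt from edgeR. LOC_Os04g03980.1 reached the threshold without 2,4-D replicate 3 (adjusted p = 0.0123) or with DESeq2 or all 18 libraries in 1 fit. LOC_Os04g03980.1 was not called at 1 dpt without mock replicate 1 or 2 or 2,4-D replicate 1, 2 or 3 (adjusted p = 0.0667 to 0.138). LOC_Os04g03980.1 missed the threshold at 14 dpt without mock replicate 1 or 2,4-D replicate 1 or 3 (adjusted p = 0.0565 to 0.0787).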

We identified a *YUCCA* (*LOC_Os04g03980.1*) gene involved in auxin biosynthesis. The *YUCCA* gene encodes a flavin monooxygenase and is involved in Trp-dependent auxin biosynthesis. Genetic studies have shown that *yucca* mutants do not develop a root meristem (Benjamins and Scheres, 2008). It is likely that the *YUCCA* overexpression leading to increased auxin biosynthesis is a critical factor for NLS formation. We also identified two *Snakin/GASA* (LOC_Os03g41060.1 and LOC_Os03g55290.1) genes that are upregulated in their expression. 

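The Snakin/GASA genes LOC_Os03g41060.1 and LOC_Os03g55290.1 rose at 7 dpt, with log2 fold changes of 2.05 (standard error 0.234, adjusted p = 0.00865) and 1.94 (standard error 0.248, adjusted p = 0.00947) from edgeR (3 libraries per group), and neither call ended when any single library was left out.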

Most of the *Snakin/GASA* genes are regulated by plant hormones and are involved in hormonal signaling pathways modulating hormonal levels and responses (Nahirnak et al., 2012). Importantly, Snakin/GASA proteins have been shown to be involved in plant development and plant environmental responses (Nahirnak et al., 2012). Based on these facts these are promising candidates for further studies.

It needs to be added that none of the genes from the CSP, *OsDMI3* (LOC_Os05g41090.1), *OsIPD3* (LOC_Os06g02520.1), *OsCASTOR* (LOC_Os03g62650.1), or *OsPOLLUX* (LOC_Os01g64980.1), were differentially expressed in NLS containing roots. This supports our earlier results about the role of this pathway during NLS formation. 

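OsDMI3 (LOC_Os05g41090.1), a calcium- and calmodulin-dependent kinase of the common symbiotic pathway, had a log2 fold change of -0.19 (95% confidence interval -1.01 to 0.63, adjusted p = 0.74) at 7 dpt from edgeR (3 libraries per group), at 38.2 ± 13.3 and 33.6 ± 10.5 CPM in mock and 2,4-D roots (SD). OsIPD3 (LOC_Os06g02520.1), a partner of that kinase, stood at -1.48 (95% confidence interval -2.71 to -0.26, adjusted p = 0.104), with 23.3 ± 11.2 and 8.33 ± 4.03 CPM in mock and 2,4-D roots, and was not called, although its interval lies below 0. At 14 dpt OsIPD3 stood at -2.08 (95% confidence interval -3.26 to -0.89, adjusted p = 0.0512), which also misses the threshold. OsPOLLUX (LOC_Os01g64980.1), an ion channel of the nuclear envelope, was under the filter, at 1.26 ± 0.491 and 0.943 ± 0.408 CPM in mock and 2,4-D roots, with 231 counts over 18 libraries for this isoform and 999 for its isoform LOC_Os01g64980.2. OsCASTOR (LOC_Os03g62650.1), a channel of the same kind, had 0 counts in 18 libraries, which allows up to 0.0121 CPM over all of them (3 counts, counting error only). Its isoforms LOC_Os03g62650.2 and LOC_Os03g62650.3 had 84 and 6 counts. A change of OsCASTOR was thus not tested. The handling of reads shared by isoforms is not given, so whether the 0 counts come from the level, the depth or the counting is not known. If they come from the counting, the limit of 0.0121 CPM does not hold. The OsPOLLUX isoform LOC_Os01g64980.1 was left untested by the filter. With a filter of 1 CPM its log2 fold change was -0.43 (adjusted p = 0.624), with edgeR's own filter -0.43 (adjusted p = 0.615) and with none -0.42 (adjusted p = 0.67), not passing. No fold change is given here for LOC_Os01g64980.2, which holds more counts. LOC_Os06g02520.1 passed with DESeq2. LOC_Os06g02520.1 was called at 14 dpt with DESeq2, a filter of 1 CPM, edgeR's own filter, no filter or all 18 libraries in 1 fit.

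**Figure D3:**
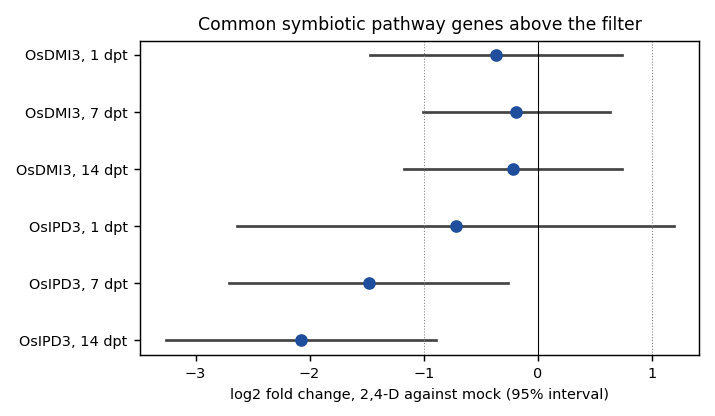
Log2 fold change of 2,4-D against mock (horizontal) with its 95% confidence interval for OsDMI3 and OsIPD3 at 1, 7 and 14 dpt (vertical). There are 3 libraries per group, and dotted lines mark the fold threshold of 1 on either side of 0. The intervals of OsDMI3 include 0 at each time, and that of OsIPD3 lies below 0 at 7 and 14 dpt.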

Another interesting observation was the lack of any auxin receptors (ex. *TIR1*) in our dataset. While we detected several components of the auxin signaling components (e.g., *AUX/IAA, ARF, PLT*, etc.), auxin transport components (e.g., *PIN, MDR* and *PGP, AUX1*) and even auxin biosynthesis (*YUCCA*), the auxin receptor class was missing. It is likely that the auxin receptors act very early during NLS organogenesis.

Overall, this data provides comprehensive information of gene expression during NLS formation in rice, facilitating our understanding of the molecular events involved in this process. In this study, we also show that the expression pattern of some of these genes vary over time. For instance, some genes (auxin eﬄux carrier LOC_Os01g51780.1, Ser/Thr RLK LOC_Os07g35280.1, GRAS family TF LOC_Os06g40780.1, phytosulfokine precursor LOC_Os12g05260.1, and ethylene forming enzyme LOC_Os09g27820.1) are expressed at 1, 7, and 14 dpt suggesting a possible role from the early hormone perception to the later stages of NLS development and maintenance. Similarly, some genes (Dynamin family protein LOC_Os09g39960.1, SHR5 LRR-RLK LOC_Os05g16824.1, Ser/Thr RLK LOC_Os02g27310.1, and WRKY TF LOC_Os03g21710.1) are expressed at 1 and 7 dpt but not at 14 dpt indicating their participation in the early stages leading to NLS formation. Another set of genes (calcium/calmodulin dependent protein kinase LOC_Os08g42750.1, and GRAS family TF LOC_Os11g04570.1) were differentially expressed at 7 and 14 dpt suggesting a possible role in the later stages involving NLS organogenesis. All of these data taken together clearly indicate that the plant uses different sets of genes during the different stages of NLS organogenesis.

Finally, we were interested to determine if NLS induced on rice roots under our conditions could be colonized by nitrogen-fixing bacteria. We used *A. caulinodans* in these experiments as it is a known nitrogen-fixer and can colonize rice roots (Gopalaswamy et al., 2000; Dixon and Kahn, 2004). Using plate count assays we first show that *Azorhizobium* can penetrate plant roots containing NLS under our conditions. This suggests that the 2,4-D treatment does not inhibit *Azorhizobium* to penetrate the rice roots under these conditions. Expectedly the number of bacterial colonies recovered post-surface sterilization was significantly fewer than when the roots were not surface sterilized. Next using histochemical staining we show that rice NLS can be colonized by *A. caulinodans*. The *lacZ* gene expression was observed throughout NLS suggesting that the central meristem of the NLS might be a major colonization niche for *A. caulinodans*. The NLS meristem might be a preferential site for bacterial colonization due to their rapid and uncontrolled growth. Interestingly, this pattern was detected on NLS throughout the root system suggesting that bacterial colonization might be similar for all NLS irrespective of their location on the root. In addition to NLS, bacteria also colonized lateral roots. Past studies have shown that bacteria can infect lateral roots via a ‘crack entry’ mechanism (Reddy et al., 1997). The emergence of NLS through the intact root cortex and epidermis suggest that bacteria might use a similar mechanism to penetrate NLS. Clearly further studies are required to elucidate the exact mechanism of colonization. It also needs to be determined if colonization by *A. caulinodans* is a specific event or whether introduced bacteria generally colonize these structures. Further experimentation is required to determine if other nitrogen-fixing bacteria can colonize NLS and if their colonization patterns overlap. Nevertheless our results show that NLS induced on rice roots under our experimental conditions can be colonized by bacteria.

## Conclusion

Studies in legume–rhizobia symbiosis have shown that cortical cell divisions leading to nodule organogenesis can be triggered independent of bacteria. Plant hormones play a critical role in inducing the development of these NLSs. Moreover, NLS can be induced in both legumes and non-legumes. This offers a unique opportunity to study hormone-induced root organogenesis not just in legumes but also in non-legumes, especially cereals. We established an experimental system that can induce NLS consistently at a high frequency in plant roots. Our results suggest that the developmental program is conserved in land plants. However, more studies are required to offer further insights into the development of NLS. We also performed a RNA-seq experiment to profile the transcriptomic responses in rice roots that occur during NLS formation via 2,4-D treatment. We identified several genes related to response to stimulus, signaling, anatomical structure development, and anatomical structure morphogenesis. These will serve as excellent candidates for future studies to genetically characterize the pathway leading to NLS formation in rice. It will be interesting to identify rice genes differentially expressed in roots where NLS are induced by ATIs. It is likely there will be some key genes that are commonly expressed by both treatments. It is also not unreasonable to identify some genes that are specific to each treatment. Future studies can also focus on identifying commonly expressed genes and the pathways during NLS formation in other land plants such as *M. truncatula* and *B. distachyon*. The power of comparative genomics can be exploited to compare and contrast the genetic pathways leading to NLS formation across different land plants. Identification of the genetic switches controlling this nodule-like organogenesis program in non-legumes, especially cereals will have tremendous biotechnological implications. Finally, we show that NLS in rice could be colonized by *A. caulinodans.* Taken together all these results suggest that this experimental system can be used for future studies on NLS in grasses.

## Materials and Methods

### Plant Material and Growth Conditions

For studies in rice, we used *O. sativa* cv. Nipponbare and *Tos17* insertion lines in *DMI3* (line NF8513), and in *IPD3* (line NC0263) for NLS studies and RNA-seq experiments (Chen et al., 2007, 2008). The seeds of the above-mentioned rice genotypes were surface-sterilized in 2% (v/v) sodium hypochlorite solution for 30 min, rinsed five times with distilled water and then allowed to imbibe in the distilled water for 24 h as described in Mukherjee and Ané (2011a). Following the 24-h period, the seeds were transferred under sterile conditions to 9-cm Petri plates (#633185, Greiner bio-one, Monroe, NC, USA) lined with germination paper (Anchor Paper, Saint Paul, MN, USA). Plates were sealed with parafilm (L-2020-1, BioExpress, Kaysville, UT, USA), wrapped completely in aluminum foil, and then allowed to germinate at room temperature (25°C) for approximately 72–96 h. Germinated seedlings were transferred to 15-cm Petri plates (#639102, Greiner bio-one, Monroe, NC, USA) containing low-N_2_ Fahraeus medium and allowed to grow for 7 days in a Percival growth chamber (#CU-22L, Perry, IA, USA) with a 16-h, 22°C day and 8-h, 24°C night cycle and 150–200 μmol m^-2^s^-1^ light intensity, and relative humidity of 65% prior to hormone treatment.

For studies in *M. truncatula*, we used *M. truncatula* Jemalong A17, *dmi1-1, dmi2-4, dmi3-1, cre1-1*, and *cre1-2* (Catoira et al., 2000; Ané et al., 2004; Plet et al., 2011). Seeds of the above-mentioned *M. truncatula* genotypes were surface sterilized in concentrated sulfuric acid for 6 min. Seeds were rinsed five times with distilled water followed by one rinse with 2.4% (v/v) sodium hypochlorite solution. Seeds were rinsed an additional five times with distilled water and then allowed to imbibe for a minimum of 2 h in a sterile environment. After the imbibition period, sterilized seeds were transferred to 9-cm Petri plates (#633185, Greiner bio-one, Monroe, NC, USA) containing 1% (w/v) plant agar (#A038-2.5KG, Caisson Laboratories, Inc., Smithfield, UT, USA) supplemented with 1 mM Gibberellic acid (GA3) medium under sterile conditions. The plates were wrapped completely in aluminum foil and placed at 4°C for a minimum of 48 h. Plates were placed at room temperature (25°C) for an additional 48 h to allow the seeds to germinate. Germinated seedlings were transferred to 15-cm Petri plates (#639102, Greiner bio-one, Monroe, NC, USA) containing low-N_2_ Fahraeus medium and allowed to grow for 7 days in a Percival growth chamber (#CU-22L, Perry, IA, USA) with a 16-h, 22°C day and 8-h, 24°C night cycle and 150–200 μmol m^-2^s^-1^ light intensity, and relative humidity of 65% prior to hormone treatment.

### Hormonal Treatment and Plant Phenotype Scoring

For hormone treatments of rice and *Medicago* seedlings, we used the synthetic auxin, 2,4-Dichlorophenoxyacetic acid (2,4-D) (CAS# 94-75-7, Caisson Laboratories, Inc., Smithfield, UT, USA). Seven-day-old whole plants of rice and *Medicago*, grown as mentioned above, were soaked in 50 μM of 2,4-D solution for 1 h under sterile conditions. Ten ml of 2,4-D solution was used per plant for treatment solution. Following this treatment, the plants were transferred to 15-cm Petri plates (#639102, Greiner bio-one, Monroe, NC, USA) containing low-N_2_ Fahraeus medium. All plants were grown in a Percival growth chamber (Model #: CU-22L, Perry, IA, USA) with a 16-h, 22°C day and 8-h, 24°C night cycle and 150–200 μmol m^-2^s^-1^ light intensity at 65% relative humidity. Plants were phenotypically scored for NLS formation after 7 and 14 days post-treatment. Non-treated (mock) rice and *Medicago* plants were cultivated as described above except 2,4-D was not included in the treatment solution to be used as controls for our studies.

The NLS phenotype was scored using a Leica MZ6 stereomicroscope (Leica Microsystems, Inc., Buffalo Grove, IL, USA) to visualize the NLS at 12.5X magnification on all rice and *M. truncatula* roots. The frequency of NLS formation was calculated as the number of plants forming NLS out of the total number of plants treated with 2,4-D. Statistical analysis of scored phenotypic data, frequency and average number of NLS, was analyzed using JMP^®^ 11 (SAS Institute, Inc., Cary, NC, USA). Log_10_ transformation of data was used to meet the assumptions of parametric testing.

### Bacterial Inoculation, Bacterial Counts, and X-gal Staining

The bacterial inoculation of rice roots was performed as described by Mitra et al. (2016). Briefly, following hormone treatment as mentioned earlier rice seedlings were inoculated with or without the *lacZ*-marked *A. caulinodans* ORS571 (pXLGD4). Bacteria were grown on LB/Tetracycline (10 μg/ml) plates at 28°C until they reached an optical density of 0.6. The seedlings were inoculated with 10^8^ cells/ml with *A. caulinodans*. Following inoculation, all plants were grown in the growth chamber as mentioned earlier.

The colonization was quantified as described by Dong et al. (2003) and Mitra et al. (2016). Briefly, seedlings were sampled 14 days post-inoculation and loosely attached bacteria were removed by washing the roots in sterile water. Surface sterilization was performed by immersing the plant roots in sterilization solution (1X PBS, 1% bleach, 0.1% sodium dodecyl sulfate, 0.2% Tween 20) for at least 1 min followed by three washes with sterile water. The samples were then crushed manually using sterile mortar and pestle. The homogenates were resuspended in 1 ml PBS containing 20% glycerol. This suspension was serially diluted in 10-fold increments and cultured on LB plates supplemented with tetracycline (10 μg/ml). To determine the efficacy of surface sterilization, the wash from the last root rinse was cultured on LB/tetracycline plates. Lack of bacterial growth from the last wash indicated efficiency of surface sterilization.

Bacterial colonization of the roots of inoculated plants was visualized as described by Gopalaswamy et al. (2000). Briefly, the bacteria were visualized by light microscopy of the blue precipitate resulting from the degradation of 5-bromo-4-chloro-3-indolyl-β-galactopyranoside (X-Gal) by β-galactosidase. Seedlings were fixed in 2% (v/v) glutaraldehyde in 1X PBS for 30 min. The plants were next washed three times with 1X PBS solution before incubation with X-Gal for 1 h. Prior to staining, all seedlings were thoroughly surface sterilized as mentioned earlier.

### Scanning Electron Microscopy

Scanning electron microscopy was performed as previously described by Umali-Garcia et al. (1980) with the following exceptions: roots containing NLS were dehydrated in 70% ethanol and stored at 4°C prior to preparation for SEM analysis. Samples of NLS were cut into 1–2 mm sections and dried to a critical point (Pelco CPD2 Critical Point Dryer, Ted Pella, Inc., Redding, CA, USA) (Umali-Garcia et al., 1980). Sections were then coated with ∼10 nm gold layer in a Denton Vacuum Desk IV sputter coater (Denton Vacuum, LLC, Moorestown, NJ, USA) for SEM preparation. NLS were examined using a P-SEM 2000 scanning electron microscope (ASPEX Corporation, Delmont, PA, USA) at 10–12 keV (Umali-Garcia et al., 1980).

### Ultra-Thin Sectioning

Plant tissues were fixed in ethanol (70% v/v) for 3 days and then transferred to phosphate buffer. Tissues were processed for paraffin embedding using an automated tissue processor. Processing included ethanol dehydration, clearing in xylenes, and vacuum infiltration with paraffin. Sections were cut on a microtome (Shandon Finesse 325 Manual Microtome, Thermo Fisher) at a thickness of 5 μm. The slides were stained with toluidine blue. The sectioned root tissues were later screened for NLS and lateral root sections using an Olympus CX21 microscope.

### RNA Extraction

For this study, total RNA was extracted from untreated plant roots and 50 μM 2,4-D treated plant roots at 1, 7, and 14 days post-treatment (dpt). Specifically for treatment samples at 7 and 14 dpt, RNA was extracted only from plant roots containing NLS. Total RNA was extracted using Qiagen RNeasy^®^ Plant Mini Kit (Cat #74904, Foster City, CA, USA) per manufacturer’s protocol. We included three biological replicates for each sample.

### RNA Sequencing

RNA sequencing including RNA quantification and library preparation was performed at the Research Technology Support Facility (RTSF), Michigan State University, East Lansing, MI, USA. The RNA was checked for integrity before library preparation and sequencing using a Bioanalyzer (Agilent Technologies). Briefly, multiplex sequencing libraries were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit LT. After QC, all six libraries (three treatment and three controls) were combined into a single pool. This pool was loaded on one lane of an Illumina HiSeq 2500 Rapid Run flow cell (v1). Sequencing was performed in a PE100 format with Rapid SBS reagents. Base calling was done by Illumina Real Time Analysis (RTA) v1.17.21.3 and output of RTA was de-multiplexed and converted to Fastq format with Illumina Bcl2fastq v1.8.4.

### RNA Sequencing Data Analysis

Raw reads in FASTQ format obtained from the Illumina platform were assessed for quality via RSeQC (v2.3.7). Sequence contamination was screened by Multi Genome Aligner (MGA v1.3^1^), which indicated more than 90% of all reads mapped to *O. sativa* MSU Genome v7^2^ with the majority of other reads not mapping to any species including 1000s of viruses, bacteria, plasmids as well as human and *Arabidopsis*. Raw reads were then aligned to the above reference genome using Rsubread (v1.16.1) (Liao et al., 2013), quantified via the function *feature Counts*, and voom transformed prior to differential expression with limma v3.20.9) (Law et al., 2014; Ritchie et al., 2015). Junctions were assessed via alignment with the function subjunc.

### Reverse Transcription Polymerase Chain Reaction

To validate the results of RNA-sequencing, we used reverse-transcriptase PCR (RT-PCR) for a selected subset of genes to determine their expression pattern under 1-, 7-, and 14-days post-treatment (dpt) with 50 μM 2,4-D. RNA samples were processed with the Ambion^®^ DNA-free DNase Treatment and Removal kit (Cat #AM1906, Foster City, CA, USA). First strand cDNA was synthesized from 300 ng of RNA using a Thermo Scientific RevertAid RT Kit (Cat #K1691, Wilmington, DE, USA) with Oligo(dT)_18_ primers per manufacturer’s instructions. Target genes were selected based on their fold change values from our RNA-Seq data as well as biological function. Using Integrated DNA Technologies (IDT) (Coralville, IA, USA) primer design software and BLAST (NCBI), intron-spanning gene-specific primer sets were designed for these selected genes and RT-PCR conditions were optimized for gene primers. *Cyclophilin* and *Actin* were used as internal reference genes in these experiments.

## Author Contributions

Conceived and designed the experiments: AM. Performed the experiments: RH, JT, HM, and AS. Analyzed the data: RH, JT, HM, KD, MW, and AM. Contributed reagents/materials/analysis tools: AM. Wrote the paper: AM, RH, JT, and MW.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://bibiserv.techfak.uni-bielefeld.de/mga/

2 http://rice.plantbiology.msu.edu/

## Supplementary Material

FIGURE S1 **Lateral root numbers in rice and *M. truncatula* roots during 2,4-D treatment. (A,B)** Show that lateral root numbers are decreased in rice roots upon 2,4-D treatment when compared to controls at 7 and 14 dpt respectively. Data represents the average of two experimental replications (*n* = 20–25) ± SE. Asterisk (^∗^) denotes significant difference between the two conditions by *t*-test (*P* < 0.001). **(C,D)** Show that lateral root numbers are decreased in *M. truncatula* roots upon 2,4-D treatment when compared to controls at 7 and 14 dpt respectively. Data represents the average of two experimental replications (*n* = 40–45) ± SE. Asterisk (^∗^) denotes significant difference between the two conditions by *t*-test (*P* < 0.005).

FIGURE S2 **Nodule-like structure formation in *Medicago cre1* mutants using 2,4-D. (A)** NLS can be induced in *cre1-1* and *cre1-2* roots upon 2,4-D treatment at 7 dpt. However, the frequency of NLS formation in these mutants was significantly (one-way ANOVA, *F*_2,90_ = 3.4511, α = 0.05, *P* < 0.001) lower than in wild type plants. Data represents average of two experimental replications ± SE. **(B)** Average number of NLS formed per plant in wild type *M. truncatula* is higher than in *cre1-1* and *cre1-2* mutants at 7 dpt. Data represents average of two experimental replications ± SE. Asterisk (^∗^) denotes significant difference between the wild type and the mutants by *t*-test (*P* < 0.001).

FIGURE S3 **Gene ontology (GO) analysis of the differentially expressed TFs.** Differentially expressed transcription factors were subjected to singular enrichment analysis (SEA) in agriGO using default parameters. Bar chart of significantly enriched biological processes. Y-axis indicates the -log10 of the FDR adjusted *P*-value. Dotted red line indicates a FDR adjusted *P*-value = 0.05.

FIGURE S4 **Gene ontology analysis of the differentially expressed protein kinases.** Differentially expressed protein kinases were subjected to singular enrichment analysis (SEA) in agriGO using default parameters. Bar chart of significantly enriched biological processes. Y-axis indicates the -log10 of the FDR adjusted *P*-value. Dotted red line indicates a FDR adjusted *P*-value = 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

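Messenger RNA of rice roots (Oryza sativa cv. Nipponbare) soaked in 50 µM 2,4-D or in mock solution was sequenced at 1, 7 and 14 dpt, with 3 libraries for each treatment and time and 18 libraries in all. The 2,4-D roots of 7 and 14 dpt were those that carried NLS. Condition, time and replicate of each library were taken from the sample labels and the methods of the paper, and 0 columns of the table remained without a sample. The authors checked the reads with RSeQC, aligned them with Rsubread to the rice genome (MSU, version 7), counted them with featureCounts and tested them with limma-voom. The values deposited by the authors are raw counts per transcript, whole numbers that are not normalized. The kit was stranded, but the strand setting of the counting and the handling of reads shared by isoforms or by several loci are not given in the sources used here. The table has 66860 transcripts, of which 10607 are not the first isoform of their locus and hold 3.54% of all counts. A further 707 have no LOC_Os name and were kept. Library totals ran from 9416952 to 18057748 counts (median 13489839). Replicates of one group were compared before averaging, and the chi-square of their counts per degree of freedom was 8.19 to 104 over all pairs, so no pair differed by less than the sampling noise and each library was counted once.

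For the filter, CPM was the deposited count scaled to the library total. The CPM levels printed for genes were instead scaled to the total over the tested transcripts times the TMM factor. They are therefore not on quite the same scale as the filter. The main test was the quasi-likelihood test of edgeR 4.0.16 (robust glmQLFit and glmQLFTest) with TMM factors in R 4.3.3. At each time the 3 2,4-D libraries were compared with the 3 mock libraries of that time, over transcripts with at least 10 CPM in 2 or more of the 6 libraries. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Both thresholds and the level of the filter are those of the paper (Fig. 4B), and limma-voom, the test the paper names, was run as an alternative. Over the 6 libraries of 7 dpt the filter kept 13770 transcripts, and of Table S1 924 of the 991 higher and 964 of the 1000 lower ones. Over all 18 libraries, as in the fit of all of them, it kept 15149, which lies nearer to the number that the paper gives as investigated. Differences of the 2,4-D effect between times were tested as interaction contrasts in a fit of all 18 libraries. Log2 CPM for correlations and principal components used a prior count of 2. Sets were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and with an estimated correlation. Counts of shared calls stand beside the number that independent lists would share. A floor of 3 counts stands for a transcript with none, and 95% intervals of log2 fold changes come from the quasi-likelihood fit. The test was run on simulated data with known fold changes in 200 transcripts, drawn from the means and library totals of these libraries. The share of changed transcripts that it called is given beside the results. Plots and tallies were made with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15.

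The grouping of the samples, the main test, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule the text names the 14 genes examined by RT-PCR and each gene whose identifier the paper gives. It names per time the 8 called transcripts with the largest and the 8 with the smallest log2 fold change among those named in Tables S1 to S5 whose 2,4-D libraries all lie on one side of the mock libraries. From each list it allows up to 4 called members with the largest absolute log2 fold change, not all of which are named, and it takes per interaction the 5 largest in each direction without that separation. Values in the paper's tables had been seen when the rule and the lists were written, and genes named outside the rule are said to be so. The lists are the classes of Tables S2 to S5 and gene families picked by words in the descriptions of Tables S1 to S5. The study drew these tables from its comparison at 7 dpt, so that counts in the lists are not independent evidence at that time. Part of Table S1 did not pass the filter over the 6 libraries of 7 dpt. The filter and fit of the study may thus have taken in more libraries. Log2 fold changes of Table S1 correlated at 0.999 to 1 with 8 limma-voom fits of all 18 libraries, added after the data were seen. Whether the 1 and 14 dpt libraries are independent of the lists is therefore not known. Many descriptions are those of the best-matching protein of another species. Gene names come only from these tables, since the reference table at hand does not pair its names with the identifiers of the counts.

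The alternatives were limma-voom with TMM factors and on library sizes alone, DESeq2 1.42.0, RLE factors and library sizes alone in edgeR, a filter of 1 CPM, the filter that edgeR offers, no filter, no fold threshold, isoforms of a locus summed, all 18 libraries in 1 fit (for interactions, only the 12 libraries of both times), the replicate number as a block, and each library left out in turn. A further 8 limma-voom fits were added after the data were seen. With 3 libraries per group an exact permutation test of a single transcript cannot go below p = 0.1, and there are 10 splits of the libraries of one time, and all tests therefore share information on the spread between transcripts. The RT-PCR samples, the mutants, the Medicago plants and the counts of NLS were not analysed here. Gene ontology terms were not used here, as no table pairing them with the transcripts was used.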

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

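The tests of fewer reads, of an exchanged label and of the sequencing batch, the mixing values of replicates 1 and 2, the numbers at an unadjusted p without single 14 dpt libraries and the count of draws with even exchanges were chosen only after the result was seen.

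RNA-seq libraries of 1 and 14 dpt, which the paper does not report, also separated 2,4-D from mock roots, with 707 transcripts higher and 1167 lower at 1 dpt and 427 higher and 714 lower at 14 dpt by edgeR. At 14 dpt these became 5 and 9 without 2,4-D replicate 1, 11 and 14 without mock replicate 1, 51 and 83 without mock replicate 3 and 131 and 196 without 2,4-D replicate 3. Those of 1 dpt became 372 and 571 without mock replicate 1, 412 and 625 without mock replicate 2, 1207 and 1398 without mock replicate 3, 429 and 715 without 2,4-D replicate 1 and 405 and 660 without 2,4-D replicate 2. The 10 splits of the 6 libraries of a time point into 3 and 3 are too few for a share under 0.05. The real split gave 1528, 1874 and 1141 calls at 7, 1 and 14 dpt, and the highest of the other splits 0, 111 and 18.

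The 2,4-D effect differed between 1 and 7 dpt in 11 transcripts by the test of the difference itself. The subtilase LOC_Os02g17150.1 had a log2 difference of 6.03 (adjusted p = 0.0278 from edgeR), with a log2 fold change of -5.13 at 7 dpt, and was under the filter at 1 dpt, at 1.92 ± 1.51 and 3.51 ± 1.74 CPM in mock and 2,4-D roots. For the MtN21 gene LOC_Os07g34110.1 the difference was 2.74, and for the peroxidase LOC_Os12g26290.5, with 0.72 at 1 dpt and -1.97 at 7 dpt, it was 2.68 (adjusted p = 0.034 for both). A protein of unknown function (LOC_Os05g39840.1) had a difference of -2.34 (adjusted p = 0.034) and a log2 fold change of 2.07 at 7 dpt. All 4 calls were lost with limma-voom, with only the 12 libraries of both times, and without mock replicate 1 or 2 or 2,4-D replicate 1 or 2 of 1 dpt or mock replicate 1, 2 or 3 or 2,4-D replicate 1 or 2 of 7 dpt. That of LOC_Os07g34110.1 was also lost without 2,4-D replicate 3 of 1 dpt (adjusted p = 0.0512 to 0.122 over these libraries), and that of LOC_Os12g26290.5 with library sizes alone in edgeR (adjusted p = 0.0522).

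Exchanging the time labels within treatments gave 11 or more such transcripts in 4 of 30 draws, the real one included, and 296 in the highest other draw, which exchanged unequal numbers of mock and 2,4-D libraries. Such draws carry the difference between times into the contrast, while the 5 draws with even exchanges, of which 0 gave 11 or more, widen the spread within groups, so whether chance can be excluded was not settled. By the labels of the samples the 1 dpt libraries form another sequencing batch, so that time and batch cannot be told apart for these 11 transcripts, although each 2,4-D effect is taken within a batch. The count rests on few libraries, with 40 higher and 52 lower without mock replicate 3 of 1 dpt, 15 and 25 without 2,4-D replicate 3 of 7 dpt, 6 and 6 without 2,4-D replicate 3 of 1 dpt, and 0 without any other library of these times. A change of the response with time stays open and was tested only by these values.

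Between 14 and 7 dpt the 2,4-D effect differed in 0 transcripts by edgeR, with 853 at an unadjusted p under 0.05, 0 by limma-voom and 2 higher and 2 lower by DESeq2. Mock replicate 2 of 14 dpt stood apart on the second principal component of that time, at -64.2 against 31.6 and 42.6 for the other mock libraries. That this library hid differences is argued against by the count without it, which was still 0, and by the number at an unadjusted p under 0.05, which fell to 483 without it but rose to 1650 without mock replicate 3 (0 higher and 4 lower called) and to 1827 without 2,4-D replicate 2 of 14 dpt (0 called). Counts were also simulated with 200 of 15149 transcripts changed. In these the same contrast called 33.3% of the changes of 1.5, 60.9% of those of 2 and 82.4% of those of 3 on the log2 scale. Differences of these sizes can thus be missed, the smaller ones more often. The simulated counts held no other effect of treatment or time. The share called depends on how many transcripts change, so these shares are not those of the real contrast. Exchanging the time labels gave at most 1, and because a count of 0 is reached by 30 of 30 draws whatever the labels, this says nothing about chance.

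At 7 dpt 2,4-D replicate 3 lay nearest to the mock libraries on the first principal component, and without it the calls rose to 791 higher and 1326 lower. Fewer reads are argued against by its total of 14560724 counts, above the 12249261 of the lowest other 2,4-D library, and an exchanged label by its lowest correlation with a 2,4-D library (0.87), which lies above its highest with a mock library (0.813). RNA like the mean of the mock libraries, mixed into it, would give the same share of 2,4-D RNA among transcripts called higher and lower without it. The medians were instead 0.554 and 0.801, a difference of -0.247 (95% bootstrap interval -0.279 to -0.22), against 0.125 and -0.0211 for replicates 1 and 2. The mock libraries differ among themselves, and RNA like a single one of them was not tested, so mixing is not excluded. For a slower response, its deviation was compared with the 14 minus 1 dpt effect after the part along the difference of mock and 2,4-D was removed. That correlation was -0.0392 across 12378 transcripts, which are not independent, against -0.079 and 0.117 for replicates 1 and 2. A slower response could lie mostly in the removed part, so these values do not decide on it. Other proportions of NLS or of root tissue in that sample stay open as candidate explanations and were not tested.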

How the results depend on the processing

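The 8 limma-voom fits on all 18 libraries with the filter taken over them were chosen only after the data were seen. Of 778 values of counts and list tests over all settings, 534 stayed within 1.5 times the value given in the text or on the same side of the threshold, 243 moved further and 1 fell below the threshold. Of 3534 counts of single gene lists, 1000 moved by more than 1.5 times, and of 36403 log2 fold changes of single transcripts 2429 lost and 1161 gained a call. Among these, the number of called transcripts whose log2 fold change turned its sign was 0. RLE factors in edgeR, calls without a fold threshold and isoforms summed per locus moved none of the counts of all called transcripts, of the 4 classes of Tables S2 to S5, of the Table S1 and RT-PCR genes and of shared calls by more than 1.5 times. The camera tests of the Table S1 transcripts were run only in the edgeR fits, not with limma-voom, DESeq2 or isoforms summed. In those edgeR fits they passed at 1 and 14 dpt except with the replicate block at 14 dpt. The common symbiotic pathway genes had a call only for OsIPD3, under DESeq2 at 7 dpt and under DESeq2, the looser filters or all 18 libraries at 14 dpt. Where a value moved, the cause was not tested, apart from fewer libraries in the tests that leave some out and fewer or more transcripts in those that change the filter. Transcripts under 10 CPM were left untested by the choice of filter. At 7 dpt a filter of 1 CPM tested 22708 transcripts, against 13770, and called 1089 higher and 1320 lower. In the simulated counts, with 200 transcripts changed at each time, changes of 1.5 on the log2 scale were called in 29.8% of cases at 14 dpt and in 71.4% at 1 dpt.

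Limma-voom with TMM factors gave 200 higher transcripts, 368 lower transcripts, 35 transcription factors, 41 kinases, 46 transporters, 452 Table S1 transcripts and 2 RT-PCR genes at 14 dpt. Under limma-voom, the transcripts shared between time points were 119 higher and 180 lower at both 7 and 14 dpt and 76 higher and 208 lower at both 1 and 14 dpt. By that test, the 2,4-D effect differed for 0 transcripts called higher and 0 transcripts called lower between 1 and 7 dpt. Limma-voom on library sizes alone gave 265 higher transcripts, 281 lower transcripts, 35 transcription factors, 41 kinases, 41 transporters and 438 Table S1 transcripts at 14 dpt. In that limma-voom fit, the transcripts shared between time points were 128 lower at both 7 and 14 dpt and 161 lower at both 1 and 14 dpt. By limma-voom on library sizes, the 2,4-D effect differed for 0 transcripts called higher and 0 transcripts called lower between 1 and 7 dpt. DESeq2 gave 1071 higher transcripts, 1340 lower transcripts and 1 common symbiotic pathway gene at 7 dpt and 760 higher transcripts, 1251 lower transcripts, 18 hormone-related genes, 7 RT-PCR genes and 1 common symbiotic pathway gene at 14 dpt. Under DESeq2, the transcripts shared between time points were 478 higher and 759 lower at both 1 and 7 dpt, 415 higher and 838 lower at both 7 and 14 dpt and 212 higher and 698 lower at both 1 and 14 dpt. By DESeq2, the 2,4-D effect differed for 2 transcripts called higher and 2 transcripts called lower between 14 and 7 dpt and 167 transcripts called higher and 173 transcripts called lower between 1 and 7 dpt. On library sizes in edgeR, the 2,4-D effect differed for 3 transcripts called higher between 1 and 7 dpt. A filter of 1 CPM gave 1089 higher transcripts and 1320 lower transcripts at 7 dpt, 1195 higher transcripts and 1961 lower transcripts at 1 dpt and 652 higher transcripts, 1096 lower transcripts and 1 common symbiotic pathway gene at 14 dpt. At 1 CPM, the transcripts shared between time points were 439 higher and 651 lower at both 1 and 7 dpt, 352 higher and 555 lower at both 7 and 14 dpt and 189 higher and 635 lower at both 1 and 14 dpt. With 1 CPM, the 2,4-D effect differed for 12 transcripts called lower between 1 and 7 dpt. The filter that edgeR offers gave 1104 higher transcripts and 1326 lower transcripts at 7 dpt, 1182 higher transcripts and 1928 lower transcripts at 1 dpt and 657 higher transcripts, 1151 lower transcripts and 1 common symbiotic pathway gene at 14 dpt. Under edgeR's own filter, the transcripts shared between time points were 441 higher and 649 lower at both 1 and 7 dpt, 356 higher and 572 lower at both 7 and 14 dpt and 185 higher and 658 lower at both 1 and 14 dpt. With that filter, the 2,4-D effect differed for 8 transcripts called higher and 11 transcripts called lower between 1 and 7 dpt. No filter gave 1093 higher transcripts and 1295 lower transcripts at 7 dpt, 1333 higher transcripts and 2111 lower transcripts at 1 dpt and 817 higher transcripts, 1289 lower transcripts, 14 hormone-related genes and 1 common symbiotic pathway gene at 14 dpt. Without a filter, the transcripts shared between time points were 473 higher and 612 lower at both 1 and 7 dpt, 387 higher and 565 lower at both 7 and 14 dpt and 240 higher and 698 lower at both 1 and 14 dpt. Unfiltered, the 2,4-D effect differed for 18 transcripts called higher and 25 transcripts called lower between 1 and 7 dpt. All 18 libraries in 1 fit gave 1273 lower transcripts and 174 kinases at 7 dpt and 795 higher transcripts, 1397 lower transcripts, 99 kinases, 18 hormone-related genes, 1232 Table S1 transcripts, 7 RT-PCR genes and 1 common symbiotic pathway gene at 14 dpt. With all libraries, the transcripts shared between time points were 416 higher and 673 lower at both 1 and 7 dpt, 457 higher and 956 lower at both 7 and 14 dpt and 236 higher and 668 lower at both 1 and 14 dpt.

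With only the 12 libraries of 1 and 7 dpt, 0 and 0 transcripts were called higher and lower for the difference of the 2,4-D effect. Among the fits chosen after the data were seen, limma-voom on all 18 libraries with library sizes called 173 kinases, the totals over all transcripts 173, and a replicate block 176. Weights estimated without the groups gave 1078 higher transcripts, 192 kinases, 1964 Table S1 transcripts and 13 RT-PCR genes at 7 dpt.

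Leaving out 1 library at 7 dpt gave 156 to 791 higher transcripts, 207 to 1326 lower transcripts, 40 to 122 transcription factors, 33 to 140 kinases, 37 to 154 transporters, 9 to 24 hormone-related genes, 335 to 1486 Table S1 transcripts and 5 to 8 RT-PCR genes. Leaving out 1 library at 1 dpt gave 372 to 1207 higher transcripts, 571 to 1398 lower transcripts, 43 to 76 transcription factors, 47 to 106 kinases, 55 to 98 transporters and 568 to 1026 Table S1 transcripts. Leaving out 1 library at 14 dpt gave 5 to 612 higher transcripts, 9 to 872 lower transcripts, 0 to 72 transcription factors, 0 to 61 kinases, 1 to 82 transporters, 1 to 10 hormone-related genes, 9 to 814 Table S1 transcripts and 0 to 5 RT-PCR genes. For differences of the 2,4-D effect the ranges were 0 to 4 lower between 14 and 7 dpt, 0 to 40 higher between 1 and 7 dpt and 0 to 52 lower between 1 and 7 dpt.

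The sources used here do not say whether the replicate numbers pair the samples. The correlation of deviations of mock and 2,4-D libraries with the same number was -0.066, -0.25 and -0.19 at 7 dpt, -0.26, -0.62 and -0.56 at 1 dpt, and -0.27, 0.42 and 0.31 at 14 dpt for replicates 1, 2 and 3, and only replicates 2 and 3 of 14 dpt correlated best with their own number. The replicate block gave 170 higher transcripts, 187 lower transcripts, 30 transcription factors, 29 kinases, 35 transporters, 10 hormone-related genes, 327 Table S1 transcripts and 4 RT-PCR genes at 7 dpt, 217 higher transcripts, 321 lower transcripts, 31 transcription factors, 24 kinases, 31 transporters, 12 hormone-related genes, 351 Table S1 transcripts and 5 RT-PCR genes at 1 dpt and 6 higher transcripts, 0 lower transcripts, 3 transcription factors, 0 kinases, 1 transporter, 1 hormone-related gene, 6 Table S1 transcripts and 0 RT-PCR genes at 14 dpt. Under the block, the transcripts shared between time points were 47 higher and 49 lower at both 1 and 7 dpt, 6 higher and 0 lower at both 7 and 14 dpt and 2 higher and 0 lower at both 1 and 14 dpt. With the block, the 2,4-D effect differed for 0 transcripts called higher and 0 transcripts called lower between 1 and 7 dpt. With the block, the camera p of the lower Table S1 transcripts at 14 dpt was 0.0725, against 0.0162 without it.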

Differences from the paper's values

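The 8 limma-voom fits on all 18 libraries, with the filter taken over those 18, and the matching of genes that the text describes without identifiers were chosen only after the values were seen.

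Counts here come from edgeR at the paper's thresholds, while the paper's come from limma on voom-transformed counts. For differentially expressed transcripts at 7 dpt, the paper's totals of 1991, with 991 higher and 1000 lower, and the 1528, 693 and 835 here lie within 1.5 times of each other, though the total was 1199 with limma-voom with TMM factors. For M reads (paper) or M counts (here) per sample, where M stands for mega, the paper gives 50 and the median of the 7 dpt libraries here is 13.5, so that these are different measures, and no alternative was set for it. In each sentence that follows, the alternatives set before the data were examined that came within 1.5 times the paper's count are given with their counts, and the other alternatives set then did not.

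For transcription factors: the paper's count of called genes is 170, against 113 here, and the count came within 1.5 times the paper's at 151 with all 18 libraries in 1 fit; 142 with DESeq2; 122 with a filter of 1 CPM, edgeR's own filter and the fit without 2,4-D replicate 3; 121 with no filter; 118 with edgeR on library sizes alone; 117 with no fold threshold; 114 with RLE factors. AP2/ERF genes called higher number 16 in the paper and 7 here (no alternative). The AP2/ERF list of Table S2 used here has 17 genes, 14 of them listed as higher, so the 2 counts are not over the same genes. NAC genes called higher number 9 in the paper and 4 here (9 with all 18 libraries in 1 fit; 8 with DESeq2; 6 with edgeR on library sizes alone, no filter and the fit without 2,4-D replicate 3). Auxin response factors called higher number 3 in the paper and 1 here (3 with all 18 libraries in 1 fit; 2 with limma-voom on library sizes alone, DESeq2, edgeR on library sizes alone, no fold threshold and the fit without 2,4-D replicate 3). For protein kinases: the paper's count of called genes is 198, against 114 here, and the count came within 1.5 times the paper's at 174 with all 18 libraries in 1 fit; 162 with DESeq2; 140 with the fit without 2,4-D replicate 3; 132 with edgeR on library sizes alone. CRINKLY4 kinases called lower number 2 in the paper and 1 here (2 with DESeq2, all 18 libraries in 1 fit and the fit without mock replicate 3). STRUBBELIG kinases called lower number 4 in the paper and 2 here (4 with all 18 libraries in 1 fit and the fit without 2,4-D replicate 3; 3 with limma-voom with TMM factors, limma-voom on library sizes alone and DESeq2). Phytosulfokine receptors called higher number 4 in the paper and 1 here (3 with limma-voom on library sizes alone). AGC kinases called higher number 2 in the paper and 0 here (2 with DESeq2 and all 18 libraries in 1 fit), by edgeR, which gave 2 of 2 at an unadjusted p under 0.05, and limma-voom with and without TMM factors gave 0 and 1. CLAVATA1-like kinases called lower number 1 in the paper and 0 here (1 with DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3), by edgeR, with 1 at an unadjusted p under 0.05, and 0 with limma-voom with or without TMM factors.

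Auxin influx carriers called lower number 1 in the paper and 0 here (1 with DESeq2, a filter of 1 CPM, edgeR's own filter, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3), by edgeR, with 1 at an unadjusted p under 0.05, and 0 with limma-voom with or without TMM factors. ABC-2 type transporters called higher number 2 in the paper and 0 here by edgeR, also at an unadjusted p under 0.05 and with limma-voom, DESeq2 and every other alternative, and the list by that description holds only genes listed as lower. Peptide transporters called higher number 5 in the paper and 3 here (4 with limma-voom on library sizes alone, edgeR on library sizes alone, no fold threshold and all 18 libraries in 1 fit). Those called lower number 11 in the paper and 7 here (11 with DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3). MATE efflux proteins called higher number 7 in the paper and 4 here (6 with all 18 libraries in 1 fit; 5 with limma-voom on library sizes alone, DESeq2, edgeR on library sizes alone, no fold threshold and the fit without 2,4-D replicate 3). MATE genes called lower number 4 in the paper and 2 here (4 with DESeq2 and all 18 libraries in 1 fit). AIR12 proteins called lower number 4 in the paper and 2 here (4 with DESeq2 and all 18 libraries in 1 fit; 3 with the fit without 2,4-D replicate 3). NOD26-like intrinsic proteins called number 3 in the paper and 1 here (3 with all 18 libraries in 1 fit and the fit without 2,4-D replicate 3; 2 with DESeq2).

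Of the 8 limma-voom fits on all 18 libraries, chosen after seeing the values, none gave the paper's totals exactly, and the transcripts of the paper's Table S1 that they drop number 202 with library sizes alone (918 higher and 963 lower), 310 with TMM (750 higher and 1080 lower), 356 with RLE (700 higher and 1115 lower), 237 with upper quartile scaling (844 higher and 1023 lower), 202 with library sizes taken over all transcripts (907 higher and 967 lower), 231 with a replicate block (988 higher and 973 lower), 247 with replicate number as a random effect (876 higher and 941 lower) and 27 with weights estimated without the groups (1078 higher and 1251 lower). All 8, chosen after seeing the values and dropping 27 to 356 of those transcripts, gave counts within 1.5 times the paper's, with 143 to 167 transcription factors, 151 to 192 kinases, 8 to 9 higher NAC genes, 2 to 3 higher auxin response factors, 2 lower CRINKLY4 kinases, 4 lower STRUBBELIG kinases, 2 higher AGC kinases, 1 lower CLAVATA1-like kinase, 1 lower auxin influx carrier, 11 lower peptide transporters, 5 to 7 higher MATE proteins, 4 lower MATE proteins, 3 to 4 lower AIR12 proteins and 3 NOD26-like intrinsic proteins. All but those named, likewise chosen after seeing the values and dropping 27 to 310 of them, gave 13 to 14 higher AP2/ERF genes (against 10 with TMM and 10 with RLE), 3 higher phytosulfokine receptors (against 2 with TMM and 1 with RLE) and 4 higher peptide transporters (against 3 with RLE). None of these fits, chosen after seeing the values and dropping 27 to 356, called an ABC-2 type transporter higher.

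Genes that the paper names or lists as changed at 7 dpt include some that were not called here by edgeR; the alternatives given were set before the data were examined, and those not given did not call the gene. Transcription factors and kinases come first. Ethylene response factor 1 (LOC_Os09g39850.1) had a log2 fold change of 2.42 (adjusted p = 0.0702), and was called higher with DESeq2, all 18 libraries in 1 fit and the fit without mock replicate 2. Ethylene-responsive factor 15 (LOC_Os03g64260.1) was under the filter, at 1.92 and 10.1 CPM, and no alternative called it. NAC25 (LOC_Os07g37920.1) was under the filter, at 0.0899 and 8.94 CPM, and was called higher with a filter of 1 CPM, edgeR's own filter, no filter and all 18 libraries in 1 fit. The WRKY gene of the RT-PCR set (LOC_Os03g21710.1) had a log2 fold change of 2.47 (adjusted p = 0.0797), and was called higher with limma-voom with TMM factors, limma-voom on library sizes alone, DESeq2 and the fit without mock replicate 2. A GRAS gene (LOC_Os11g04570.1) was under the filter, at 4.00 and 9.05 CPM, and was called higher with a filter of 1 CPM, edgeR's own filter, no filter and all 18 libraries in 1 fit. A CRINKLY4 kinase (LOC_Os04g35890.1) had a log2 fold change of -1.59 (adjusted p = 0.072), and was called lower with DESeq2, all 18 libraries in 1 fit and the fit without mock replicate 3. A STRUBBELIG kinase (LOC_Os05g25540.1) had a log2 fold change of -2.71 (adjusted p = 0.0725), and was called lower with limma-voom with TMM factors, limma-voom on library sizes alone, DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. Another STRUBBELIG kinase (LOC_Os06g42800.1) had a log2 fold change of -1.23 (adjusted p = 0.162), and was called lower with all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. The phytosulfokine receptor (LOC_Os02g05970.1) was under the filter, at 2.32 and 7.05 CPM, and was called higher with a filter of 1 CPM, edgeR's own filter and no filter. Its relative (LOC_Os04g57630.1) had a log2 fold change of 0.95 (adjusted p = 0.0702), and was called higher with limma-voom on library sizes alone, edgeR on library sizes alone and the fits without mock replicate 1 or 2,4-D replicate 3. A further relative (LOC_Os06g47760.1) had a log2 fold change of 0.88 (adjusted p = 0.0708), and was called higher with limma-voom on library sizes alone and the fit without mock replicate 3. The AGC kinase (LOC_Os03g44020.1) had a log2 fold change of 1.66 (adjusted p = 0.0666), and was called higher with limma-voom on library sizes alone, DESeq2, all 18 libraries in 1 fit and the fit without mock replicate 2. The other AGC kinase (LOC_Os11g05320.1) had a log2 fold change of 1.57 (adjusted p = 0.0674), and was called higher with DESeq2 and all 18 libraries in 1 fit. The CLAVATA1-like kinase (LOC_Os06g50340.1) had a log2 fold change of -1.16 (adjusted p = 0.0876), and was called lower with DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. Wall-associated kinase 3 (LOC_Os04g51040.1) was under the filter, at 1.38 and 9.76 CPM, and was called higher with a filter of 1 CPM, edgeR's own filter, no filter and all 18 libraries in 1 fit. The SHR5-like kinase (LOC_Os05g16824.1) was under the filter, at 1.68 and 9.65 CPM, and was called higher with a filter of 1 CPM, edgeR's own filter, no filter and all 18 libraries in 1 fit.

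Among transporters, nodulins and hormone-related genes, the same holds for the following. The auxin influx carrier OsLAX3 (LOC_Os11g06820.1) had a log2 fold change of -2.94 (adjusted p = 0.0519), and was called lower with DESeq2, a filter of 1 CPM, edgeR's own filter, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. NIP2-1 (LOC_Os02g51110.1) had a log2 fold change of -1.95 (adjusted p = 0.0605), and was called lower with DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. NIP2-2 (LOC_Os06g12310.1) had a log2 fold change of -3.84 (adjusted p = 0.0997), and was called lower with all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. A major facilitator gene (LOC_Os04g42130.1) was under the filter, at 10.1 and 4.53 CPM, and was called lower with all 18 libraries in 1 fit. Another of that family (LOC_Os07g03910.1) had a log2 fold change of -1.65 (adjusted p = 0.0605), and was called lower with DESeq2, edgeR's own filter, no filter, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. The MtN21 gene (LOC_Os12g33300.1) was under the filter, at 0.709 and 5.56 CPM, and was called higher with a filter of 1 CPM, edgeR's own filter, no filter and all 18 libraries in 1 fit. Calcium exchanger 7 (LOC_Os12g42910.1) was under the filter, at 8.73 and 1.99 CPM, and was called lower with a filter of 1 CPM, edgeR's own filter, no filter and all 18 libraries in 1 fit. The dynamin gene (LOC_Os09g39960.1) had a log2 fold change of 1.28 (adjusted p = 0.0821), and was called higher with DESeq2 and all 18 libraries in 1 fit. The plastocyanin-like early nodulin (LOC_Os08g37660.1) had a log2 fold change of 2.82 (adjusted p = 0.0817), and was called higher with DESeq2 and the fit without mock replicate 2. A GH3 gene (LOC_Os11g32510.1) had a log2 fold change of 1.80 (adjusted p = 0.054), and was called higher with DESeq2, edgeR on library sizes alone, no filter, isoforms summed, all 18 libraries in 1 fit and the fits without mock replicate 1 or 2,4-D replicate 3. The SAUR gene (LOC_Os10g36703.1) had a log2 fold change of 1.37 (adjusted p = 0.111), and was called higher with DESeq2 and the fit without mock replicate 2. The YUCCA gene (LOC_Os04g03980.1) had a log2 fold change of 1.25 (adjusted p = 0.0876), and was called higher with DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. The abscisic acid receptor (LOC_Os05g12260.1) had a log2 fold change of 1.00 (adjusted p = 0.0786), and was called higher with all 18 libraries in 1 fit and the fit without 2,4-D replicate 3.

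The 8 limma-voom fits on all 18 libraries, chosen after seeing the values and dropping 27 to 356 of the Table S1 transcripts, all called LOC_Os09g39850.1, LOC_Os03g21710.1, LOC_Os11g04570.1, LOC_Os04g35890.1, LOC_Os05g25540.1, LOC_Os06g42800.1, LOC_Os03g44020.1, LOC_Os11g05320.1, LOC_Os06g50340.1, LOC_Os11g06820.1, LOC_Os02g51110.1, LOC_Os06g12310.1, LOC_Os07g03910.1, LOC_Os12g42910.1, LOC_Os09g39960.1, LOC_Os11g32510.1, LOC_Os04g03980.1 and LOC_Os03g63970.1. Of these fits, chosen after seeing the values and dropping 27 to 356, some called LOC_Os06g47760.1 and LOC_Os05g12260.1 by all except RLE; LOC_Os04g57630.1 and LOC_Os05g16824.1 by all except TMM and RLE; LOC_Os04g42130.1 by all except library sizes alone, library sizes taken over all transcripts and replicate number as a random effect; LOC_Os10g36703.1 by library sizes alone, library sizes taken over all transcripts, a replicate block and weights estimated without the groups; LOC_Os03g64260.1, LOC_Os07g37920.1 and LOC_Os08g37660.1 by weights estimated without the groups. None of them, chosen after seeing the values and dropping 27 to 356, called LOC_Os02g05970.1, LOC_Os04g51040.1 or LOC_Os12g33300.1.

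The paper's text has a cation efflux carrier lower, whereas the cation efflux gene of its Table S4 (LOC_Os01g03914.2) had a log2 fold change of 1.14 (adjusted p = 0.116), and was called higher with DESeq2, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3, and, among fits chosen after seeing the values, higher with library sizes alone, library sizes taken over all transcripts, replicate number as a random effect and weights estimated without the groups, which drop 202, 202, 247 and 27 of the Table S1 transcripts; in that table it is listed as higher too. The text has ABC-2 type transporters higher, and no gene of that description is listed as higher, while the called LOC_Os04g11820.1 (log2 fold change 1.64, adjusted p = 0.0153) is listed as an ABC transporter and LOC_Os08g30780.1 (1.55, adjusted p = 0.0312) as ABC2 homolog 6. GH3 genes are more in the text than the 5 its Table S5 lists, of which 4 were called here. The text has genes of gibberellin synthesis higher, and the genes of gibberellin turnover that Table S5 lists as higher are 2-oxidases, of which 2 of 3 were called, whereas gibberellin 20 oxidase 2 (LOC_Os03g63970.1) had a log2 fold change of -2.32 (adjusted p = 0.0513), and was called lower with limma-voom with TMM factors, limma-voom on library sizes alone, DESeq2, a filter of 1 CPM, edgeR's own filter, all 18 libraries in 1 fit and the fit without 2,4-D replicate 3. The paper reports no change for the genes of the common symbiotic pathway, and here OsIPD3 (LOC_Os06g02520.1) had a log2 fold change of -1.48 (adjusted p = 0.104), and was called lower with DESeq2.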

Other observations

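No test in this part was chosen only after the result was seen; the gene families were picked by words in the descriptions of the paper's tables, whose values had been seen, and are not independent evidence at 7 dpt.

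Among cell wall genes at 7 dpt, 4 of 11 expansins, which loosen walls, rose and 3 fell by edgeR (7 and 3 when adjusted over the list alone), and limma-voom with or without TMM factors and library sizes alone gave more higher than lower too, with 7 and 2, 7 and 2 and 7 and 3. Expansin B2 (LOC_Os04g46630.1) rose from 39.5 ± 30.7 to 2182 ± 1085 CPM (SD, n = 3), a log2 fold change of 5.79 (standard error 0.765, adjusted p = 0.01), and another expansin B2 (LOC_Os10g40720.1) from 121 ± 43.6 to 1344 ± 535 CPM, a log2 fold change of 3.48 (standard error 0.455, adjusted p = 0.00982). The expansin counts became 2 and 1 without 2,4-D replicate 1, 3 and 1 without mock replicate 1 or 2,4-D replicate 2, and 4 and 1 without mock replicate 3. Of 4 xyloglucan endotransglucosylases, 1 rose and 2 fell (1 and 3 when adjusted over the list alone), or 0 and 2 without mock replicate 1 or 3 or 2,4-D replicate 1 or 2, and 0 and 3 without 2,4-D replicate 3. Cellulose synthases and COBRA proteins, which build and order cellulose, had 1 gene higher and 1 lower of 8 (1 and 7 when adjusted over the list alone), with 0 and 3 by limma-voom, 1 and 3 by limma-voom on library sizes, 1 and 5 by DESeq2 and 1 and 0 by edgeR on library sizes. These counts were 0 and 0 without 2,4-D replicate 1, 1 and 0 without mock replicate 1, 2 or 3 or 2,4-D replicate 2, and 1 and 7 without 2,4-D replicate 3. Tubulins fell in 1 of 5 cases (3 when adjusted over the list alone), in 0 with library sizes alone in limma-voom or edgeR and in 3 with DESeq2, and the count was 0 without mock replicate 1 or 2 or 2,4-D replicate 1 or 2, and 4 without 2,4-D replicate 3. Of 5 cyclins and cyclin-dependent kinases, 1 rose and 1 fell (2 and 2 when adjusted over the list alone), or 0 and 0 without mock replicate 1 or 2,4-D replicate 1 or 2, 1 and 3 without 2,4-D replicate 3, and 1 and 0 without mock replicate 2.

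Enzymes that handle oxidants and small molecules went both ways at 7 dpt. By edgeR, 8 of 35 peroxidases rose and 14 fell (11 and 23 when adjusted over the list alone), 1 of 11 glutathione S-transferases rose and 6 fell (2 and 8 when adjusted over the list alone), 4 of 21 UDP-glycosyltransferases rose and 12 fell (5 and 13 when adjusted over the list alone), and 8 of 28 cytochrome P450s rose and 12 fell (12 and 16 when adjusted over the list alone). More members of each of these families were lower than higher also with RLE factors, library sizes alone and limma-voom with or without TMM factors, the closest being 10 and 11 P450s on library sizes in edgeR. A glycosyltransferase (LOC_Os04g25980.1) fell from 15.4 ± 4.17 to 0.127 ± 0.0446 CPM (SD, n = 3), a log2 fold change of -6.82 (standard error 0.452, adjusted p = 0.00396), and a peroxidase (LOC_Os05g04440.1) from 61.2 ± 33.8 to 1.37 ± 1.28 CPM, a log2 fold change of -5.44 (standard error 0.956, adjusted p = 0.0199). LOC_Os05g04440.1 was not called without mock replicate 1 or 2,4-D replicate 1 or 2 (adjusted p = 0.0539 to 0.0761) or with limma-voom with or without TMM factors. Peroxidase counts became 2 and 7 without 2,4-D replicate 1, 3 and 6 without 2,4-D replicate 2, 10 and 22 without 2,4-D replicate 3, and 4 and 9 without mock replicate 1. For glutathione S-transferases they were 0 and 0 without 2,4-D replicate 1, 0 and 3 without 2,4-D replicate 2, 0 and 5 without mock replicate 2, and 2 and 5 without mock replicate 3. Among glycosyltransferases they were 1 and 5 without 2,4-D replicate 1, and 2 and 9 without 2,4-D replicate 2, and among P450s 1 and 4 without 2,4-D replicate 1, 3 and 5 without mock replicate 1 or 2,4-D replicate 2, 6 and 6 without mock replicate 2, and 5 and 9 without mock replicate 3.

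Of 45 NB-ARC disease resistance genes, 13 rose and 21 fell at 7 dpt (18 and 25 when adjusted over the list alone), and limma-voom on library sizes gave 15 and 15, with no excess of lower genes. The largest change was that of LOC_Os02g18070.1, from 1.85 ± 0.0545 to 35.0 ± 11.1 CPM (SD, n = 3), with a log2 fold change of 4.24 (standard error 0.304, adjusted p = 0.00415). NB-ARC counts became 5 and 2 without 2,4-D replicate 1, 7 and 11 without 2,4-D replicate 2, 10 and 13 without mock replicate 1, and 10 and 12 without mock replicate 2. Heat shock proteins had 2 higher and 2 lower of 10 (2 and 4 when adjusted over the list alone), 1 and 0 by limma-voom and 3 and 5 by DESeq2, and 1 and 0 without 2,4-D replicate 1 or 2, 2 and 7 without 2,4-D replicate 3, 2 and 0 without mock replicate 1 or 2, and 1 and 3 without mock replicate 3. Aspartyl proteases had 3 higher and 7 lower of 17 (9 and 8 when adjusted over the list alone), but 7 and 6 by limma-voom on library sizes and 8 and 8 by DESeq2, and 1 and 2 without 2,4-D replicate 1, 1 and 4 without 2,4-D replicate 2, and 5 and 6 without mock replicate 2.

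At 1 dpt, which the paper does not report, the 8 largest rises among the transcripts that Tables S1 to S5 name and whose libraries stood apart were those of OsPIN8 (LOC_Os01g51780.1), the GH3 genes LOC_Os05g42150.1 and LOC_Os01g55940.1, UDP-glucosyl transferase 74D1 (LOC_Os04g12669.1), expansin B2 (LOC_Os04g46630.1), gibberellin 2-oxidase 1 (LOC_Os05g48700.1), UDP-glucosyl transferase 85A2 (LOC_Os02g36810.1) and an EF-hand gene (LOC_Os03g59770.1), with log2 fold changes of 6.84 down to 4.46. The GH3 gene LOC_Os01g55940.1 rose from 69.3 ± 9.98 to 2224 ± 396 CPM (SD, n = 3, adjusted p = 0.00122 from edgeR). The 8 largest falls were those of the GDSL lipase LOC_Os01g11730.1, NAC domain containing protein 74 (LOC_Os04g43560.1), a glycosyl hydrolase of family 10 (LOC_Os03g10440.1), sulfotransferase 4A (LOC_Os11g30910.1), a phosphorylase family gene (LOC_Os01g12940.1), the peptide transporter PTR2 (LOC_Os05g27304.1), a peroxidase (LOC_Os05g04500.1) and a COBRA-like gene (LOC_Os03g30250.1), with -7.37 to -4.87. NAC domain containing protein 74 fell from 28.6 ± 12.1 to 0.453 ± 0.225 CPM (SD, n = 3, adjusted p = 0.00273 from edgeR). LOC_Os03g59770.1 did not pass with limma-voom with or without TMM factors and was under the filter without 2,4-D replicate 1 or 2, and LOC_Os01g12940.1 did not pass with limma-voom with TMM factors. At 14 dpt the 8 largest rises among such transcripts were those of the ribonuclease H-like gene LOC_Os03g36000.1, expansin B2, the GH3 gene LOC_Os05g42150.1, the bHLH gene LOC_Os08g37290.1, the AP2-like gene LOC_Os03g56050.1, an acyltransferase (LOC_Os03g55530.1), the AP2 domain gene LOC_Os05g49010.1 and a pectin lyase-like gene (LOC_Os01g43490.1), with 6.60 to 4.53. The 8 largest falls were those of LOC_Os01g11730.1, the peroxidases LOC_Os05g04500.1 and LOC_Os07g48030.1, the glycosyl hydrolases LOC_Os02g03870.1 and LOC_Os03g10440.1, laccase 7 (LOC_Os12g15920.1), the O-methyltransferase LOC_Os05g43940.1 and an amino acid transporter (LOC_Os06g12320.1), with -7.20 to -5.15. Laccase 7, of an enzyme family that acts in lignin formation, fell from 68.8 ± 17.7 to 1.14 ± 0.184 CPM (SD, n = 3, adjusted p = 0.00619 from edgeR). Of these 14 dpt calls, those of LOC_Os05g42150.1 and LOC_Os12g15920.1 held without any single library. Expansin B2, LOC_Os03g56050.1, LOC_Os01g43490.1 and LOC_Os05g04500.1 lost theirs without mock replicate 1 or 2,4-D replicate 1, LOC_Os08g37290.1 without 2,4-D replicate 1, LOC_Os07g48030.1 and LOC_Os01g11730.1 without mock replicate 1 or 3 or 2,4-D replicate 1, and LOC_Os05g49010.1 without mock replicate 1 or 3, being under the filter without 2,4-D replicate 1 or 2. The other 6, LOC_Os03g36000.1, LOC_Os03g55530.1, LOC_Os02g03870.1, LOC_Os03g10440.1, LOC_Os05g43940.1 and LOC_Os06g12320.1, lost theirs without mock replicate 1 or 3 or 2,4-D replicate 1 or 3 (adjusted p = 0.0503 to 0.13 over all lost calls). With limma-voom with or without TMM factors LOC_Os03g36000.1, LOC_Os03g55530.1, LOC_Os05g49010.1, LOC_Os01g11730.1, LOC_Os05g04500.1, LOC_Os07g48030.1, LOC_Os02g03870.1, LOC_Os03g10440.1 and LOC_Os06g12320.1 did not pass, and with no filter LOC_Os03g55530.1, LOC_Os02g03870.1, LOC_Os07g48030.1, LOC_Os03g10440.1 and LOC_Os05g43940.1 did not.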
